# Spatial transcriptome mapping identifies *Ppara-Anxa2* cross-talk in microplastic-induced hepatotoxicity

**DOI:** 10.1126/sciadv.aec8681

**Published:** 2026-06-17

**Authors:** Woncheol Jung, Hassan Abushukair, Nikhil Y. Patil, Felix Ampadu, Maryam Firouzi, Iulia Rus, Jinhyuk Choi, Sree Deepthi Muthukrishnan, Surendra Shukla, Stefano Tarantini, Anna Csiszar, Kamiya Mehla, Dongin Kim, Je-Hyun Yoon, Dowoon Kim, Juyang Kim, Jaehak Jung, Oxana Klementieva, Yatrik M. Shah, Eiji Yoshihara, Pankaj K. Singh, Aditya D. Joshi, Tae Gyu Oh

## Abstract

Microplastics (MPs) are increasingly recognized as an urgent global health concern, with mounting evidence linking their bioaccumulation to chronic disease risks. The liver, as a central organ for metabolic homeostasis and detoxification, is particularly sensitive to sustained MP exposure. However, the mechanisms underlying hepatic responses to polyethylene (PE), the most prevalent yet relatively understudied plastic type, remain poorly defined. By performing combined bulk and spatial transcriptomic analyses, we observed that PE resulted in hepatic dysfunction in mice fed on standard or metabolic dysfunction-associated steatohepatitis (MASH)–inducing diets, driving both globally and spatially distinct transcriptional alterations, including a nuclear receptor (NR), *Ppara*. Spatial transcriptomics uncovered the cell type heterogeneity and gene expression patterns masked in bulk analyses. Spatial clustering uncovered inflammatory hotspots characterized by reduced cellular diversity and distinct PE-responsive gene signatures. Among these, NR signaling emerged as a key regulatory axis, with Ppara identified as a modulator. We further demonstrated that Ppara regulates *Anxa2*, a gene involved in damage response and tissue recovery, through enhancer and promoter binding. These findings offer insights into how PE disrupts hepatic homeostasis and underscores the value of spatial transcriptomics in elucidating environmental impacts on tissue organization and gene expression regulation. This study provides a molecular framework for understanding MP-associated disruption of liver pathophysiology and highlights potential targets for therapeutic intervention.

## INTRODUCTION

Over the past few decades, plastics have seamlessly integrated into nearly every facet of human life (*1*–*3*). Despite the substantial environmental cost of this convenience, global plastic production is projected to rise as demand surges across industries, with an additional 12.5 billion tons expected by 2050 (*2*, *3*). Plastic is designed and used for its durability and resistance to natural degradation. However, over time, it breaks down into microplastics (MPs) with a particle size of 1 to 5000 μm due to exposure to sunlight, heat, and mechanical forces (*4*, *5*). These MPs have spread throughout global ecosystems, being found in oceans, freshwater bodies, agricultural soils, and even the air we breathe (*6*–*10*).

Given the ubiquity of MP in the environment, humans are widely exposed to environmental MP through multiple routes, inhalation, ingestion, and dermal contact (*1*, *11*–*13*). Numerous studies have confirmed the presence of various MP types in a range of human specimens (*14*–*22*). For example, different types of plastics, with particle sizes of 700 nm or larger, including polystyrene (PS), polyethylene (PE), polypropylene (PP), polymethyl methacrylate, and polyethylene terephthalate (PET), were observed in whole blood samples collected from 22 healthy donors (*23*). Similarly, previous studies have also reported that MP is detected in the testes and the placenta (*24*, *25*). Although there is ongoing debate about how much plastic the average person consumes (*26*–*28*), it is widely acknowledged that humans inevitably consume MPs, leading to continuous exposure (*29*, *30*). For this reason, there are growing concerns about the potential impact of internal exposure to MPs on human health. Among the many organs affected by MP accumulation, particular attention has been given to the liver. Metabolic dysfunction-associated steatohepatitis (MASH) is a major liver disease induced by excess fatty acid contents associated inflammation in the liver (*31*, *32*). In recent years, several studies using multiple experimental models revealed that MP causes inflammation and stimulates innate immune responses, leading to dysfunctional liver lipid metabolism and contributing to MASH development (*33*–*41*).

In this context, nuclear receptors (NRs), a superfamily of ligand-dependent transcription factors, play a pivotal role in regulating hepatic metabolism, inflammation, and detoxification. Disruption of NR signaling has been linked to MASH. Among these receptors, peroxisome proliferator–activated receptor α (PPARα) is a central regulator of fatty acid oxidation and inflammatory response in the liver. Therapeutically, PPARα activation has been shown to alleviate hepatic steatosis and inflammation, highlighting its promise as a target for MASH treatment (*42*–*44*). Ongoing clinical studies investigating PPARα agonists underscore the need to understand how environmental factors like MPs (e.g., PE) may disrupt NR signaling and progression of liver disease.

Several studies have explored gene expression profiles in MP-treated livers, primarily using bulk RNA sequencing (RNA-seq) profiling, while data from single-cell resolution remain limited. Given the cellular and spatial heterogeneity of liver anatomy, it is increasingly important to resolve gene expression not only at the single-cell level but also within the spatial context of hepatic zonation. To address this, we leveraged spatially resolved single-cell gene expression profiling to define the impact of MPs within the liver and to improve our understanding of the correlation between MP exposure and MASH development, aiming to guide potential preventative strategies.

To bridge current knowledge gaps, we used PE, which is the most abundant MP detected in humans (*45*). We conducted spatial transcriptome profiling using the 10X Genomics’ Xenium platform to investigate the effects of PE on liver gene expression at the single-cell level, along with the precise contextual information relevant to liver architecture. Through this comprehensive approach, we defined spatially resolved alterations in hepatic cellular composition and microenvironmental transcriptional states induced by PE, revealing inflammation-associated niches and NR-driven gene programs. Notably, we found that PE exposure modulates NR signaling pathways and identified Ppara as a key regulator that modulates Anxa2, a gene implicated in damage response and tissue recovery. These findings aim to improve our understanding of systemic effects of PE on the overall liver function and, more specifically, its effect on NR expression and regulation in relation to liver disease progression.

## RESULTS

### In vivo exposure to PE MP induces hepatotoxicity in male mice

To identify hepatotoxic MP types, we initially tested various types of MPs including PE, PS, PET, PP, polyvinylidene chloride (PVDC), polyamide-6 (PA-6), and polyvinyl chloride (PVC) in primary hepatocytes after 24 hours of exposure and found that PE resulted in the lowest cell viability (fig. S1A), with detailed experimental conditions and MP specifications described in Materials and Methods. To investigate the effect of PE on hepatotoxicity and metabolic dysfunction in vivo, wild-type (WT) mice fed either a control/CD (CD) or high-fat, high-fructose, high-cholesterol metabolic dysfunction-associated steatohepatitis (MASH) diet (MD) were subjected to oral PE administration (Fig. 1A). Mice fed a CD and gavaged with PE showed a gradual increase in body weight compared to the vehicle (Veh)-treated group, with a significant difference observed at the 7-week time point following daily oral PE gavage (2 mg/day), which was sustained throughout the experiment (Fig. 1B). Mice fed with MD showed a significant increase in body and liver weight compared to those fed the CD; however, treatment with PE did not impart any further increase in body mass in the MD-fed mice (Fig. 1B). Notably, administration of PE did not lead to an increase in liver weight in either CD or MD groups, although liver weight differed between CD and MD conditions (Fig. 1C and fig. S1B). The marked changes in body weight between the experimental groups were independent of glucose level (Fig. 1D). To confirm the presence of hepatic injury by PE, both alanine aminotransferase (ALT) and triglyceride (TG) levels were measured from the serum and liver, respectively. PE administration increased hepatic injury as measured by serum ALT levels in both CD- and MD-fed groups (Fig. 1E). Moreover, liver tissue from the MD + PE group showed elevated TG levels compared to the MD group (Fig. 1F). Histopathological assessment using the MASLD activity score was performed to assess the disease severity. This analysis demonstrated increased hepatic steatosis in PE-treated groups (Fig. 1G). Furthermore, an increasing trend in hepatocyte ballooning and inflammation was also observed in PE-treated groups compared to the CD-only cohort (Fig. 1H). Collectively, these results indicate that administration of PE for 8 weeks results in hepatotoxicity and exacerbates diet-induced steatohepatitis in male mice.

**Fig. 1.**
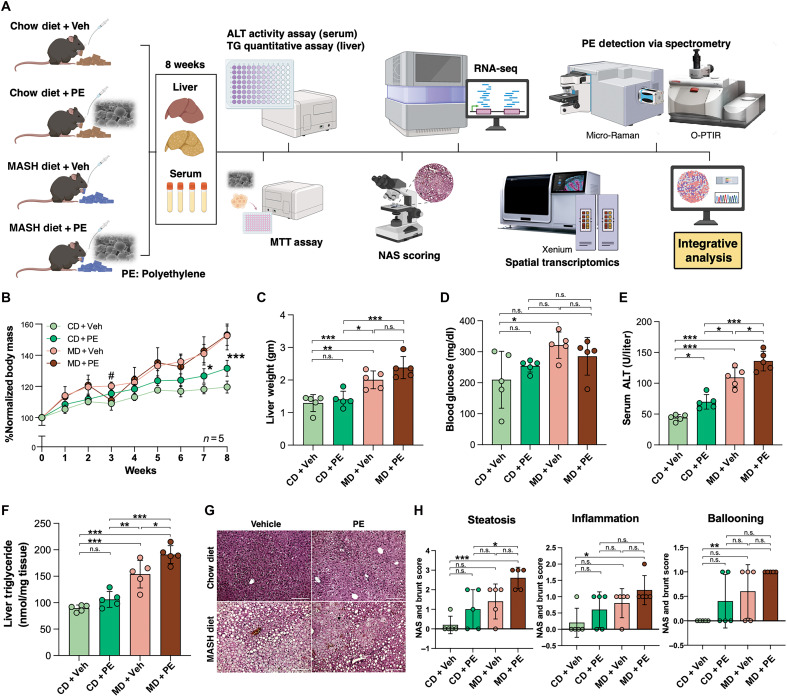
Molecular and histopathological effects of PE MPs in mouse liver with or without a high-fat diet. (**A**) A schematic overview of the experimental design including in vivo with RNA-seq and spatial transcriptome profiling, micro-Raman, and Optical Photothermal Infrared (O-PTIR). Created in BioRender O. (2026) https://BioRender.com/lalw3vm (**B**) Alteration of normalized body mass across treatment groups (*n* = 5 within each of the four groups). (**C**) Bar plot showing the percentage of liver weight relative to total body weight across treatment groups. Individual dots represent biological replicates. (**D**) Bar plot comparing blood glucose levels (milligrams per deciliter) among the different treatment groups. (**E**) Bar plot illustrating serum ALT activity (units per liter), a marker of liver injury, across groups. (**F**) Bar plot depicting liver TG content normalized to tissue weight (nanomoles per milligram) in each treatment group. (**G**) Representative hematoxylin and eosin (H&E)–stained liver sections displaying histopathological features from mice treated with CD + Veh, CD + PE, MD + Veh, and MD + PE groups, shown at ×40 magnification. The scale bar indicates a length of 180 μm. (**H**) Bar plots presenting steatosis, lobular inflammation, and hepatocellular ballooning scores in liver sections from mice across four groups as CD + Veh, CD + PE, MD + Veh, and MD + PE. Data are presented as mean ± SD. Statistical significance was determined using ordinary one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test. ns, not significant. *P < 0.05, **P < 0.01, and ***P < 0.001. Veh, vehicle; NAS, nonalcoholic fatty liver disease activity score.

### Lipid metabolism–associated gene expression is significantly dysregulated in mouse liver following MD and PE exposure

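Livers of mice on the control diet (CD) or on the high-fat, high-fructose, high-cholesterol MASH diet (MD), gavaged with vehicle (Veh) or polyethylene particles (PE), were sequenced as 19 libraries. The groups were CD + Veh (n = 4), CD + PE (n = 5), MD + Veh (n = 5) and MD + PE (n = 5), and the PE dose was 2 mg per mouse and day over 8 weeks. The authors trimmed the reads with fastp, estimated counts per transcript with Salmon against the GENCODE transcriptome of GRCm39 and summed them to genes with tximport. The deposited values are estimated counts, held as whole numbers without normalization, for 55836 genes listed by symbol, with every mouse kept separate. The paper states 15000000 reads per sample, and the counts assigned to genes came to between 10398820 and 15456729 per library. Their median was 15089731.5 in CD + Veh, 10837229 in CD + PE, 14790140 in MD + Veh and 11615001 in MD + PE. In each diet every PE library held fewer counts than every vehicle library (exact permutation test, two-sided, p = 0.00794 in both diets, the smallest p these group sizes allow). Counts were normalized by edgeR's TMM method to CPM, and 13597 genes passed its filter on low counts. All 19 libraries were fitted together, and genes were tested with edgeR's quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 0.38, the limits given in the paper's methods. Standard errors (SE) are those of the log2 fold changes, and positions are those of GENCODE vM39 on GRCm39. The library numbers in the column labels run from 39 to 47 for vehicle and from 48 to 57 for PE. With 0 PE libraries numbered among the vehicle libraries, library order and PE cannot be told apart. Within vehicle and within PE, the CD libraries are numbered before the MD libraries. A second division runs between library numbers 45 and 46, within MD + Veh. Libraries 39 to 45 held 1088 to 1690 counts of the ribosomal pseudogene Rps6-ps4 and 314 to 587 of Rps12-ps3, and libraries 46 to 57 held 0 of each. MD + Veh replicates 4 and 5 are numbered 46 and 47 and lay on the side of all PE libraries. A fit with this division as a covariate, and one with a score of clock genes, were added after the data had been seen. Only MD + Veh has libraries on both sides of the division. The fit therefore takes its size from MD + Veh replicates 4 and 5 against the other MD + Veh libraries and carries it over to the CD. A call lost under CD in that fit rests on this transfer.

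**Figure D1:**
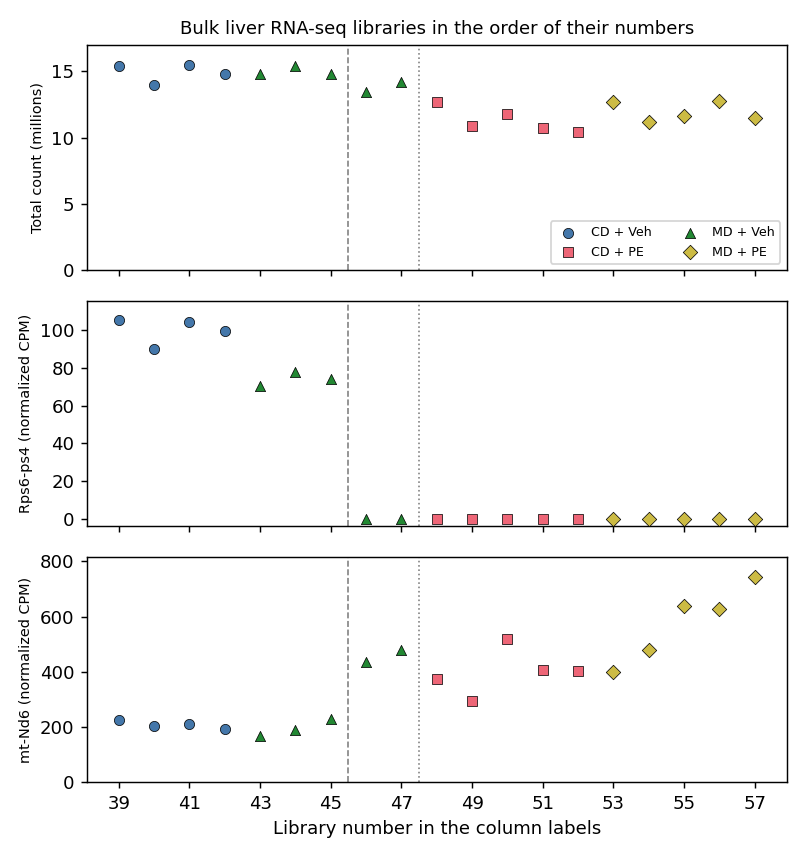
Total count (top), Rps6-ps4 in CPM (middle) and mt-Nd6 in CPM (bottom) by library number. Each point is 1 library, colored by group; the dashed line lies between library numbers 45 and 46 and the dotted line between 47 and 48, where the vehicle libraries end.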

Given that PE administration induced hepatotoxicity in mice, bulk RNA-seq was performed to understand the overall effect of experimental treatments (MD or/and PE) on hepatic gene expression. 

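Principal components were computed from the log2 CPM (prior count 2) of the 500 most variable genes. PC1 held 31.9% and PC2 19.3% of their variance. On both components together, the 4 groups differed by more than libraries within a group (pseudo-F 7.32, permutation test with 100000 resamples, p = 0.000170). MD + PE lay apart from CD + Veh and from CD + PE (exact p = 0.00794, adjusted p = 0.0238 over the 6 pairs of groups, for each). It also lay apart from MD + Veh (exact p = 0.0159, adjusted p = 0.0317), as did MD + Veh from CD + Veh (exact p = 0.0317, adjusted p = 0.0476). CD + PE was not separated past 0.05 from CD + Veh (exact p = 0.0635, adjusted p = 0.0635) or from MD + Veh, at the same p. These tests are two-sided by construction, since pseudo-F has no sign. Of the 500 genes, 36 belong to 2 lists of skeletal muscle genes. PC1 and the mean log2 CPM of the second list, written without the genes of the first, had a Pearson's r of 0.955 over the 19 libraries, but 16 genes of that list are among the 500, so that this value in part restates how PC1 was built. In components of the 500 most variable genes outside both lists, a test added after the data had been seen, r with the second list was 0.298 for PC1 (permutation p = 0.229) and 0.789 for PC2 (permutation p = 0.000360), and Spearman's rho was 0.321 (p = 0.179) and 0.405 (p = 0.0855), each two-sided; without the 2 libraries farthest from the median of the list, r for PC2 was 0.716. Among the alternatives, leaving out these lists and removing the replicate number moved the pseudo-F statistic most, to 13.8 and 14.7 (permutation p = 1e-05, the smallest that 100000 resamples give, in both). The removal of the replicate number keeps the group means and takes out spread within groups before the test. The 14.7 and its p are therefore not evidence of a clearer separation. Without the muscle lists, CD + PE differed from CD + Veh (exact p = 0.00794) and from MD + Veh (exact p = 0.0238), and MD + PE did not differ from MD + Veh (exact p = 0.0635). With 1 library left out at a time, the pseudo-F statistic of the 4 groups was between 5.37 and 11.2.

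**Figure D2:**
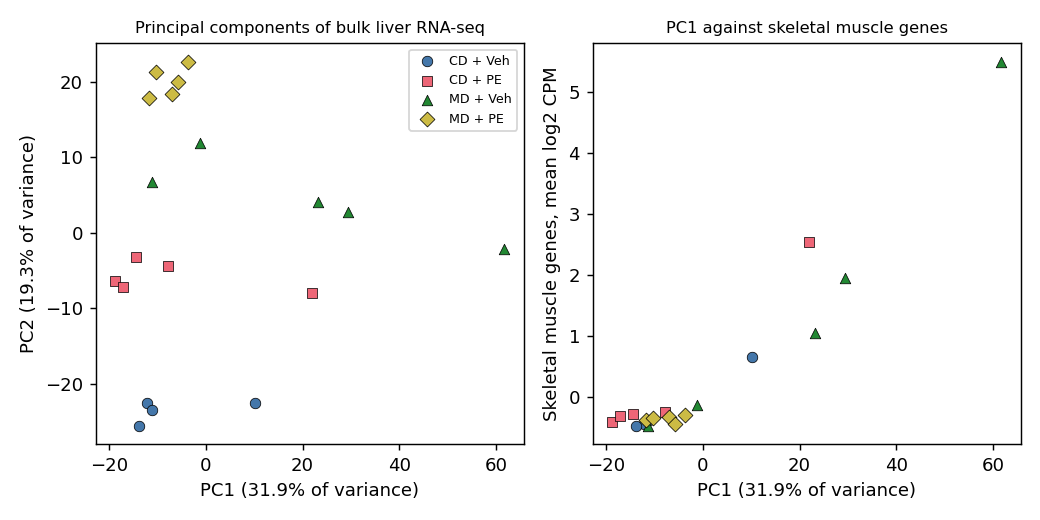
Left, PC1 and PC2 of the 19 libraries, with the percent of variance on the axes; right, PC1 against the mean log2 CPM of a list of skeletal muscle genes. Each point is 1 library, colored by group.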

The principal components analysis (PCA) plot revealed the distinct transcriptomic profiles among the experimental groups (Fig. 2A). 

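In CD + PE against CD + Veh, 397 of the 13597 genes tested were called, 166 higher and 231 lower after PE. DESeq2, the tool of the paper's methods, called 566 at the same limits, and 394 genes were called by both tools. The alternative that moved this count most was the division between library numbers 45 and 46 as a covariate, with 37 genes, 28 of them among the 397. There the median change of the 397 genes was 0.62 in place of 0.65 on the log2 scale, and the median SE was 0.224 in place of 0.141. With 1 library left out at a time, between 215 (without CD + Veh replicate 4) and 426 genes (without MD + PE replicate 4) were called; without CD + Veh replicate 1 and CD + PE replicate 3 there were 235 and 240. Of 294 called genes with a mean of at least 5 CPM and no overlap between the groups, the 3 with the largest fall were ribosomal pseudogenes. Rps6-ps4 lies on chromosome 2 from 75021417 to 75022166, Rpl10a-ps1 on chromosome 1 from 65033110 to 65033763 and Rps12-ps3 on chromosome 19 from 59310803 to 59311198. Their means in CD + Veh were 99.9 ± 6.89, 46.6 ± 8.07 and 33.4 ± 5.24 CPM (SD, n = 4), and all 5 CD + PE libraries held 0 counts of each. At a floor of 3 counts per library they were at least 363-fold, 169.6-fold and 121-fold lower (adjusted p = 0.0177, 0.00526 and 0.0166). The floor covers counting error only. With the covariate the adjusted p was 0.175 for Rpl10a-ps1 and 1.000 for the other two. The 3 genes with the largest rise were Cyp4a10, a fatty acid hydroxylase gene on chromosome 4 from 115375461 to 115390849, and the long noncoding RNAs Gm47761 on chromosome 10 from 17193833 to 17198976 and Gm50136 on chromosome 19 from 23038740 to 23046121. Cyp4a10 was at 40.8 ± 31.7 CPM (SD, n = 4) in CD + Veh and 223 ± 132 CPM (n = 5) in CD + PE, a log2 fold change of 2.45 (SE 0.562, adjusted p = 0.0191). Gm47761 rose by 1.96 (SE 0.431, adjusted p = 0.0150) and Gm50136 by 1.91 (SE 0.287, adjusted p = 0.00126) on the log2 scale. Without CD + Veh replicate 1 or 3 or CD + PE replicate 3, the adjusted p of Cyp4a10 was 0.0532, 0.0584 and 0.0533; without CD + Veh replicate 1, that of Gm47761 was 0.0556. With the covariate they rose by 2.74, 0.67 and 1.88 (adjusted p = 0.231, 0.698 and 0.0949).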

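In MD + Veh against CD + Veh, 1410 genes were called, 644 higher and 766 lower on the MD. DESeq2 called 1586, of which edgeR called 1369 too. With 1 library left out at a time, the count was between 1019 and 1652. A clock score as a covariate moved it most, to 382 genes, 310 of them among the 1410. The largest falls among 964 eligible genes were those of Sqle, on chromosome 15 from 59186869 to 59203043, Chrna4, on chromosome 2 from 180660173 to 180685339, and Fabp5, on chromosome 3 from 10077602 to 10081674. Sqle, which encodes squalene epoxidase, was at 96.3 ± 29.7 CPM (SD, n = 4) in CD + Veh and 1.89 ± 0.849 CPM (n = 5) in MD + Veh, a log2 fold change of -5.65 (SE 0.435, adjusted p = 1.55e-07). Chrna4 changed by -5.37 (SE 0.474, adjusted p = 6.33e-07) and Fabp5 by -5.10 (SE 0.350, adjusted p = 4.2e-08). The largest rises were those of Cfd, on chromosome 10 from 79726668 to 79728496, Myom3, on chromosome 4 from 135487017 to 135542875, and Sema5b, on chromosome 16 from 35360820 to 35485102. Cfd, the complement factor D gene, was at 0.638 ± 0.684 CPM (SD, n = 4) in CD + Veh and 119 ± 63.4 CPM (n = 5) in MD + Veh, a log2 fold change of 7.56 (SE 0.578, adjusted p = 1.55e-07), and Sema5b rose by 4.05 (SE 0.457, adjusted p = 8.93e-06). Myom3, a gene of the muscle lists, rose by 4.34 (SE 1.24, adjusted p = 0.0250), and rested on MD + Veh replicate 1 at 28.0 CPM against at most 1.92 in the other MD + Veh libraries. Without that library its log2 fold change was 2.00 (adjusted p = 0.169), and without CD + Veh replicate 1, 3 or 4 its adjusted p was 0.0680, 0.0688 and 0.0782. Of 17 clock genes on a list, 11 passed an adjusted p of 0.05 here and 2 in CD + PE against CD + Veh, where DESeq2 passed 3 and 10 had an unadjusted p below 0.05. The clock score, a mean of log2 CPM over genes of 1 arm of the clock minus that of the other, lay between -2.52 and -1.19 in CD + Veh, -0.25 and 1.57 in MD + Veh, and -1.14 and 2.25 in CD + PE. It was higher by 2.58 in MD + Veh (exact permutation test, two-sided, p = 0.00794) and by 1.84 in CD + PE (p = 0.0317) than in CD + Veh.

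**Figure D3:**
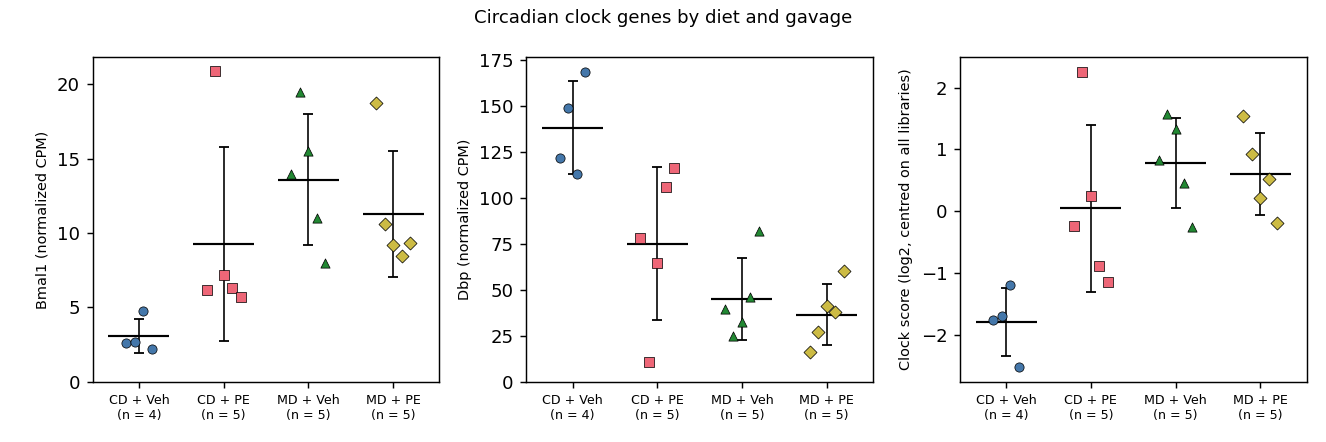
Bmal1 and Dbp in CPM and the clock score on the log2 scale in the 4 groups. Points are libraries, and bars show the mean ± SD.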

Differentially expressed gene (DEG) analysis identified 600 and 1437 genes uniquely altered by PE and MD treatment, respectively. In addition, 279 genes were differentially expressed in the MD + PE group compared to the MD group (Fig. 2B). Furthermore, when examining PE-specific DEGs under different dietary conditions, we found 503 genes uniquely altered by PE in the CD group, 182 genes in the MD group, and 97 genes shared between both conditions (Fig. 2C and tables S5 to S7). 

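In MD + PE against MD + Veh, edgeR called 147 of 13597 genes, 20 higher and 127 lower after PE, and 2132 had an unadjusted p below 0.05. DESeq2 called 304, 87 higher and 217 lower, and 141 genes were called by both tools. The division between library numbers 45 and 46 as a covariate left 33 genes called, 31 of them among the 147, and the fit of the MD + PE and MD + Veh libraries alone 73. Removing each library's trend on GC content and transcript length, a setting added after the data had been seen, left 87 genes, 75 of them among the 147. With 1 library left out at a time, the count ran from 56 (without MD + PE replicate 3) to 243 (without MD + Veh replicate 4). It was 84 without MD + Veh replicate 1, 89 without MD + Veh replicate 2, and 85 and 84 without MD + PE replicates 2 and 4. The largest falls among 102 eligible genes were in genes of the muscle lists, Mb on chromosome 15 from 76899686 to 76940711, Atp2a1 on chromosome 7 from 126045013 to 126063423 and Tnnt3 on chromosome 7 from 142048605 to 142070280. Mb ranged from 0.154 to 330.3 CPM over the MD + Veh libraries and from 0 to 0.0869 CPM over the MD + PE libraries (adjusted p = 0.0358). Atp2a1 ranged from 0.463 to 521 CPM and from 0 to 0.163 CPM (adjusted p = 0.0445), and Tnnt3 from 0.463 to 424 CPM and from 0.0687 to 0.253 CPM (adjusted p = 0.0467). The highest values were all in MD + Veh replicate 1, without which the adjusted p was 0.110 for Mb, 0.158 for Atp2a1 and 0.159 for Tnnt3. They were called in 12, 6 and 7 of the 19 fits that each leave out 1 library. The largest rises were those of Ctse on chromosome 1 from 131566009 to 131603243, Golm2 on chromosome 2 from 121697427 to 121766701 and Ildr2 on chromosome 1 from 166081665 to 166146159. Ildr2 was at 26.0 ± 7.18 CPM (SD, n = 5) in MD + Veh and 49.1 ± 8.95 CPM (n = 5) in MD + PE, a log2 fold change of 0.92 (SE 0.192, adjusted p = 0.0210), and Golm2 rose by 0.96 (SE 0.216, adjusted p = 0.0313). Without MD + PE replicate 2, 4 or 5 the adjusted p of Ildr2 was 0.0512, 0.0536 and 0.0530; Golm2 lost its call without any 1 of MD + Veh replicates 1, 2 and 3 and MD + PE replicates 2, 3 and 5 (adjusted p up to 0.0761). Ctse rested on MD + PE replicate 2 at 49.3 CPM, with a log2 fold change of 5.02 (SE 1.22, adjusted p = 0.0439) with that library and 2.06 (adjusted p = 0.284) without it, and was called in 6 of 19 such fits.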

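Of the genes called by edgeR, 343 were called after PE under CD alone, 93 under MD alone and 54 under both diets. By DESeq2 the counts were 474, 212 and 92. The covariate for the division of library numbers moved them most, to 30, 26 and 7. With 1 library left out at a time, 179 to 393 genes were called under CD alone, 29 to 173 under MD alone and 27 to 70 under both. The lowest counts came without CD + Veh replicate 4 for the CD and without MD + PE replicate 3 for the MD and for both, and the highest MD count without MD + Veh replicate 4. All 54 genes called under both diets moved in 1 direction, 1 up and 53 down, and by DESeq2 8 and 84. Among genes called under CD alone, 282 of 343 had a change of the same sign under MD, with a median of 0.21 there against 0.63 under CD on the log2 scale. Among those called under MD alone, 70 of 93 had the same sign under CD, with medians of 0.21 and 0.67. A test of the difference itself, the interaction of PE and diet, passed an adjusted p of 0.05 for 1 of the 343 genes and for 0 of the 93 by edgeR, and for 35 of 474 and 34 of 212 by DESeq2. By edgeR, 191 and 53 had an unadjusted p below 0.05. Adjusted over the list alone, 141 and 41 passed, but each list was chosen on these libraries for a change in 1 diet and not the other, so these counts are not independent evidence.

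**Figure D4:**
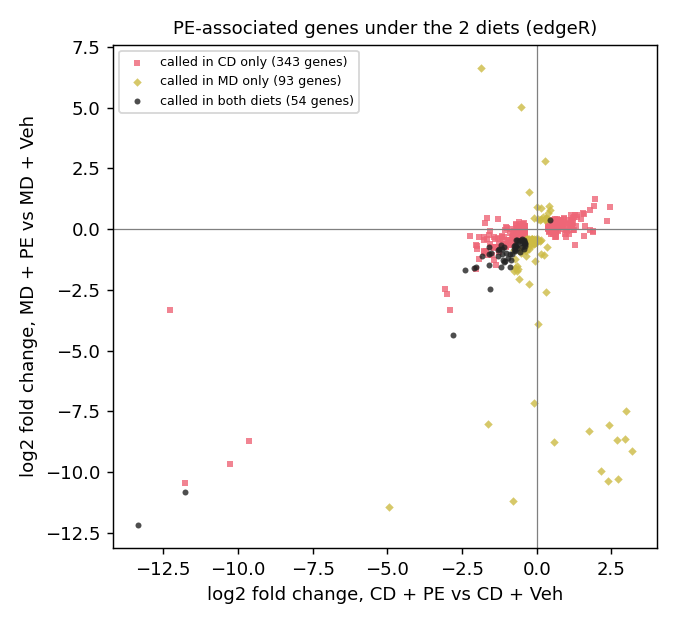
Log2 fold change after PE under CD (horizontal axis) and under MD (vertical axis) for genes that edgeR called under 1 or both diets. Each point is 1 gene; at the points farthest from 0 a group is at or near 0 counts, and the fitted change depends on the prior count.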

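Genes of fig. S2, A and B were tested between CD + PE and CD + Veh. Angptl8 lies on chromosome 9 from 21746786 to 21748643, Acp3 on chromosome 9 from 104165441 to 104214947 and Lepr on chromosome 4 from 101574601 to 101676237. Acp3 was at 24.4 ± 9.99 CPM (SD, n = 4) in CD + Veh and 7.10 ± 1.89 CPM (n = 5) in CD + PE, a log2 fold change of -1.77 (SE 0.260, adjusted p = 0.00115). Angptl8 was at 140.3 ± 82.2 CPM (SD, n = 4) in CD + Veh and 41.4 ± 16.9 CPM (n = 5) in CD + PE, a change of -1.76 (SE 0.344, adjusted p = 0.00729). With the division between library numbers 45 and 46 as a covariate, Acp3 and Angptl8 changed by -1.49 and -1.71 and were not called (adjusted p = 0.192 and 0.240). In the fit of the CD libraries alone, the adjusted p of Angptl8 was 0.0523. Lepr changed by -1.36 (SE 0.479, adjusted p = 0.125) and was not called; CD + PE replicate 5 held 20.6 CPM, and without it the change was -1.92 (adjusted p = 0.0277), while without CD + Veh replicate 4, the highest at 48.4 CPM, it was -0.68 (adjusted p = 0.541).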

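Of the genes higher after PE, Cyp4a12a lies on chromosome 4 from 115156243 to 115190012, Cyp26b1 on chromosome 6 from 84548396 to 84570890, Gadd45g on chromosome 13 from 52000714 to 52002508 and Prkcb on chromosome 7 from 121887974 to 122233625. Cyp4a12a was at 208 ± 71.2 CPM (SD, n = 4) in CD + Veh and 351 ± 88.4 CPM (n = 5) in CD + PE, a log2 fold change of 0.75 (SE 0.240, adjusted p = 0.0881). Cyp26b1 was at 1.08 ± 1.31 CPM (SD, n = 4) in CD + Veh and 5.80 ± 4.07 CPM (n = 5) in CD + PE, a change of 2.38 (SE 0.734, adjusted p = 0.0778). Gadd45g changed by 2.05 (SE 0.713, adjusted p = 0.120) and Prkcb by 0.92 (SE 0.364, adjusted p = 0.177), and edgeR called 0 of these 4 genes. Their unadjusted p values were 0.00544, 0.00423, 0.00977 and 0.0205. DESeq2 called 2 of them, with an adjusted p of 0.0279 for Cyp4a12a and 0.0365 for Cyp26b1, and gave 0.0670 for Gadd45g and 0.162 for Prkcb. Without CD + Veh replicate 1 or CD + PE replicate 2, edgeR gave Cyp26b1 a change of 3.70 and 2.68 (adjusted p = 0.0272 and 0.0232). Without CD + PE replicate 2 that of Prkcb was 0.51 (adjusted p = 0.432).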

In the CD-specific group, down-regulated genes by PE included *Angptl8*, *Acp3*, *Lepr*, and *Hmgcr*, while *Cyp4a12a*, *Cyp26b1*, *Gadd45g*, and *Prkcb* were up-regulated (fig. S2, A and B). Among these overlapping DEGs, lipid metabolism regulatory genes were shown to be significantly affected, with up-regulation (e.g., *Plin4*, *mt-Nd6*, *Cyb5a*, and *Fubp3*) and down-regulation (e.g., *Pnpla3*, *Acly*, *Me1*, and *Fasn*), further highlighting PE’s role in transcriptional dysregulation in the liver (Fig. 2D). 

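Acly lies on chromosome 11 from 100367165 to 100440756, Me1 on chromosome 9 from 86462646 to 86578104, Fasn on chromosome 11 from 120696672 to 120715995 and Pnpla3 on chromosome 15 from 84051943 to 84073723. Fasn, the fatty acid synthase gene, was at 2821 ± 653 CPM (SD, n = 4) in CD + Veh and 943 ± 339 CPM (n = 5) in CD + PE, a log2 fold change of -1.58 (SE 0.277, adjusted p = 0.00359). On the MD it was at 1088 ± 199 CPM (SD, n = 5) in MD + Veh and 394 ± 158 CPM (n = 5) in MD + PE, a change of -1.47 (SE 0.266, adjusted p = 0.00831). Acly changed by -1.82 (SE 0.241, adjusted p = 0.000663) under CD and by -1.12 (SE 0.23, adjusted p = 0.0183) under MD. Me1 changed by -1.25 (SE 0.197, adjusted p = 0.00176) under CD and by -0.82 (SE 0.188, adjusted p = 0.0340) under MD. Pnpla3 changed by -3.08 (SE 0.518, adjusted p = 0.00286) under CD and by -2.46 (SE 0.640, adjusted p = 0.0584) under MD, where DESeq2 called it (adjusted p = 0.00323) and edgeR did so with the replicate number as a block (adjusted p = 0.00438), without MD + Veh replicate 4 (0.0486) or without CD + PE replicate 2 (0.0213). Without MD + PE replicate 3 or 4, the adjusted p of Acly under MD was 0.0591 and 0.0596. Me1 under MD was called in 12 of 19 fits with 1 library left out; without any 1 of CD + Veh replicate 1, MD + Veh replicates 2 and 5 and MD + PE replicates 1, 3, 4 and 5 it was not (adjusted p up to 0.0971). With the division of library numbers as a covariate, Fasn under both diets, Pnpla3 under CD and Me1 under MD were not called, with adjusted p between 0.0653 (Fasn under MD) and 0.123 (Fasn under CD). MD + Veh replicates 4 and 5, on the same side of this division as the PE libraries, had a mean log2 CPM over 16 lipogenic genes of 7.86 and 8.32. Both lay above 7.27, the highest of the MD + PE libraries.

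**Figure D5:**
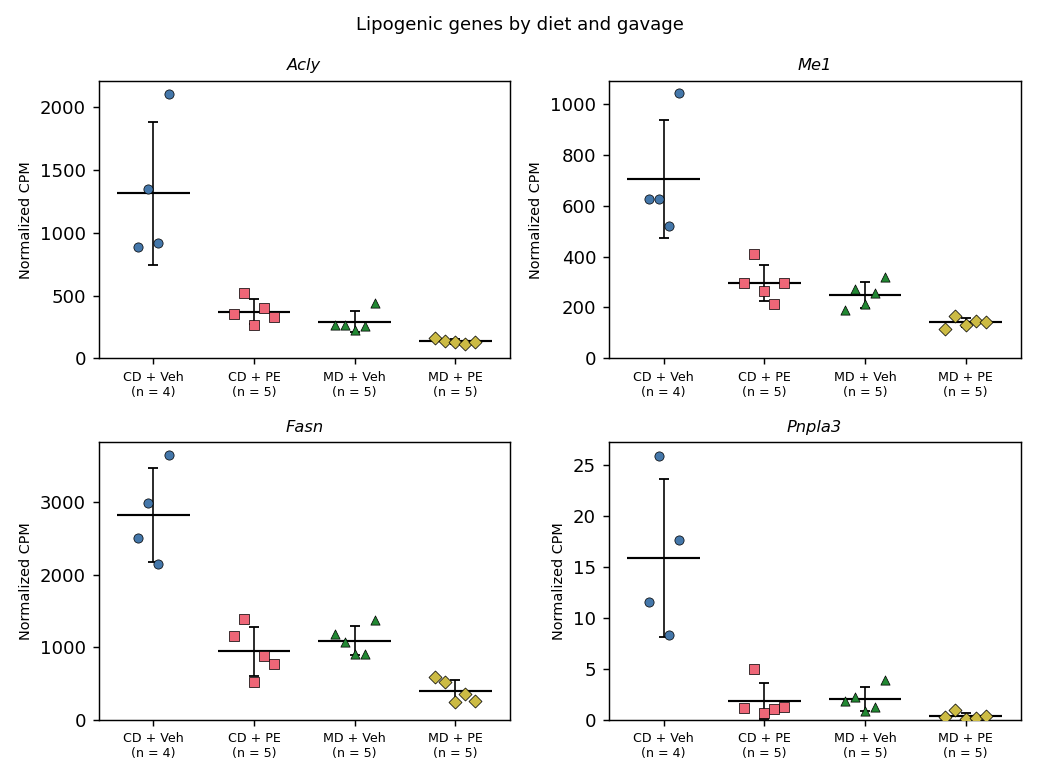
Acly, Me1, Fasn and Pnpla3 in CPM in the 4 groups. Points are libraries, and bars show the mean ± SD.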

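Plin4 lies on chromosome 17 from 56406617 to 56416931, mt-Nd6 on the mitochondrial chromosome (M) from 13552 to 14070, opposite mt-Nd5, Cyb5a on chromosome 18 from 84856796 to 84897996 and Fubp3 on chromosome 2 from 31462651 to 31507541. Cyb5a was at 539 ± 48.2 CPM (SD, n = 4) in CD + Veh and 832 ± 135 CPM (n = 5) in CD + PE, a log2 fold change of 0.63 (SE 0.122, adjusted p = 0.00716), and changed by 0.33 (SE 0.114, adjusted p = 0.158) under MD. With the division of library numbers as a covariate it was not called under CD (adjusted p = 0.475), and with the trend on GC content and length removed it was called under MD (0.0434). Plin4 rose by 1.04 (SE 0.349, adjusted p = 0.105) under CD and by 0.99 (SE 0.289, adjusted p = 0.0894) under MD; DESeq2 called both changes (adjusted p = 0.0292 and 0.0253), and edgeR that under CD without MD + Veh replicate 5 (0.0461). mt-Nd6 was at 208 ± 14.4 CPM (SD, n = 4) in CD + Veh and 399 ± 81.2 CPM (n = 5) in CD + PE, a change of 0.94 (SE 0.271, adjusted p = 0.0601). Under MD it changed by 0.94 (SE 0.252, adjusted p = 0.0634). DESeq2 called both changes of mt-Nd6 (adjusted p = 0.0279 under CD and 0.0214 under MD). By edgeR it was called under CD without CD + PE replicate 2 or MD + Veh replicate 1, 2 or 5 (adjusted p from 0.0316 to 0.0497), and under MD without MD + Veh replicate 4 or 5 or MD + PE replicate 1 (0.0186 to 0.0475). Under CD it was also called from the CD libraries alone, with the GC and length trend removed and with the clock score in the fit. Under MD it was also called with the replicate number as a block and with the clock score. It followed the division of library numbers, with 166 to 229.6 CPM in libraries 39 to 45 and 294 to 742 CPM in libraries 46 to 57. Within MD + Veh, replicates 4 and 5 were at 437 and 479.9 CPM and replicates 1 to 3 at 166 to 229.6 CPM. With the division as a covariate the change of mt-Nd6 under CD was -0.30 (adjusted p = 0.715). Fubp3 was at 19.9 ± 1.17, 21.0 ± 2.57, 17.8 ± 2.39 and 19.7 ± 1.89 CPM (SD) in CD + Veh, CD + PE, MD + Veh and MD + PE, changes after PE of 0.08 (SE 0.102) and 0.15 (SE 0.0969) that edgeR did not call (adjusted p = 0.767 and 0.503). That under CD was -0.01 with the covariate.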

A combined effect of MD and PE exposure was also observed, highlighting dysregulation of cholesterol production (e.g., *Tm7sf2*, *Ldlr*, and *Mylip*), metabolic function and support (e.g., *Pask* and *Oit3*), and inflammation (e.g., *Nkap*) (Fig. 2E). 

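Tm7sf2 lies on chromosome 19 from 6112851 to 6118403, Mylip on chromosome 13 from 45543215 to 45565501, Pask on chromosome 1 from 93235527 to 93271226, Oit3 on chromosome 10 from 59258780 to 59277702 and Nkap on chromosome X from 36390417 to 36414399. Tm7sf2, a gene of sterol synthesis, was at 36.7 ± 3.36 CPM (SD, n = 5) in MD + Veh and 20.9 ± 3.54 CPM (n = 5) in MD + PE, a log2 fold change of -0.81 (SE 0.124, adjusted p = 0.00199). Mylip rose by 0.64 (SE 0.162, adjusted p = 0.0511) and was not called by edgeR. DESeq2 (adjusted p = 0.00868), RLE normalization (0.0495), the stricter filter (0.0490), the fit of the MD libraries alone (0.0445) and thinning to equal depth (0.0370) called Mylip, as did leaving out CD + PE replicate 1 (0.0360) or 2 (0.0405). Oit3 rose by 0.45 (SE 0.122, adjusted p = 0.0657), and DESeq2 called it (adjusted p = 0.0206). Nkap was at 8.86 ± 1.04 and 11.2 ± 0.811 CPM, a change of 0.33 (SE 0.123, adjusted p = 0.186), and DESeq2 gave an adjusted p of 0.139. Pask was at 0.533 ± 0.302 and 0.723 ± 0.362 CPM, a change of 0.41 (SE 0.455, adjusted p = 0.725) from 1 to 12 counts in MD + Veh and 4 to 14 in MD + PE libraries; without MD + Veh replicate 4 or MD + PE replicate 2 or 4 it was 0.15, 0.16 and 0.64. Fig. 2E also shows Fads1 on chromosome 19 from 10160167 to 10174241 and Elovl5 on chromosome 9 from 77818113 to 77891802, which changed under MD by -1.09 (SE 0.195, adjusted p = 0.00773) and -1.29 (SE 0.226, adjusted p = 0.00702) and lost their calls with the division of library numbers as a covariate (adjusted p = 0.103 and 0.128). DESeq2 called the difference between the diets for Elovl5 (adjusted p = 0.0323), and edgeR did not (0.216). Under CD the changes after PE were -0.33 for Tm7sf2, 0.21 for Mylip, 0.12 for Oit3, 0.13 for Nkap and 0.49 for Pask. The difference between the diets had an adjusted p of 0.425 for Tm7sf2, 0.641 for Mylip, 0.636 for Oit3, 0.776 for Nkap and 0.986 for Pask. Its sign for Pask was negative (-0.08) and turned positive in 7 of 19 fits with 1 library left out (up to 0.14, without MD + PE replicate 4) and with the clock score in the fit (0.13).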

Notably, MD and PE exposure significantly stimulated the expression of *Ppara* and *Nr1i3*, two well-established master regulators of toxicological and xenobiotic responses, respectively (Fig. 2, F and G). These findings reinforce the role of these NRs in orchestrating the liver’s response to the insults of an MD and PE particles. 

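Ppara lies on chromosome 15 from 85618656 to 85687067 and Nr1i3, which encodes CAR, on chromosome 1 from 171041506 to 171048270. Ppara was at 74.0 ± 10.4 CPM (SD, n = 4) in CD + Veh, 82.5 ± 15.3 (n = 5) in CD + PE, 88.3 ± 16.6 (n = 5) in MD + Veh and 90.6 ± 10.8 (n = 5) in MD + PE. Its log2 fold change was 0.16 (SE 0.147, adjusted p = 0.650) in CD + PE and 0.25 (SE 0.146, adjusted p = 0.264) in MD + Veh against CD + Veh. With 1 library left out, the change in MD + Veh lay between 0.15 (without MD + Veh replicate 4) and 0.36 (without CD + Veh replicate 4). MD + PE differed from MD + Veh by 0.04 (SE 0.137, adjusted p = 0.933) and from CD + Veh by 0.29 (SE 0.147, adjusted p = 0.173). DESeq2, run on the same deposited counts without a factor for transcript length per library, gave adjusted p values of 0.688, 0.257, 0.923 and 0.144 for these 4 comparisons. In exact permutation tests on log2 CPM, two-sided, p was 0.389 for CD + PE, 0.151 for MD + Veh and 0.0714 for MD + PE against CD + Veh. The paper's own values of Ppara per library depart from these counts. On those values the same exact tests gave p = 0.0317, 0.0397 and 0.00794. Between MD + PE and MD + Veh the sign turned without MD + Veh replicate 3 (-0.01) or 5 (-0.01), without MD + PE replicate 3 (-0.000926) or 5 (-0.01), and with the division of library numbers (-0.07) or the clock score (-0.00283) in the fit. With the division in the fit the change in CD + PE was -0.03, and with the clock score that in MD + PE against CD + Veh was 0.68 (adjusted p = 0.0190), past both limits. Nr1i3 was at 139 ± 39.9, 193 ± 71.1, 163 ± 41.8 and 237 ± 61.6 CPM in the same groups. It rose by 0.77 (SE 0.272, adjusted p = 0.0528) in MD + PE against CD + Veh, where DESeq2 called it (adjusted p = 0.0201). RLE normalization, the stricter filter, the fit of these groups alone, the GC and length trend and the clock score also brought it past both limits, with adjusted p of 0.0484, 0.0456, 0.0276, 0.0433 and 0.0308. So did leaving out CD + Veh replicate 4 (0.0275), CD + PE replicate 2 (0.0236) or 3 (0.0408), MD + Veh replicate 1 (0.0429) or MD + PE replicate 4 (0.0206). Its changes were 0.47 (SE 0.271, adjusted p = 0.401) in CD + PE against CD + Veh and 0.54 (SE 0.253, adjusted p = 0.307) in MD + PE against MD + Veh; the first was 0.28 without CD + PE replicate 3. The paper takes a rise of Ppara and Nr1i3 under MD and PE as reinforcing a part of both receptors in how the liver responds to the diet and the particles. For Ppara and its link to Anxa2 it also draws on spatial data, chromatin immunoprecipitation, agonists, an antagonist, silencing and Ppara-null mice. None of these were analysed here.

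**Figure D6:**
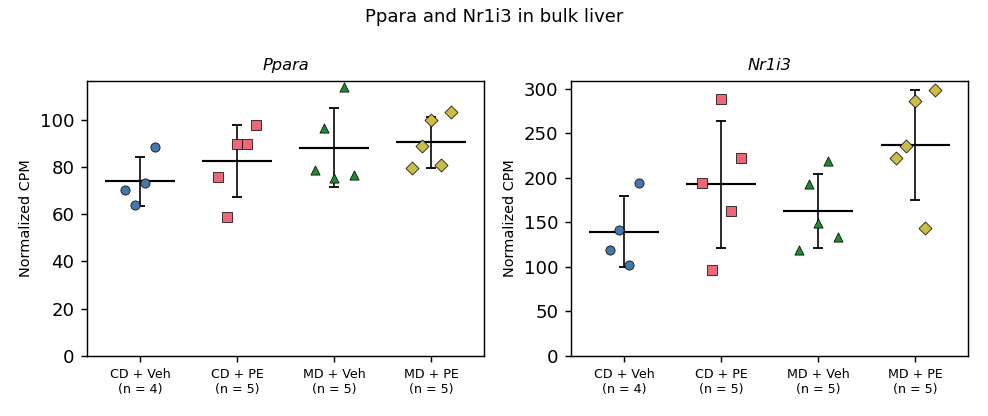
Ppara and Nr1i3 in CPM in the 4 groups. Points are libraries, and bars show the mean ± SD.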

Given the critical role of NRs in regulating metabolic, inflammatory, and damage response pathways in the liver, we investigated how NR expression changes across our experimental conditions. Gene set enrichment analysis (GSEA) was performed to examine correlation between NR and liver toxicity. This revealed that not only in MD + Veh versus CD + Veh (fig. S2C) but also enrichment patterns induced by PE in both CD and MD mouse groups are closely linked to lipid metabolism regulation and hepatic toxicity (Fig. 2, H and I). Consequently, the MD + PE group exhibited the most pronounced induction of these toxicity-related pathways, reflecting a compounded exacerbation of hepatic stress beyond the level of the CD + Veh control (Fig. 2J). Furthermore, the heatmap revealed that a considerable shift of NR expression was observed in the treatment mouse liver compared to the control group at both the condition and sample levels (Fig. 2K and table S8). 

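In place of the paper's gene set on nuclear receptors, lipid metabolism and hepatic toxicity, a stand-in of 35 nuclear receptors and their lipid and xenobiotic target genes was written by hand, and 32 of them were tested. Its members with the highest expression are Cyp2e1, Fabp1, Cyp3a11, Abcb11, Abcc2 and Abcd3. Genes were ranked by the signed square root of edgeR's F statistic, and fgsea was run with 10000 permutations and sets of 1 to 500 genes, as in the paper's methods. Adjusted p values are over the 4 comparisons of groups, and these p values come from permutations of genes, which are not independent replicates. The normalized enrichment score was 1.83 (adjusted p = 0.00275) in MD + Veh against CD + Veh, 1.52 (adjusted p = 0.0372) in CD + PE against CD + Veh and 1.28 (adjusted p = 0.118) in MD + PE against MD + Veh. The median log2 fold change of the set was 0.24, 0.12 and 0.14, and 21, 18 and 22 of 32 members had a positive change. Of the members, edgeR called 10, 2 and 0, with 13, 10 and 7 at an unadjusted p below 0.05, and DESeq2 called 10, 4 and 0. In CD + PE against CD + Veh, the p value was 0.246 by fry, 0.0638 by camera and 0.0615 with genes ranked by log2 fold change. Without CD + Veh replicate 1 or 2 or CD + PE replicate 3 or 5 it was 0.0871, 0.0984, 0.0950 and 0.101. In MD + Veh against CD + Veh, fry and camera gave 0.00619 and 0.00534, and ranking by log2 fold change 0.0585. In MD + PE against MD + Veh, leaving out MD + Veh replicate 2, 3 or 4 or MD + PE replicate 4 gave 0.0317, 0.0427, 0.0307 and 0.00871.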

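In MD + PE against CD + Veh, edgeR called 1982 genes, 819 higher and 1163 lower, and DESeq2 called 2104, with 1886 genes called by both. The division of library numbers as a covariate moved the count most, to 930 genes, 712 of them among the 1982; leaving out 1 library at a time gave between 1618 and 2174. The normalized enrichment score of the stand-in set was 2.05 (adjusted p = 0.00275), with a median log2 fold change of 0.30, 21 of 32 members higher and 11 called, 9 of them higher. By fry and camera its p was 0.00163 and 0.00307, and leaving out 1 library at a time gave between 0.000475 and 0.00601. A permutation test with fgsea of whether the set responds to PE differently on the 2 diets, added after the data had been seen, gave a score of 0.849 (p = 0.727), while the median of the members was -0.13 on the log2 scale and 12 of 32 were positive. Of 1370 eligible genes, the largest falls were those of Rps6-ps4, Rps12-ps3 and Gm11518, a pseudogene on chromosome 11 from 93928044 to 93928454. All 5 MD + PE libraries held 0 counts of each, at least 405-fold, 135-fold and 135-fold below CD + Veh at a floor of 3 counts per library (adjusted p = 0.00346, 0.00313 and 0.00121). MD + Veh libraries held 0 to 446 counts of Gm11518. The largest rises were those of Cfd, by 7.92 (SE 0.582, adjusted p = 1.44e-08), of Gpnmb on chromosome 6 from 49013426 to 49047863, by 4.68 (SE 1.05, adjusted p = 0.00362), and of Sema5b, by 4.40 (SE 0.459, adjusted p = 1.51e-06). Gpnmb ranged from 0 to 0.808 CPM in CD + Veh and from 1.13 to 38.0 CPM in MD + PE, with the highest value in MD + PE replicate 4. Without that library it rose by 2.93 (adjusted p = 0.0106), and with the clock score in the fit its adjusted p was 0.257.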

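Of the 44 nuclear receptors of table S8, 38 passed the filter on low counts. In CD + PE against CD + Veh, edgeR called 1 of them and DESeq2 2. In MD + Veh and in MD + PE against CD + Veh, edgeR called 7 and 6, and DESeq2 7 and 7. In MD + PE against MD + Veh, edgeR and DESeq2 called 0, with 3 receptors at an unadjusted p below 0.05 by edgeR. Adjusted over the list alone, 3, 7, 7 and 0 receptors passed 0.05 in these 4 comparisons, in the order given. How the study chose the receptors of its list is not stated, so these counts are not taken as independent evidence. The receptor called in CD + PE was Nr2f2 on chromosome 7 from 70001692 to 70016519, at 30.9 ± 3.19 CPM (SD, n = 4) in CD + Veh and 42.4 ± 9.08 CPM (n = 5) in CD + PE, a log2 fold change of 0.46 (SE 0.123, adjusted p = 0.0439). It kept its call in 8 of 19 fits with 1 library left out; without any 1 of CD + Veh replicates 1, 3 and 4, CD + PE replicates 1, 3 and 4, MD + Veh replicates 2 and 4 and MD + PE replicates 1, 2 and 5, its adjusted p was up to 0.124. It was not called without the filter (0.0687), from the CD libraries alone (0.115), with the replicate block (0.0535), with the GC and length trend removed (0.0568), with the division of library numbers (0.377) or with the clock score (0.0837), each an adjusted p.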

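On the MD, the receptors Esrra on chromosome 19 from 6888338 to 6899336 and Nr2c1 on chromosome 10 from 93983546 to 94034416 were lower in both groups. Esrra changed by -0.50 (SE 0.103, adjusted p = 0.00243) in MD + Veh and by -0.72 (SE 0.103, adjusted p = 6.13e-05) in MD + PE, and Nr2c1 by -0.69 (SE 0.127, adjusted p = 0.00120) and -0.69 (SE 0.128, adjusted p = 0.000775). Nr3c2 on chromosome 8 from 77625576 to 77971863 changed by -0.63 (SE 0.159, adjusted p = 0.0114) and -0.54 (SE 0.160, adjusted p = 0.0209). Pparg on chromosome 6 from 115337675 to 115468268 rose by 0.91 (SE 0.271, adjusted p = 0.0316) and 0.98 (SE 0.273, adjusted p = 0.0149), and Nr4a2 on chromosome 2 from 56996842 to 57014331 by 1.40 (SE 0.364, adjusted p = 0.0144) and 1.61 (SE 0.364, adjusted p = 0.00370). In MD + Veh alone, Nr1h4 on chromosome 10 from 89289742 to 89369497 changed by -0.53 (SE 0.0976, adjusted p = 0.00108) and Nr6a1 on chromosome 2 from 38613382 to 38817700 by 0.44 (SE 0.142, adjusted p = 0.0431); in MD + PE, Esr1 was called as well. For Nr1h4 in MD + PE the change was -0.34 with an adjusted p of 0.0178, below the limit on fold change. Nr6a1 was called in 11 of 19 fits that each leave out 1 library (not without any 1 of the CD + Veh libraries, MD + Veh replicates 1 to 3 and MD + PE replicate 3; adjusted p up to 0.102). Pparg lost its call in MD + Veh without CD + Veh replicate 1 or 3 or MD + Veh replicate 2 or 3 (up to 0.105) and in MD + PE without CD + Veh replicate 1 or 3 (up to 0.0555), and Nr3c2 in MD + PE without CD + Veh replicate 1 or 2 (up to 0.0849). With the clock score in the fit, 0 receptors were called in MD + Veh against CD + Veh; with the division of library numbers, 3 in MD + PE.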

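Whether PE acts differently on the 2 diets was tested as an interaction, the change after PE under MD minus that under CD. edgeR called 1 of 13597 genes, with 1193 at an unadjusted p below 0.05, and DESeq2 called 79. Of these 79, 19 lie in the first and 2 in the second muscle list. The count by edgeR was 41 with the replicate number as a block, 54 with the division between library numbers 45 and 46 as a covariate, 0 with the clock score and 0 to 3 with 1 library left out. The gene called was Uck1 on chromosome 2 from 32145014 to 32150350, named after its values were seen, with 22.2 ± 2.07, 34.6 ± 4.62, 43.8 ± 2.34 and 36.2 ± 3.94 CPM (SD) in CD + Veh (n = 4), CD + PE, MD + Veh and MD + PE (n = 5 each). Its interaction was -0.91 (SE 0.134, adjusted p = 0.0240), and it was called in 9 of 19 fits with 1 library left out. Without any 1 of CD + Veh replicates 1 and 4, CD + PE replicate 2, MD + Veh replicates 2 to 5 and MD + PE replicates 2, 3 and 5 its adjusted p was up to 0.117, and with the clock score it was 0.222. Of the 38 nuclear receptors tested, 0 were called for the interaction by edgeR and DESeq2, 2 had an unadjusted p below 0.05 by edgeR, and 0 passed 0.05 adjusted over the list alone. The median absolute log2 fold change of the receptors after PE was 0.18 under CD and 0.14 under MD. A list of 24 Ppara target genes rose after PE under CD by a mean of 0.52 on the log2 scale (camera, adjusted p = 1.01e-05 over 90 tests of lists) and under MD by 0.20 (camera, adjusted p = 0.135). The rise under CD did not hold under fry (adjusted p = 0.176) or with the correlation between genes estimated (0.619). Its interaction passed camera (mean -0.33, adjusted p = 0.00571), with a smaller rise under MD, but not fry (0.472) or the estimated correlation (0.743). Of a list of 15 CAR target genes, 13 were tested. These changed by a mean of 0.05 under CD and 0.25 under MD (camera, adjusted p = 0.150 and 0.127), with an interaction at an adjusted p of 0.879.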

Notably, this correlation was more prominent in the MD group, indicating a potential synergistic effect of MD and PE on NR expression dysregulation and liver function (Fig. 2H and fig. S2, D and E). We also conducted a comparative analysis between liver transcriptomic data from PS-exposed mice (GSE245069) and our PE dataset. 

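Data from livers of mice exposed to polystyrene were not analysed here, and the values are those of the PE libraries. Esr1 lies on chromosome 10 from 4561593 to 4955626 and Esr2 on chromosome 12 from 76167193 to 76224033. Esr1 was at 17.5 ± 4.28 CPM (SD, n = 4) in CD + Veh, 12.5 ± 2.04 (n = 5) in CD + PE, 13.7 ± 1.06 (n = 5) in MD + Veh and 11.5 ± 2.06 (n = 5) in MD + PE. Its log2 fold change was -0.48 (SE 0.158, adjusted p = 0.0988) in CD + PE, -0.35 (SE 0.156, adjusted p = 0.145) in MD + Veh and -0.61 (SE 0.158, adjusted p = 0.00970) in MD + PE against CD + Veh; that in MD + Veh was -0.21 without CD + Veh replicate 4. After PE under MD it changed by -0.26 (SE 0.151, adjusted p = 0.434). Without CD + Veh replicate 2, its adjusted p was 0.0370 in CD + PE and 0.0414 in MD + Veh; without CD + Veh replicate 4 it was 0.0641 in MD + PE. In MD + PE it was also not called with the division of library numbers (0.234) or the clock score (0.0637) in the fit. Esr2 did not pass the filter, with 0 to 2 counts per library, so that a change was not detectable at this depth. Ppara, at an adjusted p of 0.650 in CD + PE and 0.933 in MD + PE against the vehicle of the same diet, was called in neither PE comparison.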

In doing so, several NRs exhibited consistent expression changes across both datasets, notably the up-regulation of *Ppara* and down-regulation of *Esr* (fig. S2, F and G). These results reveal that MPs, despite their varied types, can orchestrate both shared and unique influences on NR expression, underscoring the complex interplay between MP exposures and gene regulation.

**Fig. 2.**
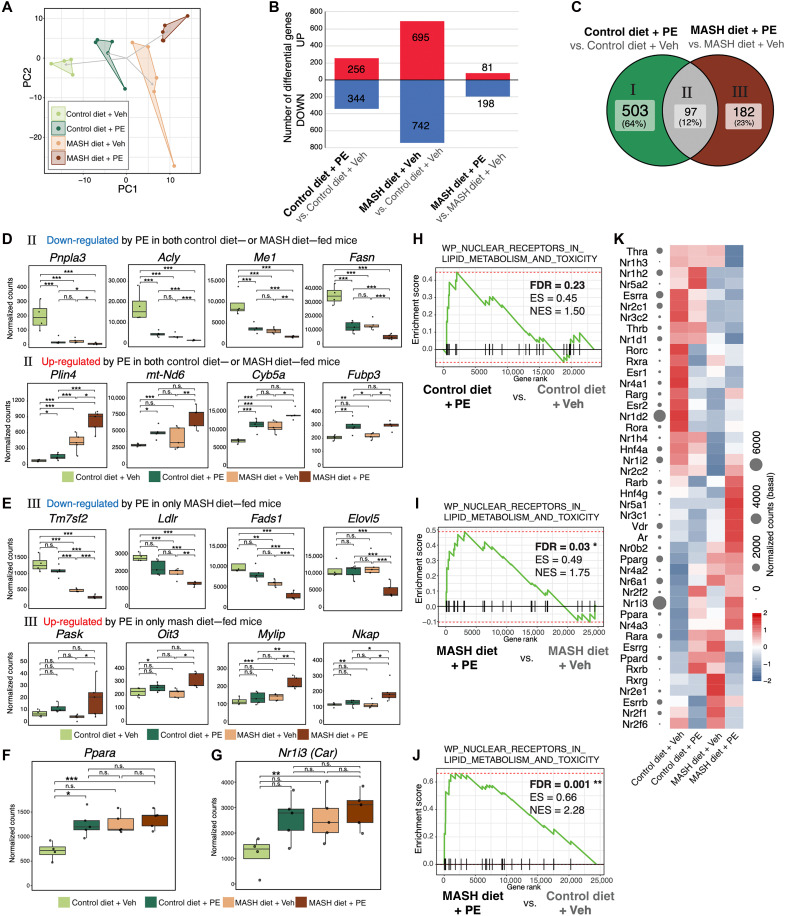
RNA-seq reveals that PE MP disrupts lipid metabolism and modulates hepatic toxicity pathways. (**A**) Bulk RNA-seq data show distinct transcriptional clustering by treatment group. (**B**) A pairwise identification of DEGs (|log_2_ FC| ≥ 0.38 and FDR < 0.05); up-regulated (red) and down-regulated (blue). (**C**) Venn diagram illustrating distinct and overlapping DEGs under CD (i.e., CD + PE versus CD + Veh) and MD (i.e., MD + PE versus MD + Veh) conditions, highlighting shared and diet-specific transcriptomic responses to PE treatment. (**D** and **E**) Normalized counts of DEGs responsive to PE treatment in both CD and MD conditions (D) or specifically in MD-fed mice (E). Boxplots (ggplot2) represent median, interquartile range (IQR), and whiskers (1.5× IQR). Pairwise differential expression analyses were performed across all condition comparisons, and results are reported as false discovery rate (FDR)–adjusted *P* values denoted by asterisks. (**F**) Expression of *Ppara* was induced in CD + PE or MD + PE groups relative to CD + Veh. (**G**) Expression of *Nr1i3* (also known as CAR) was induced in MD + PE groups relative to CD + Veh. (**H** to **J**) GSEA of NR-regulated lipid metabolism and toxicity gene set comparing CD + PE versus CD + Veh (H), MD + PE versus MD + Veh (I), and MD + PE versus CD + Veh (J). (**K**) Heatmap with the pheatmap package illustrating NR expression across treatment groups, with color reflecting relative expression and dot size indicating normalized counts. For each condition, the row means of normalized counts were calculated and transformed using log_2_ (mean + 1). The resulting values were then scaled across rows. Data are presented as the means ± SD. For all comparative analyses, significance was determined using DESeq2-derived FDR-adjusted *P* values. *FDR <0.05, **FDR < 0.01, and ***FDR < 0.001. ES, enrichment score; NES, normalized enrichment score.

### Spatial single-cell transcriptomic profiling of MD and PE effects on liver tissue

We conducted spatial single-cell profiling of RNA expression at the cellular and subcellular level using the Xenium platform to further delineate the intricate spatial dynamics between parenchymal and nonparenchymal cells within the liver (Fig. 3, A and B). On the basis of well-established cell markers, 15 different cell clusters were determined, and the spatial distribution and relative proportion of each cluster were subsequently observed and visualized (Fig. 3, C to E). Cell proportion analysis indicated a slight shift within the hepatic cellular compartment across experimental groups (Fig. 3D and fig. S3A). Specifically, a notable increase in the proportion of midlobular hepatocytes was observed in the PE-treated groups with a beta regression test. While this provides an initial overview of the cellular landscape, the regional transcriptomic alterations and the underlying regulatory mechanisms are further explored in greater depth during the subsequent spatial and mechanistic analyses. Of note, RNA profiling via Xenium was sensitive enough to resolve Kupffer cells into distinct *Trem2^+^* (active) and *Trem2^−^* (inactive) subsets in the control group (Fig. 3E). In addition, hepatocytes from the control group were characterized using zonation-specific markers, *Sds* for the periportal zone, *Hmgcs2* for the midlobular zone, and *Glul* for the pericentral zone (Fig. 3F and table S9). Other genes similarly displayed zonation-specific patterns (fig. S3B). To further validate the distinct biology of annotated liver zones, pathway analysis indicated zone-specific established biological features accordingly, e.g., lipid genesis features within central/midlobular hepatocytes (Fig. 3G), while bile acid homeostasis–related processes were enriched in portal hepatocytes (Fig. 3H). Collectively, profiling the expression of 48 NRs in the control mouse group across 15 hepatic cell types revealed distinct expression patterns, highlighting their role in orchestrating gene expression programs (Fig. 3I).

**Fig. 3.**
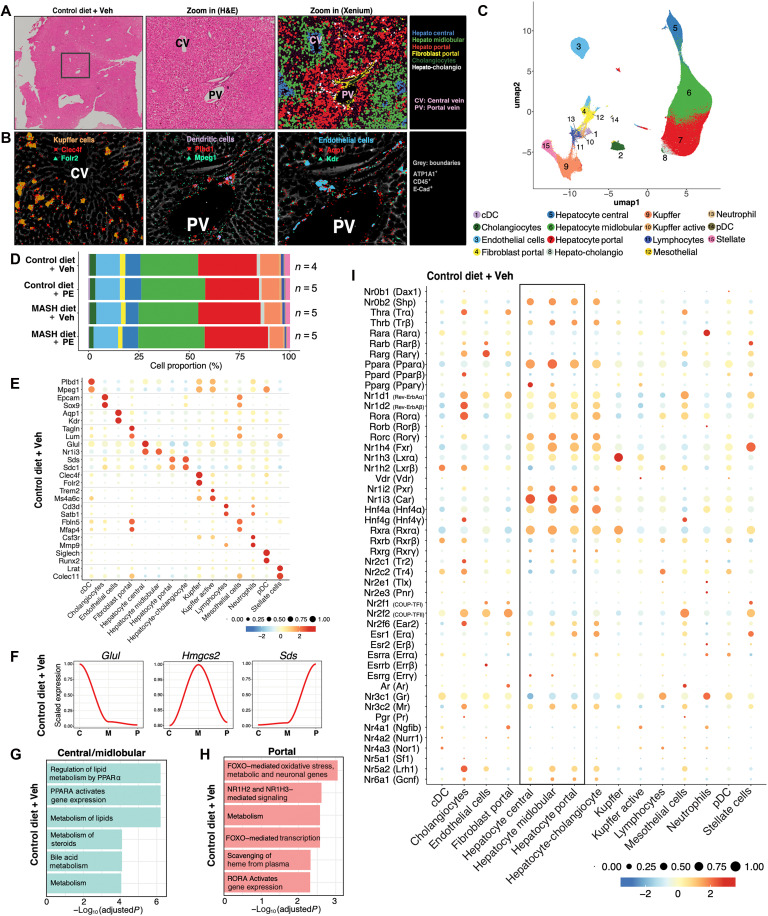
Spatial transcriptomics revealed distinct liver zonation and gene expression. (**A**) Overview of histological image, spatial single-cell membrane segmentation, and annotation of CD mouse liver using Xenium. (**B**) Spatial localization of stromal liver components using the Xenium Explorer: Kupffer cells (*Clec4f* and *Folr2*), dendritic cells (*Plbd1* and *Mpeg1*), and endothelial cells (*Aqp1* and *Kdr*). (**C**) Spatial transcriptomic data were transformed to the single-cell level using Uniform Manifold Approximation and Projection (UMAP) for dimensionality reduction, followed by cell type annotation based on marker gene expression of all conditions. Cell type labels include abbreviations as follows: cDC, conventional dendritic cells; hepato-cholangio, intermediate cells with features of both hepatocytes and cholangiocytes; pDC, plasmacytoid dendritic cells. (**D**) Average cell type proportions across experimental groups. The same color code for cell types as in Fig. 3C were applied. (**E**) A dot plot showing marker gene expression with two representing markers per cell type in the CD with vehicle group; color indicates relative gene expression levels, and dot size reflects the proportion of cells expressing each marker. (**F**) Validation of hepatocyte zonation markers: *Glul* (central, C), *Hmgcs2* (midlobular, M), and *Sds* (portal, P). (**G** and **H**) Enriched pathways in genes up-regulated in central/midlobular (G) and portal (H) hepatocytes from the control group. The Reactome database via Enrichr was used. (**I**) Expression profiles of NR genes across identified cell types in mice fed with CD only. Color indicates relative gene expression levels, while dot size reflects the proportion of cells expressing each gene. CV, central vein; PV, portal vein.

### PE MPs induce a marked shift in hepatocyte NR expression

We then examined spatial pseudo-bulk gene expression and found a strong positive correlation with bulk RNA-seq expression from the matched mouse samples. This demonstrates that Xenium profile outcome is consistent with bulk sequencing results while retaining subcellular resolution (Fig. 4A). In line with bulk-RNA analysis, DEGs were identified among the CD + PE and MD + PE groups across each of the 15 cell types (Fig. 4B and tables S10 to S12). Of note, the number of DEGs within MD-fed groups was considerably higher compared to CD-fed groups (Fig. 4B). DEGs uniquely induced by PE under the MD condition, excluding those also altered by PE in CD, were identified across all cell types, highlighting key genes such as *Me1*, *Anxa2*, and *Ppara* (Fig. 4C). We next focused on hepatocytes, the predominant cell type in the liver, to explore condition-specific transcriptional changes and zonation-related patterns (Fig. 4D). In doing so, we found that the NR member genes *Ppara* and *Nr1i3* (CAR) exhibited distinct expression patterns across hepatocyte subclusters within each experimental group at the sample and cell levels (Fig. 4E and tables S10 to S12). *Ppara* and *Nr1i3* expression was markedly up-regulated in Kupffer cells specifically in the MD + PE condition (Fig. 4E and tables S10 to S12). In addition, we conducted comprehensive profiling of NR expression across individual cell type, uncovering distinct signatures that suggest the unique roles of NRs in mediating cell-specific responses to metabolic stress and PE exposure (Fig. 4, F to H; fig. S4, A to L; and tables S10 to S12). Then, GSEA was performed using the module, NR, and lipid metabolism and toxicity, to examine the effect of PE across cell types (Fig. 4, I and J, and fig. S4M). In doing so, significant enrichment was observed in the PE-exposed groups regardless of diet; however, no significant difference was seen between the CD- and MD-fed groups (Fig. 4I). Together, these findings may provide a potential molecular basis that PE acts as a driver of liver toxicity in hepatocytes. Similar trends were also observed in other cell types, with the highest enrichment seen under the combined effect of MD and PE (Fig. 4J).

**Fig. 4.**
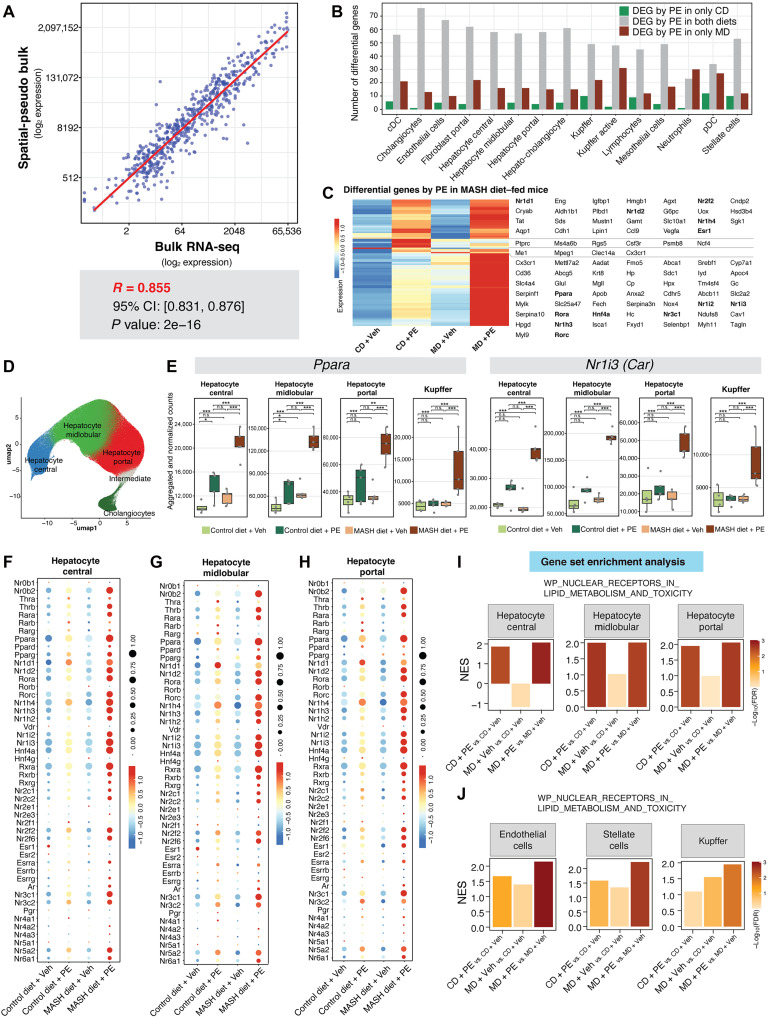
Spatial transcriptome single-cell data reveal differential gene expression and metabolic alterations in liver. (**A**) Pearson correlation analysis was performed between the spatial pseudo-bulk and bulk RNA-seq data. For the scatterplot visualization, log_2_ scale transformation was performed. (**B**) Number of DEGs (|log_2_ FC| ≥ 0.38, FDR < 0.05, min. expressing cell proportion ≥ 0.33) associated with PE treatment across various cell types and dietary conditions. (**C**) The heatmap shows MD-specific PE-induced genes, excluding those affected under the CD condition. Bolded entries highlight prioritized NRs and candidates for downstream analysis. (**D**) Single-cell level representation of spatial transcriptomic data using UMAP, illustrating subtypes of hepatocytes and cholangiocytes. (**E**) Distinct expression patterns of *Ppara* and *Nr1i3* based on sample-level aggregated and normalized counts across dietary and PE treatment groups in hepatocytes and cholangiocytes. Boxplots with the *ggplot2* package represent median, IQR, and 1.5× IQR whiskers. Pairwise differential expression was performed via *DESeq2*. (**F** to **H**) Comparison of NR gene expression across treatment groups within central (F), midlobular (G), and portal (H) hepatocytes; color indicates relative gene expression levels, while dot size reflects the proportion of cells expressing each gene. (**I** and **J**) GSEA of the NR lipid metabolism and toxicity gene set across three comparisons: CD + PE versus CD + Veh; MD + Veh versus CD + Veh; and MD + PE versus MD + Veh, performed in hepatocyte subtypes (I) and other major cell types (endothelial cells, stellate cells, and Kupffer cells) (J). Data are presented as the means ± SD. For all comparative analyses, significance was determined using FDR-adjusted *P* value. *FDR < 0.05, **FDR < 0.01, and ***FDR < 0.001. 95% CI, 95% confidence interval. min., minimum.

### Spatial transcriptome profiling uncovers the relationship between the liver cellular composition and the degree of inflammation

In addition to conventional hematoxylin and eosin (H&E) staining (Fig. 5A), spatial transcriptome mapping enabled us not only to identify overall pathological signature activity but also to precisely trace signature hotspots within their original tissue configuration while maintaining subcellular resolution. For example, *Glul* for pericentral, *Cyp7a1* for midlobular, *Sds* for periportal within the MD + PE liver sample were examined (Fig. 5B). To further investigate PE-related liver damage, we interrogated the expression of C3, a gene associated with inflammation, and observed increased expression in the CD + PE, MD + Veh, and MD + PE groups compared to CD + Veh (fig. S5A). We further confirmed the enriched expression of *C3* in specific regions of MD + PE samples (fig. S5, B to D). Then, we focused on the central/midlobular regions of each sample, considering their increased vulnerability to injury within the liver, which was profiled through a surrogate inflammatory gene signature (i.e., *Alox5ap*, *C3*, *Dnase1l3*, *F3*, *Hp*, *Nupr1*, *Reg3g*, *Ccr7*, and *Il6*) across all samples. Accordingly, our binning- and clustering-based spatial analysis identified high- and low-inflammatory regions within each condition sample (Fig. 5C and fig. S5, E and G). In addition, we further analyzed cellular diversity using the Shannon index to determine how each treatment affected liver cell population dynamics, specifically within the pericentral and midlobular zones (Fig. 5D and fig. S5, F and H). Notably, we observed an inverse correlation (*R* = −0.52) between the inflammation gene signature expression and cellular diversity within MD + PE–treated liver samples and consistently across all experimental groups (Fig. 5E). Diversity alterations within individual cell types were analyzed on a sample basis (Fig. 5E and table S13). Statistical analysis revealed nonparenchymal liver cell proportions, including Kupffer and stellate cells and lymphocytes, significantly decreased in MD + PE–treated mice compared to CD + Veh (Fig. 5F and table S13). In contrast, the parenchymal cell proportion of midlobular hepatocytes remained slightly increased in the MD + PE group on a sample basis (Fig. 5F and table S13). Next, we examined Kupffer cells, considering their prominent role as the first damage responder in the liver. We found that functional activity–related genes in the Kupffer cells were also affected by MD and PE treatments. DEGs in spatially clustered Kupffer cells, localized to the pericentral/midlobular zones, were identified by three comparisons: (i) CD + PE_inflammation^high^ versus CD + Veh_inflammation^basal^, (ii) MD + PE_inflammation^high^ versus MD + Veh_inflammation^basal^, and (iii) MD + PE_inflammation^high^ versus MD + PE_inflammation^basal^ (Fig. 5G). As a result, 28 genes specific to the MD + PE condition were identified, and these were significantly associated with the lipid-induced apoptotic cell engulfment (Fig. 5G and table S14), suggesting active participation of Kupffer cells in the damaged/apoptotic cell removals. Given that the pericentral region has increased susceptibility to damage, we applied the same previously mentioned analytical approach. In doing so, we identified 10 genes specific to the MD + PE group (Fig. 5H). *Anxa2* was uniquely enriched in the high-inflammation regions of MD + PE–treated samples but only in pericentral hepatocytes (Fig. 5H and table S15). In contrast, midlobular and periportal hepatocytes shared commonly enriched genes including *Slc4a4* (fig. S5, I and J, and tables S16 and S17). To spatially detect PE MPs in liver tissue, we applied two orthogonal approaches: micro-Raman and optical photothermal infrared (O-PTIR) spectroscopy. Raman analysis identified PE particles on the existing Xenium slide from MD + PE samples but not in MD + Veh controls (fig. S5, K and L). Integration with Xenium spatial transcriptomic maps enabled spatial correlation of PE localization with exposure-responsive transcriptional programs, including proximity to Kupffer cells in PE-positive regions, III and IV from Fig. 5B (Fig. 5, I and J). O-PTIR analysis of serial sections independently confirmed the PE presence by detecting its characteristic chemical signatures within the MD + PE tissues (Fig. 5, K and L). Together, we identified zone-specific inflammatory signatures across key hepatic cell types, including Kupffer cells and hepatocytes, in response to MASH-inducing diet and/or PE treatment.

**Fig. 5.**
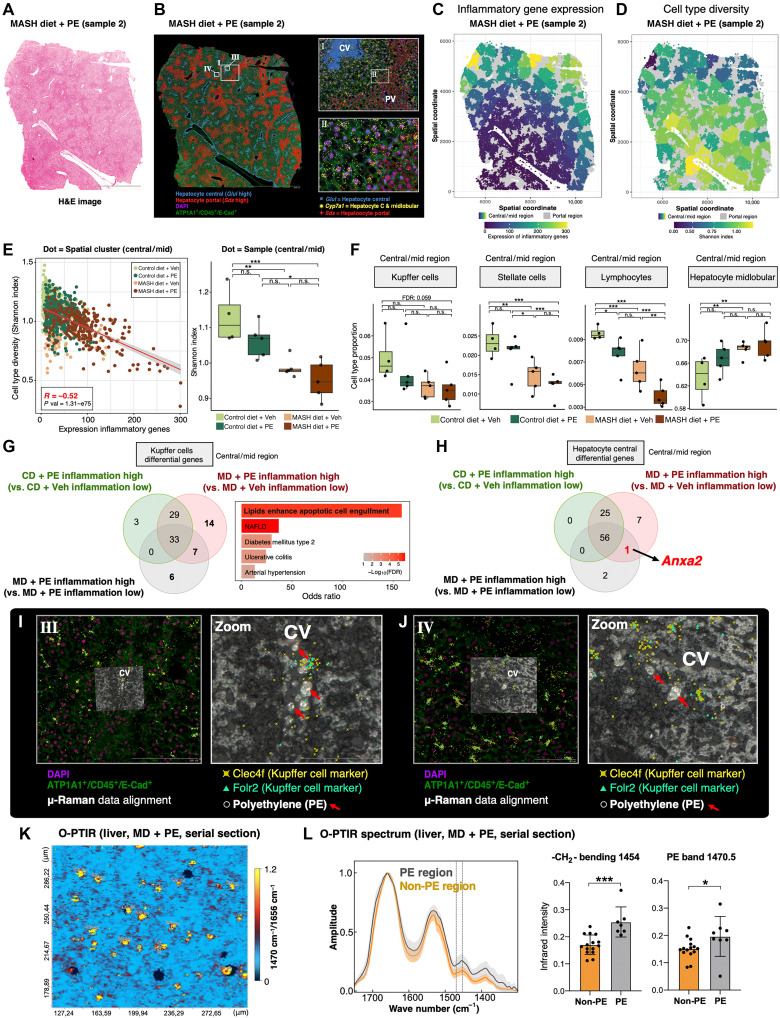
Spatial transcriptomics revealed inflammation and damage in MP-treated mice, showing altered cell diversity and gene expression. (**A** and **B**) Histological overview (A) and high-resolution spatial mapping of cell types (B) in a representative MD + PE liver sample. Central and portal hepatocyte enriched regions are overlaid with 4′,6-diamidino-2-phenylindole (DAPI) and boundary staining (green); zoomed regions (I and II) display CV and PV areas with zonation markers *Glul*, *Cyp7a1*, and *Sds*. (**C** and **D**) Identification of inflammatory regions in the MD + PE liver based on a GOBP-derived gene set (C) and measurement of cell diversity (D), within central/midlobular areas. (**E**) Inverse Pearson correlation between inflammatory gene expression and cell type diversity scores observed across central/midlobular regions from all conditions. Significance boxplot comparisons were assessed using linear regression followed by Tukey’s post hoc correction. (**F**) Cell type proportion shift across experimental groups in central/midlobular regions; significance was assessed using beta regression with Holm correction. (**G** and **H**) Venn diagram illustrating DEG overlaps among three comparisons in Kupffer cells (G) and central hepatocytes (H) from spatially clustered central/midlobular regions. Enrichment analysis (Enrichr) was performed on MD-specific DEGs using the Elsevier Pathway database. (**I** and **J**) Coregistration of Xenium data (regions III and IV) with Raman spectroscopy localizing PE-like particles (arrows) near Kupffer cell–enriched area (*Clec4f* and *Folr2*). (**K**) O-PTIR ratio imaging (1470/1656 cm^−1^) highlighting regions enriched in PE-associated -CH_2_- bending relative to tissue amide I signal in the liver. (**L**) Raman spectra of PE versus non-PE regions in the liver. Band enrichment (1454 and 1470 cm^−1^) was evaluated using the Mann-Whitney nonparametric test. Data are presented as means ± SD. Statistical significance: *P < 0.05, **P < 0.01, and ***P < 0.001 [FDR-adjusted *P* value for (E) and (F)]. NAFLD, nonalcoholic fatty liver disease.

### *Anxa2* expression in pericentral hepatocytes is correlated with *Ppara*

To further analyze whether *Anxa2* expression is specific to pericentral hepatocytes, its expression in parenchymal cells was investigated in the MD + PE_inflammation^high^ regions (Fig. 6, A and B). Notably, average *Anxa2* expression in central hepatocytes was also significantly higher in the MD + PE group compared to the MD + Veh group, suggesting a potential PE-specific modulatory effect (Fig. 6C). In contrast, the difference between CD + Veh and CD + PE groups was relatively modest (fig. S6A). Moreover, we validated significantly increased *Anxa2* expression in the MD + PE group by quantitative reverse transcription polymerase chain reaction RT-qPCR (fig. S6B). *Anxa2* was not only significantly increased in expression but also showed an increased proportion of pericentral hepatocytes expressing the gene in the MD + PE group compared to the CD + Veh group at the sample and cell levels (Fig. 6C and tables S10 to S12). A similar trend was observed in other cells, including midlobular hepatocytes, intermediate cells, and cholangiocytes, but not in portal hepatocytes (Fig. 6C and tables S10 to S12). To further delineate the specific effect of PE on *Anxa2* expression within central hepatocytes, we performed a correlation analysis between *Anxa2* and other genes within this subset across three comparisons: (i) CD + PE versus CD + Veh (fig. S6C), (ii) MD + Veh versus CD + Veh (Fig. 6D), and (iii) MD + PE versus CD + Veh (Fig. 6E). By setting the maximum *R*-score observed in MD effect groups as a threshold, shown as a broken line, genes exceeding this value were identified as potential positive correlates of Anxa2, specifically under the MD + PE condition (Fig. 6E). A total of 36 MD + PE condition–specific genes correlated with *Anxa2* were detected (Fig. 6E). PPAR signaling was identified as the top-ranked enriched pathway using the correlated genes (Fig. 6F). To independently validate these findings using an unsupervised approach, we performed sample-based weighted gene coexpression network analysis (WGCNA) on central hepatocytes. This analysis identified a distinct gene module (Blue module) significantly correlated with the MD + PE condition (*R* = 0.68, *P* = 0.001) (fig. S6D). Notably, *Ppara* emerged as a central hub gene, and functional enrichment analysis confirmed that PPAR signaling was the dominant pathway underlying the MD + PE–specific gene signature (fig. S6E). With this finding, we further examined two PPARα chromatin immunoprecipitation sequencing (ChIP-seq) datasets and found that its complex potentially binds to Anxa2 enhancer and promoter regions (Fig. 6G). To access these findings, ChIP-qPCR was performed using our experimental liver samples (Fig. 6H). We confirmed significant PPARα enrichment at the selected Anxa2 peaks (p1, p2, and p3) identified, as shown in Fig. 6G. To assess the induction of *Anxa2* as a downstream target of PPARα, mouse primary liver cells were treated with the PPARα agonists, GW7647 and WY14643, and compared to vehicle-treated controls. Both agonists elicited significant increase *Acox1* levels, a well-established PPARα target (fig. S6F). Then, we further confirmed that two agonists induced *Anxa2* levels relative to vehicle-treated controls, with WY14643 producing a more pronounced up-regulation than GW7647 (Fig. 6I). Moreover, cotreatment with PE further enhanced *Anxa2* expression. Collectively, these results indicate that activation of PPARα by these ligands up-regulates *Anxa2* expression. To further validate this association, we analyzed publicly available in vivo datasets of PPARα agonists, GW7647 and WY14643. The analysis from the GSE282998 revealed that the selective PPARα agonist, GW7647, increased *Anxa2* expression in a dose-dependent manner (Fig. 6J). Furthermore, we used the GSE8295 dataset and examined another PPARα-selective agonist, WY14643, in WT mice and *Ppara*-null mice (Fig. 6, K and L). In WT mice, treatment with WY14643 resulted in a significant increase in *Anxa2* expression (Fig. 6K). In contrast, in *Ppara*-null mice, the same WY14643 treatment failed to induce any significant change in *Anxa2* levels (Fig. 6L). The absence of a response in *Ppara*-null mice confirms that WY14643-induced *Anxa2* up-regulation is significantly dependent on PPARα, firmly establishing *Anxa2* as a downstream target of PPARα signaling. To further validate this mechanism in the context of PE exposure, loss-of-function studies in primary hepatocytes demonstrated that both pharmacologic inhibition with the PPARα antagonist GW6471 (Fig. 6M) and RNA silencing using *Ppara*–small interfering RNA (siRNA) (Fig. 6N) abolished PE-induced *Anxa2* up-regulation, establishing that this response is mediated through the PPARα pathway. Overall, these findings suggest that *Anxa2* expression in liver cells is modulated by PPARα.

**Fig. 6.**
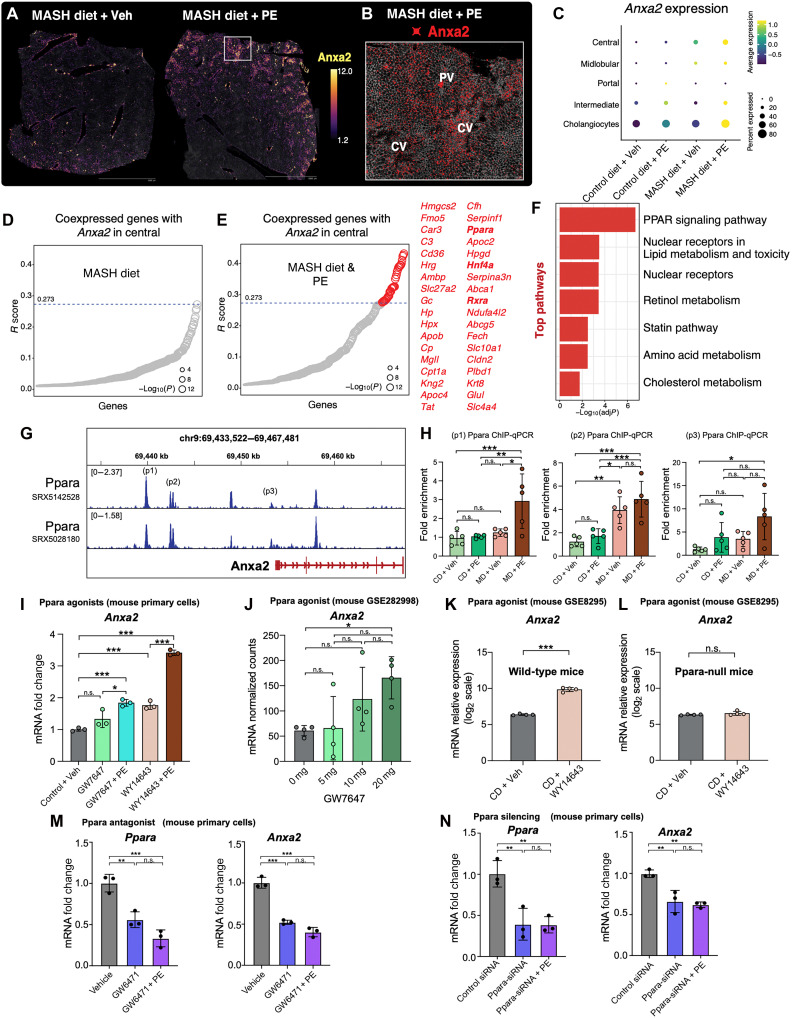
Ppara modulates *Anxa2* expression in the liver in response to MP and diet. (**A** and **B**) Density plot of *Anxa2* transcripts in MD + Veh and MD + PE samples (A). *Anxa2* density correlates with high-inflammatory regions near the CV and PV (B). (**C**) Dot plot illustrating the differential *Anxa2* expression among hepatocyte subtypes, intermediate cells, and cholangiocytes; color represents the average *Anxa2* expression, and dot size indicates the proportion of expressing cells. (**D** and **E**) Spearman correlation analysis of *Anxa2* with other mRNAs in central hepatocytes from MD + Veh samples, relative to the CD + Veh group (D). In MD + PE samples (E), genes with an *R* score > 0.273 [the maximum *R* score observed in (D)] are highlighted in red, indicating enhanced positive correlation. Circle size reflects −log_10_ transformed *P* values. (**F**) Enrichr analysis using the WikiPathways database identifying the PPAR signaling pathway as the top-ranked enriched term. (**G** and **H**) ChIP-seq (G) and ChIP-qPCR (H) validation of PPARα binding to *Anxa2* enhancer and promoter sites (peaks p1, p2, and p3). (**I** to **L**) In vitro (I) and in vivo [(J); GSE282998] induction of *Anxa2* by PPARα agonists (GW7647 and WY14643). The PPARα agonist, WY14643, induced *Anxa2* expression in vivo (K), while deletion of *Ppara* (null mice) abolishes agonist-induced *Anxa2* expression (L). (**M** and **N**) Loss-of-function assays: Pharmacological inhibition with the selective PPARα antagonist GW6471 (10 μM) and siRNA-mediated *Ppara* silencing both significantly repress PE-induced (100 μg/ml) *Anxa2* expression in primary mouse cells. Data are presented as mean ± SD. Statistical significance was determined using ordinary one-way ANOVA with Tukey’s multiple comparisons test or Spearman correlation analysis. *P < 0.05, **P < 0.01, and ***P < 0.001. FDR-adjusted for (D) to (F). ChIP-qPCR, chromatin immunoprecipitation quantitative polymerase chain reaction.

## DISCUSSION

A growing body of research has demonstrated the harmful impact of MPs on liver health (*39*, *46*–*49*). Knowing the existence of MPs in cirrhotic human liver tissues, this suggests that chronic MP exposure may contribute to liver disease progression (*50*). Despite these valuable insights into MP-related hepatotoxicity, most studies predominantly focused on PS exposure. This leaves a critical knowledge gap, especially since PE is the most accumulative MP found in human liver (*45*).

In our study, in vivo exposure to PE micro-size particles induced significant hepatotoxicity in mice, markedly disrupting lipid metabolism. Notably, coadministration of PE particles with MD diet treatment further amplified these effects, leading to more severe liver damage and dysregulated NR signaling. Thus, we leveraged spatial transcriptomics (Xenium: 10X Genomics) to investigate intercellular interactions within the inflammatory region in vivo samples. Our spatial analysis focused on the central to midlobular zones, which were hypothesized to be the most severely affected by PE exposure. The central zone is particularly susceptible to injury due to its low oxygen supply, high metabolic activation of toxins, and early injury of sinusoidal endothelial and stellate cells (*46**,* *51**–**53*). This established the basis of our hypothesis that PE-mediated damage would also manifest severely in this region.

Spatial profiling enabled us to quantify cell type diversity, revealing that cellular diversity was inversely correlated with inflammation. Notably, MD alone caused a modest reduction in cell diversity, whereas MD + PE resulted in a markedly greater loss. This reduction in diversity was primarily attributed to an increased proportion of midlobular hepatocytes, accompanied by a marked decline in nonparenchymal cell populations such as Kupffer cells. Notably, the proportion of central hepatocytes remained largely unchanged, which was unexpected. Nevertheless, our hypothesis is supported by the PE-specific DEGs observed in Kupffer cells, which strongly suggest the presence of lipid-induced apoptotic cell engulfment activity within the damaged central and midlobular regions of the liver in MD + PE–treated mice. This phenomenon may be explained by the identification of PE-specific DEGs uniquely enriched in central hepatocytes, with Anxa2 emerging as a key candidate.

Previous studies have highlighted two distinct perspectives on the role of hepatocyte-specific *Anxa2* in liver injury. In diet-induced models, Anxa2 promotes fibrosis via activation of hepatic stellate cells, contributing to metabolic dysfunction-associated fatty liver disease (MAFLD) progression (*54*). Conversely, in acetaminophen (APAP)–induced injury, ANXA2-positive hepatocytes support tissue regeneration by migrating into necrotic zones and aid in tissue repair (*55**,* *56*). Our study demonstrated that *Anxa2* expression in hepatocytes was significantly elevated following MD + PE treatment, despite the absence of overt fibrosis. Given that *Anxa2* expression was not altered by high-fat diet alone in Wang *et al.*’s study (*54*), our results suggest that the up-regulation of *Anxa2* is additionally driven by PE exposure. This implies a distinct mechanism of PE-induced hepatocyte stress or early remodeling, potentially independent of traditional fibrogenic signaling pathways. Supporting this idea, we observed a significant increase in *Anxa2*-expressing central hepatocytes in MD + PE–treated samples (Fig. 6C). Similarly, Kupffer cells with engulfing activity were observed in the pericentral/midlobular region, supporting the notion of an early or partial regenerative response initiated by PE-induced hepatic stress. Together, these observations raise the possibility that Anxa2 marks a stress-responsive hepatocyte state capable of migrating or remodeling tissue even outside the context of APAP-induced toxicity.

Our study identified PPAR signaling as one of the most enriched pathways in *Anxa2* expressing central hepatocytes of MD + PE–treated mouse livers (Fig. 6F), suggesting a potential role in zone-specific transcriptional regulation during hepatic stress. PPARα activation may facilitate hepatic stress adaptation or regenerative programming via *Anxa2* up-regulation, particularly in central zone hepatocytes under PE exposure. Of note, this mechanistic insight aligns with a growing body of clinical research targeting PPARα for the treatment of liver diseases, including MASH. Multiple clinical trials have investigated PPARα-targeting compounds, such as pemafibrate, a selective PPARα modulator (*43*), and saroglitazar, a dual PPARα/γ agonist, both of which have demonstrated reductions in liver stiffness, transaminases, and steatosis in patients with MAFLD and patients with MASH (*42*). Moreover, lanifibranor, a pan-PPAR agonist (α/δ/γ), showed significant histological improvement in a phase 2b trial, including MASH resolution and fibrosis regression, and is now under evaluation in phase 3 trials (*44*). Our findings not only underscore the functional importance of PPARα signaling in liver homeostasis during PE exposure but also provide potential mechanistic insight into how the PPARα-ANXA2 axis might be modulated during hepatic injury at the hepatocellular level.

While this study provides high-resolution insights into the spatial molecular alterations induced by MD and PE exposure, several limitations warrant consideration. First, rigorous cellular segmentation in liver tissue remains technically challenging due to the complex, interdigitated morphology of hepatocytes and sinusoidal nonparenchymal cells. Although we used advanced algorithmic methods to define cellular boundaries, the possibility of minor signal spillover between adjacent cells cannot be entirely excluded. Second, the 10X Genomics Xenium platform uses a targeted high-resolution spatial transcriptomics approach. While our custom panel was comprehensively designed to capture key liver metabolism–related genes, this targeted strategy does not capture the full transcriptome. Consequently, the unbiased discovery of low-abundance transcripts or novel regulatory elements outside this predefined panel was beyond the scope of the current spatial analysis. Last, while our data strongly suggest the involvement of the PPARα-ANXA2 axis, this study primarily focuses on the mechanistic characterization of this pathway rather than evaluating PPARα modulation as a direct clinical therapeutic intervention.

Despite these limitations, this study represents one of the first applications of high-resolution spatial transcriptomics in the context of MP-induced liver toxicity. We demonstrated that PPARα directly regulates *Anxa2* expression, forming a regulatory axis that may contribute to hepatocyte adaptation or regenerative programming under metabolic or PE challenge. These findings not only expand our understanding of zone-specific transcriptional networks in liver injury but also provide mechanistic context that complements the growing number of clinical studies targeting PPARα for MASH and related liver diseases. Together, our results highlight the dual biological and translational significance of the PPARα-ANXA2 axis. Further studies are needed to identify the upstream cellular pathways that lead to PPARα activation in this context, as this will be essential for advancing PPARα- and ANXA2-targeted therapies and deepening our understanding of their roles in liver pathophysiology.

## MATERIALS AND METHODS

### Cell culture and in vitro treatments

Mouse primary hepatocytes were isolated from male C57BL/6 WT male mice using the collagenase perfusion methods as previously described (*57*). Isolated primary hepatocytes were plated in a 96-well plate at a density of 50,000 cells per well in William’s E medium containing penicillin (100 U/ml), streptomycin (100 μg/ml), and 5% fetal bovine serum (FBS). Hepatocytes were treated with MPs (100 μg/ml), namely, PE (CPMS-0.96, 10 to 150 μm, Cospheric), PVDC (CV30-PD-000110, 180 μm, Goodfellow), PET (ES30-PD-000132, 300 μm, Goodfellow), PP (PP30-GL-000112, 5000 μm, Goodfellow), PA-6 (AM30-PD-000155, 55 μm, Goodfellow), PS (PSMS-1.07, 85 to 105 μm, Cospheric), and PVC (81388, Sigma-Aldrich) for 24 hours. For the PPARα agonist and antagonist study, mouse primary hepatocytes were isolated from male C57BL/6 WT male mice using the collagenase perfusion method. Cells were plated in a six-well plate with a density of 500,000 cells per well in William’s E medium containing penicillin (100 U/ml), streptomycin (100 μg/ml), and 5% FBS. For PPARα agonist and antagonist treatments, hepatocytes were treated with the following agonists: 10 μM GW7647 or 10 μM WY14643 (agonists) or 10 μM GW6471 (antagonist) or dimethyl sulfoxide (DMSO; vehicle) for 24 hours. For agonist/antagonist + PE group, hepatocytes were concomitantly treated with PE (100 μg/ml) in DMSO for 24 hours. For in vitro knockdown studies, hepatocytes were transfected with 1 μg ON-TARGETplus Mouse *Ppara* (19013) siRNA-SMARTpool (#L-040740-01-0005) and nontargeting siRNA (#D-001810-10-05) (Horizon Discovery, Boyertown, PA) using METAFECTENE FluoR transfection reagent (#T050, Biontex, Munich, Germany) according to the manufacturer’s instructions. Twenty-four hours after transfection, cells were treated with vehicle and PE (100 μM) for an additional 24 hours.

### MTT assay

Plated mouse primary hepatocytes were rinsed twice with William’s E medium, and 100 μl of thiazolyl blue tetrazolium bromide (MTT) reagent (Thermo Fisher Scientific) (0.5 mg/ml) was added to each well. After 5 hours of incubation at 37°C, 100 μl of solubilization buffer (DMSO:radioimmunoprecipitation assay, 50:50) was added to each well. After overnight incubation at 37°C, the absorbance was measured at 570 nm using a Synergy ultraviolet-visible multiwell plate spectrophotometer (Agilent Technologies, Santa Clara, CA). Raw values were presented in table S1.

### Animals and in vivo treatments

Eight-week-old male C57BL/6 were procured from the Jackson Laboratory (Bar Harbor, ME) and used per the guidelines of the Institutional Animal Care and Use Committee at the University of Oklahoma Health Sciences Center (23-056-SEAFHI). The mice were accommodated in environmentally controlled cages, ensuring a constant temperature of 22° ± 1°C, a relative humidity of 25 ± 5%, and a standard 12-hour light/dark cycle. Groups of mice (*n* = 4 or 5 per group) were housed together and provided free access to food and water. Mice were given either a high-fat, high-fructose, high-cholesterol diet termed MD (40 kcal% fat, 20 kcal% fructose, and 2% cholesterol) (#D09100310, Research Diets, New Brunswick, New Jersey) or a CD (10 kcal% fat and matching sucrose) (#D09100304, Research Diets) ad libitum for 8 weeks. For the mice treated with MP (CD + PE and MD + PE groups), 2 mg PE (10 to 150 μm in diameter, Cospheric, Somis, CA) suspended in 0.1% Tween 20 + 99.9% molecular-grade water was administered by oral gavage per mouse per day for 8 weeks. For the vehicle groups (CD and MP groups), mice were orally gavaged daily with 0.1% Tween 20 of 99.9% molecular-grade water without PE. Body weight and food intake were measured weekly. At the end of the 8-week study, mice were euthanized by inhalant anesthetic overdose of isoflurane, followed by removal of vital organs as a secondary assurance method.

### Histology

Liver tissues were fixed in 10% neutral buffered formalin and submitted to the Tissue Pathology Core at the Stephenson Cancer Center, University of Oklahoma Health Sciences Center, for paraffin embedding, sectioning (5 μm), and H&E staining. Images were captured on the Echo Revolve microscope (Echo, San Diego, CA). Histopathological analysis, including nonalcoholic fatty liver disease activity scoring, was performed in a blinded manner.

### Hepatic TG and liver injury measurements

A Triglyceride-Glo (#J3160, Promega, Madison, WI) assay kit (#J3190, Promega) was used to quantitate triacylglycerol content from mouse livers. ALT assay activity in serum was measured fluorometrically using an ALT activity assay kit (#ab105134, Abcam, Cambridge, MA) according to the manufacturer’s protocol.

### Bulk RNA-seq and analysis

RNA was extracted using TRIzol (#15596018, Thermo Fisher Scientific, Waltham, MA). Then, RNA quality was checked using the Agilent’s 2100 Bioanalyzer. Stranded RNA-seq libraries were constructed using an NEBNext poly(A) mRNA isolation kit followed directly by the Integrated DNA Technologies’ (IDT) XGen Broad Range RNA Library Prep Kit and the established protocols. The library construction was done using up to 1 μg of RNA. Each of the libraries was indexed during library construction to multiplex for sequencing. Libraries were quantified using the Invitrogen’s Qubit 4 fluorometer and checked for size and quality on the Agilent’s 2100 Bioanalyzer. Samples were normalized and pooled onto a 150 paired end run on the Illumina’s NextSeq 2000 Platform to obtain 15 million reads per sample at the Genomics Core at the University of Oklahoma Health Campus (OUHC).

Raw RNA-seq reads were preprocessed for quality control using fastp (v0.23.4) with adapter trimming, poly-G, and poly-X removal. Following quality control (QC), filtered paired-end RNA-seq reads were quantified using Salmon (v1.10.3) with selective alignment mode enabled (--validateMapping), allowing more accurate mapping of reads to the GRCm39 transcriptome from the Encyclopedia of Genes and Gene Variants (GENCODE). Library type was automatically detected (−l A), and sequence bias correction (--seqBias) and variational Bayesian optimization (--useVBOpt) were applied. Resulting quantification files were collected for downstream analysis. Gene-level abundance estimates were imported into R using the tximport package, using a transcript-to-gene mapping file. Differential expression analysis was performed using DESeq2. After estimateSizeFactors were calculated, the DESeq function was used. The analysis included multiple condition comparisons, and the final DEG results were exported for downstream interpretation. For differential gene expression analysis, a log_2_ fold change (FC) cutoff of ±0.38 and a false discovery rate (FDR) threshold of less than 0.05 were applied. To explore variance within bulk RNA-seq data within samples, dimensionality reduction was done using PCA, which was conducted using the plotPCA function. For heatmap generation, with NR expression, the pheatmap package was used. Expression values were transformed to log_2_ scale by computing logw of meanCounts + 1. GSEA was performed using the fgsea package in R. Ranked gene statistics were used as input, and enrichment was calculated against predefined gene sets with a minimum gene set size of 1 and a maximum of 500. A total of 10,000 permutations were conducted to estimate significance. Enrichment plots for selected module, LIPID_METABOLISM_AND_TOXICITY, were generated using the plotEnrichment function and visualized with ggplot2-based customization. An additional publicly available bulk RNA-seq dataset from PS-treated mouse liver (GSE245069) was retrieved, processed, and analyzed using the similar pipeline for the current study’s bulk RNA-seq data.

### Xenium for formalin-fixed paraffin-embedded samples

Formalin-fixed paraffin-embedded tissue samples were prepared, sectioned (5 μm), and embedded on Xenium slides by Tissue Pathology Core at the Stephenson Cancer Center, University of Oklahoma Health Sciences Center. Slides were then processed for the deparaffinization and decrosslinking procedure as outlined in 10X Genomics protocol (#CG000580). Afterward, Xenium In Situ Gene Expression preparation (probe hybridization, ligation and amplification, and nuclei staining) was performed following the protocol (#CG000749). Spatial profiling was achieved with tissue sections using the Xenium analyzer with the protocol (#CG000584). Post-Xenium H&E staining was completed by following the 10X demonstrated protocol (#CG000613) to achieve high-resolution visualization of tissue morphology.

### Xenium gene profiling

The 10X Genomics Mouse Tissue Atlassing gene panel, comprising 379 gene markers for various tissues and cell types, was used with an additional 100-gene panel consisting mainly of established NR genes as well as liver-related genes (table S2). Xenium Ranger output data for each slide run were retrieved using default parameters for downstream analysis.

### Spatial transcriptomic data processing and analysis

The processed data were used for downstream analysis by Seurat (v5.2.0). Xenium output including centroid and segmentation polygon was loaded into Seurat environment. A total of 19 samples from two Xenium slides were integrated, and layers were joined using the JoinLayers command. For quality control, low-quality cells with less than 25 unique transcripts were filtered out. After merging data from four treatment groups including vehicle-gavaged in CD-fed mice (CD + Veh), PE-gavaged in CD-fed mice (CD + PE), vehicle-gavaged in MD-fed mice (MD + Veh), and PE-gavaged in MD-fed mice (MD + PE), normalization was performed using single-cell transformation (SCT). Then, variable feature genes were identified using the FindVariableFeatures function, followed by data scaling with the scaledata command. PCA with Seurat RunPCA function was used. The Harmony package was used to account for batch correction across experimental groups and samples in combined data. Accordingly, the harmony-reduced embeddings were used to generate a Uniform Manifold Approximation and Projection (UMAP) with the RunUMAP function with 50 neighbors and a minimum distance of 0.001 and a spread of 1. Downstream graph-based clustering was done using shared nearest neighbor graph construction, and clusters were identified using the FindClusters function with a resolution of 0.8 resulting in 32 clusters. To identify cluster-specific marker genes, differential expression analysis was done using the FindAllMarkers function, and only positive markers were considered with minimum expression at least 25% of cells within the cluster and a log FC threshold of 0.25. The identified marker genes were used to manually annotate clusters by comparison with a reference liver single-cell atlas, and canonical marker genes (e.g., hepatocyte subtypes, cholangiocytes, Kupffer cells, endothelial cells, stellate cells, and immune cells) were used to identify major cell types. Cells with multiple heterogeneous expression patterns of mixed lineage signatures were flagged as low-quality populations and excluded from downstream analyses. The number of DEGs associated with PE treatment was assessed across various cell types and dietary conditions. Within each cell type, DEGs were identified using a log_2_ FC threshold of ±0.38, a minimum expressing cell proportion of 0.33, and an FDR of less than 0.05. Cell type proportions across experimental groups including CD + Veh, CD + PE, MD + Veh, and MD + PE were averaged from four to five biological replicates. Marker gene expression and the proportion of expressing cells were visualized with dot plots, where dot color reflected the expression level and dot size represented the percentage of expressing cells. UMAP, proportion, and dot plot were generated using the ShinyCell package. For line plot generation from hepatocyte subtypes, normalized gene expression data for selected genes of interest were visualized across liver zonation groups using ggplot2 in R. Expression values were plotted with smoothed locally estimated scatterplot smoothing (LOESS) curves to illustrate trends across anatomical zones. The geom_smooth function was used for pattern illustration. Then, genes up-regulated in zonally defined hepatocytes from control group were subjected to pathway enrichment analysis using the Reactome database via Enrichr. To compare matched spatial transcriptomic and bulk RNA-seq data, spatial data were pseudo-bulked by summing raw gene expression counts across all segmented cells within each spatial capture area. Corresponding bulk RNA-seq profiles were generated from matched liver tissues. Mean expression values of overlapping genes were log_2_-transformed and used for Pearson correlation analysis to assess concordance between the CD + Veh and MD + PE groups. GSEA was performed using the fgsea package on spatial transcriptomic data, focusing on a curated gene module related to lipid metabolism and toxicity. Gene expression was aggregated using the AggregateExpression function, followed by normalization with DESeq2. Comparisons included CD + PE versus CD + Veh, MD + Veh versus CD + Veh, and MD + PE versus MD + Veh. GSEA was conducted separately for hepatocyte subtypes and other major liver cell populations. Normalized enrichment scores and FDR were calculated to assess the direction and significance of enrichment. To examine molecular alterations like inflammation spatially, Xenium data were transformed into binned data, and clustering was performed on hepatocyte-enriched regions, focusing on hepatocytes adjacent to central-midlobular regions and those adjacent to portal veins. Bins preclassified regions were extracted for separate clustering analysis. Each initial K-means cluster was subsequently refined using the DBSCAN package with a neighborhood radius of 250 μm and a minimum of 10 points to define a dense cluster. This step enabled identification of more localized, tightly packed hepatocyte clusters, capturing spatial variations in cell density. Last, the average expression of specific gene sets was quantified within these identified hepatocyte clusters. This included individual genes like *Anxa2* and *Ppara*, as well as a panel of inflammation-related genes such as *Alox5ap*, *C3*, *Dnase1l3*, *F3*, *Hp*, *Nupr1*, *Reg3g*, *Ccr7*, and *Il6*. To assess cellular heterogeneity, the proportion of different cell types within each central-midlobular cluster or portal regions was determined. Cell counts for each type were aggregated per cluster and then divided by the total number of cells in that cluster to yield proportions. Subsequently, the Shannon diversity index was calculated for each cluster based on these cell type proportions, providing a quantitative measure of cellular heterogeneity. Correlation analysis was conducted to examine the relationship between gene expression and cell type diversity within central-midlobular or portal clusters. From each sample data, expression levels of immune and stress-related genes were extracted, and the Shannon index was extracted accordingly. Pearson correlation coefficients were computed between gene expression values and the Shannon index. Correlation results were visualized using scatterplots using the ggplot2 package with the geom_smooth option. Boxplots were generated to illustrate changes in the proportion of cell types across all four conditions, based on data from central and midlobular regions. Each boxplot displays the median as a horizontal line within the box, with the interquartile range extending from the first to the third quartile. Whiskers represent values within 1.5 times the interquartile range from the quartiles. For statistics, ordinary one-way analysis of variance (ANOVA) with Tukey’s post hoc correction was tested using the Prism. Using clustered information that included inflammation scores, spatial clusters were categorized into inflammation-basal, inflammation-middle, and inflammation-high groups. This classification was based on the distribution of inflammation scores across all clusters from all conditions, using the 0.33 and 0.67 quantiles as thresholds for stratification. To identify DEGs across (spatially examined) inflammatory conditions and groups, biologically relevant comparisons were defined using combinations of group, spatial region, and inflammation level. After extracting each of 15 cell types including hepatocyte subtypes, endothelial cells, Kupffer cells, and stellate cells, DEGs were further identified on the basis of conditions using the FindMarkers command. Then, using a log_2_ FC threshold of ±0.58, a minimum expressing cell proportion of 0.25, and an FDR of less than 0.05. Pathway enrichment analysis was performed using Enrichr with the Elsevier Pathway database on 28 DEGs identified in the MD group, excluding DEG derived from CD groups. To identify *Anxa2*-assoicated genes, central hepatocytes were subset and filtered by experimental groups. Normalized expression data from SCT assay were extracted, and gene-wise Spearman correlations were computed against *Anxa2* expression. Correlation coefficients (*R*) and *P* values were calculated for each gene. Significantly correlated genes were visualized with circle plots, where circle size reflects −log_10_(*P* value), and genes with *R* > 0.273 in MD + PE were highlighted.

### Statistical analysis of diversity metrics and cell type proportions

#### Sample-based analysis

To assess the overall complexity of the cellular ecosystem, the Shannon diversity index was calculated for each spatial cluster using the vegan R package. To avoid pseudoreplication, cluster-level indices were averaged to the biological sample level, and the mean Shannon index per sample was used for downstream analysis. Differences among the four experimental groups were evaluated using one-way ANOVA implemented as a linear model, followed by Tukey’s post hoc test for pairwise comparisons with the rstatix package. For cell type proportions, which are bounded within the (0, 1) interval, we used beta regression using the betareg package. Pairwise comparisons of marginal means were conducted using the emmeans package, with *P* values adjusted using the Holm-Bonferroni method to control the family-wise error rate.

#### Spatial cluster-based analysis

For cluster-level diversity analysis, Shannon diversity indices were analyzed using linear mixed-effects models implemented in the lme4 package, with biological sample included as a random intercept to account for intrasample correlation [Shannon ~ condition + (1 | sample)]. Cluster-level cell type proportions were analyzed using beta generalized linear mixed-effects models implemented in the glmmTMB package, including biological sample as a random intercept [Proportion ~ condition + (1 | sample)]. Pairwise comparisons were performed using estimated marginal means calculated with the emmeans package. *P* values were adjusted for multiple testing using Tukey correction for Shannon diversity models and Holm adjustment for beta models.

### Weighted gene coexpression network analysis

WGCNA was performed to identify gene coexpression modules within hepatocyte central cells. Cells were subset from the integrated Seurat object, and a pseudo-bulk approach was applied by averaging gene expression counts per biological sample using AverageExpression function, generating a gene-by-sample matrix. The matrix was generated, and low-quality genes were filtered using goodSamplesGenes. A soft-thresholding power was selected using pickSoftThreshold based on scale-free topology criteria (signed *R*^2^ ≥ 0.85); power 8 was chosen. Signed networks were constructed using blockwiseModules (power = 8, TOMType = signed, minModuleSize = 15, mergeCutHeight = 0.25). Module eigengenes were calculated as the first principal component of each module. Experimental groups were encoded as binary traits at the sample level. Module-trait associations were assessed using Pearson correlation, with *P* values computed using Student’s asymptotic test. Correlation coefficients and *P* values were visualized using labeled heatmaps. The module membership and trait association of *Ppara* were specifically examined.

### Raman spectroscopy

Raman analyses were performed using a micro-Raman spectrometer (XploRA Plus, HORIBA Scientific, Japan) with the existing Xenium performed slides. Initial optical imaging was conducted to assess the overall distribution of particles on the sample surface. Large-area overview images were acquired at ×5 and ×20 magnifications, and extended surface regions were reconstructed using the mosaic imaging function to generate representative images covering broad sample areas. On the basis of these overview images, individual particles of interest were identified and subsequently examined at higher magnifications (×50 and ×100) to enable detailed morphological characterization before spectral acquisition. Raman spectra were collected using a 532-nm excitation laser (maximum output power of 100 mW) equipped with a 1200 grooves mm^−1^ grating (750 nm). PE spectral acquisition was performed over a Raman shift range of ~1745 to 3440 cm^−1^, encompassing characteristic vibrational modes commonly used for polymer identification. Spectra were acquired with an integration time of 1 s and 32 accumulations to improve the signal-to-noise ratio. To minimize laser-induced heating or particle degradation, laser power was carefully adjusted and maintained at either 1 or 10% of the maximum output, depending on particle size and observed thermal stability. These acquisition parameters were selected to ensure high-quality spectra while preventing thermal damage during measurement. To minimize contamination, samples were handled using nonplastic tools where feasible and kept covered during transport and analysis.

### O-PTIR spectroscopy

Paraffin-embedded tissue serial sections (5 μm) were mounted on glass slides, deparaffinized using xylene followed by graded ethanol, and air-dried. No chemical stains were applied before O-PTIR analysis. O-PTIR measurements were performed in copropagation mode. The visible probe and IR pump powers at the sample were set to 52 and 2.5%, respectively, to minimize photodamage while maintaining adequate signal-to-noise. The probe focus was aligned to the tissue surface and maintained using the autofocus/feedback system when available. Point spectra were acquired from regions of interest identified by optical contrast and/or prior chemical maps. Spectra were collected over the fingerprint region (1800 to 1300 cm^−1^) at a spectral resolution of 2 cm^−1^. For chemical imaging, samples were scanned in the *XY* plane with a step size of 1 μm. PE detection focused on the -CH2- bending band near 1470 cm^−1^, with the amide I band (~1656 cm^−1^) used as a tissue reference. Ratio images (1470 cm^−1^/1656 cm^−1^) were generated to highlight PE-enriched regions relative to tissue background, and identical color scales were applied across comparable samples. Spectra were baseline-corrected using a rubber-band algorithm and vector-normalized over 1800 to 1300 cm^−1^. Spectra with poor signal-to-noise or obvious artifacts (e.g., tissue voids) were excluded on the basis of predefined criteria. Putative PE-positive regions were defined by elevated 1470/1656 ratios and confirmed by comparison with a PE reference spectrum acquired under identical experimental conditions. Identification was based on characteristic -CH2- deformation features at ~1470 to 1460 cm^−1^. Measurements were performed on two independent tissue sections, with four to seven regions analyzed per section. To minimize contamination, samples were handled using nonplastic tools where feasible and kept covered during transport and analysis.

### ChIP-seq data processing and ChIP-qPCR validation

Previous raw sequence reads were uniformly processed from SRX5142528 and SRX5028180 (*58*). Briefly, sequence read archive (SRA) files were converted to fastq format using the SRA Toolkit and then aligned to the appropriate reference genome with Bowtie2 using the mouse reference, mm10. Duplicate reads were removed using SAMtools. The resulting peaks were saved in a bigwig format. For visualization, the Peaks were visualized using the Integrative Genomics Viewer. On the basis of the identified peaks, selected DNA sequences targeting the central regions of these peaks were used for ChIP-qPCR to validate PPARα binding to Anxa2 enhancer and promoter regions. Chromatin was immunoprecipitated using anti-PPARα antibody (#PA5-85125, Invitrogen), followed by qPCR amplification of the regions associated with the peaks. Primer sequences are provided in table S3.

### Real-time qPCR analysis

Total RNA from liver tissues and hepatocytes were extracted using TRIzol (#15596018, Thermo Fisher Scientific, Waltham, MA). cDNA was synthesized using the iScript cDNA Synthesis Kit (#1708891, Bio-Rad, Hercules, CA). RT-qPCR was performed with gene-specific, exon-spanning primers (Integrated DNA Technologies, Coralville, IA) and PowerUp SYBR Green Master Mix (#A25742, Thermo Fisher Scientific) using the StepOnePlus real time PCR system (Thermo Fisher Scientific). Gene expression levels of 18*S* ribosomal RNA and/or *Rplp0* as a housekeeping control and *Anxa2* and *Acox1* were quantified in four to five samples. Relative expression was calculated using the ΔΔCt method, normalizing target gene expression to geometric mean of 18*S* and/or *Rplp0*. Primer sequences are listed in table S4.

### Public dataset analysis for PPARα agonism

Raw count data from GSE245069 (mouse treated with PS) and GSE282998 (mouse strain B6129SF2/J, treated with the PPARα agonist GW7647 including 0, 5, 10, and 20 mg) were imported into R and analyzed using the DESeq2 package (*59*). Genes with fewer than 10 total counts across all samples were excluded. Counts were normalized using the median-of-ratios method implemented in DESeq2. Normalized counts were extracted for downstream visualization and specific genes of interest, *Anxa2*. Publicly available microarray data from GSE8295 were also downloaded using the GEOquery package and processed with limma (*60*). The study used WT and *Ppara*-null 129S1/SvImJ mice, which were treated with either vehicle or WY14643 administered as a 0.1% CD supplement. Expression values were normalized by log_2_ transformed. Probe annotations were updated using Ensembl with the biomaRt package. A linear model was then fit to the expression data using the lmFit function of the limma package, and contrasts were defined to compare groups of interest using the probe, 1419091_a_at.

### Statistical analysis

Data are represented as means ± SD, unless otherwise indicated. For multiple groups, ordinary one-way ANOVA models with the Tukey post hoc procedure were used using GraphPad Prism software (Dotmatics, Boston, MA). For RT-qPCR, experimental and technical replicates were included for all samples to ensure data reliability and reproducibility. Further details on the study design, number of biological replicates, and statistical tests used are provided in the figure legends. ChatGPT (version 4o and 5, OpenAI) and Gemini (version 3 Flash, Google) were used as language tools to refine our writing, enhancing the clarity of our draft.

# Supplementary material for: Spatial transcriptome mapping identifies Ppara-Anxa2 cross-talk in microplastic-induced hepatotoxicity
**Source:** Sci Adv. 2026 Jun 17;12(25):eaec8681. doi: 10.1126/sciadv.aec8681
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Legends for tables S1 to S18

Supplementary Materials for  
**Spatial transcriptome mapping identifies *Ppara-Anxa2* cross-talk in  
microplastic-induced hepatotoxicity**

Woncheol Jung *et al.*

*Sci. Adv.* **12**, eaec8681 (2026)  
DOI: 10.1126/sciadv.aec8681

**The PDF file includes:**

Figs. S1 to S6  
Legends for tables S1 to S18

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S18

**Fig. S1**

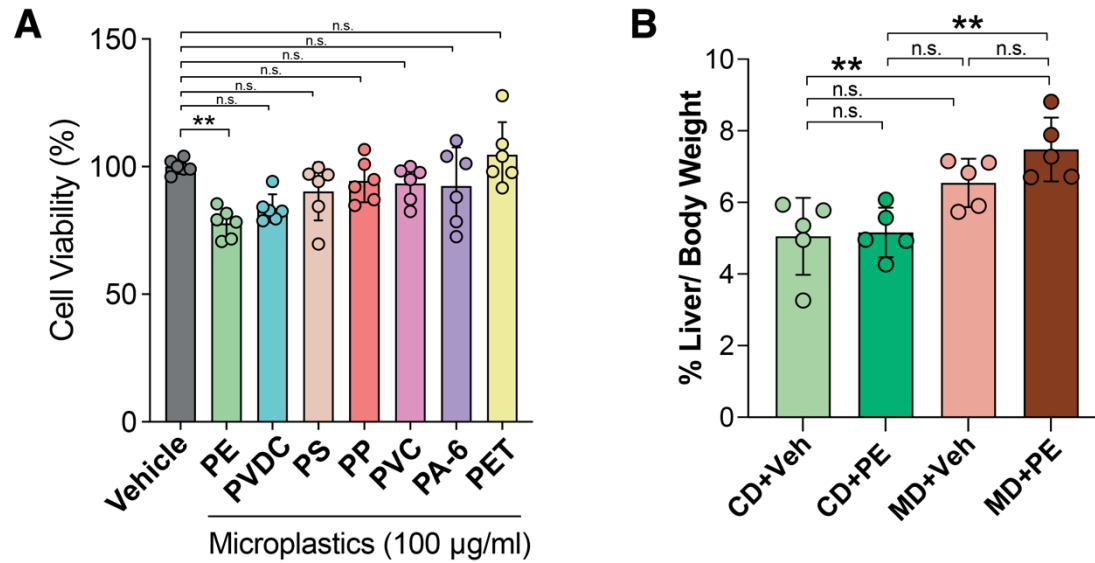

**Fig. S1: Polyethylene microplastics reduce liver cell viability without affecting the liver to body weight ratio, which is driven exclusively by the high-fat diet.** (A), *In vitro* viability of primary mouse hepatocytes following 24 hours exposure to various microplastic types, including Polyethylene (PE), Polyvinylidene chloride (PVDC), Polystyrene (PS), Polypropylene (PP), Polyvinyl chloride (PVC), Polyamide-6 (PA-6), and Polyethylene terephthalate (PET). Cells were treated with 100 µg/ml of MPs. A detailed description of the experimental setup and reagent sources is provided in the Methods section. (B), Liver-to-body weight ratio (%) across treatment groups (n = 5 per group). Data are presented as mean  $\pm$  SD. Statistical significance was determined using ordinary one-way ANOVA with Tukey's multiple comparisons test. ns, not significant; \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ .

Fig. S2

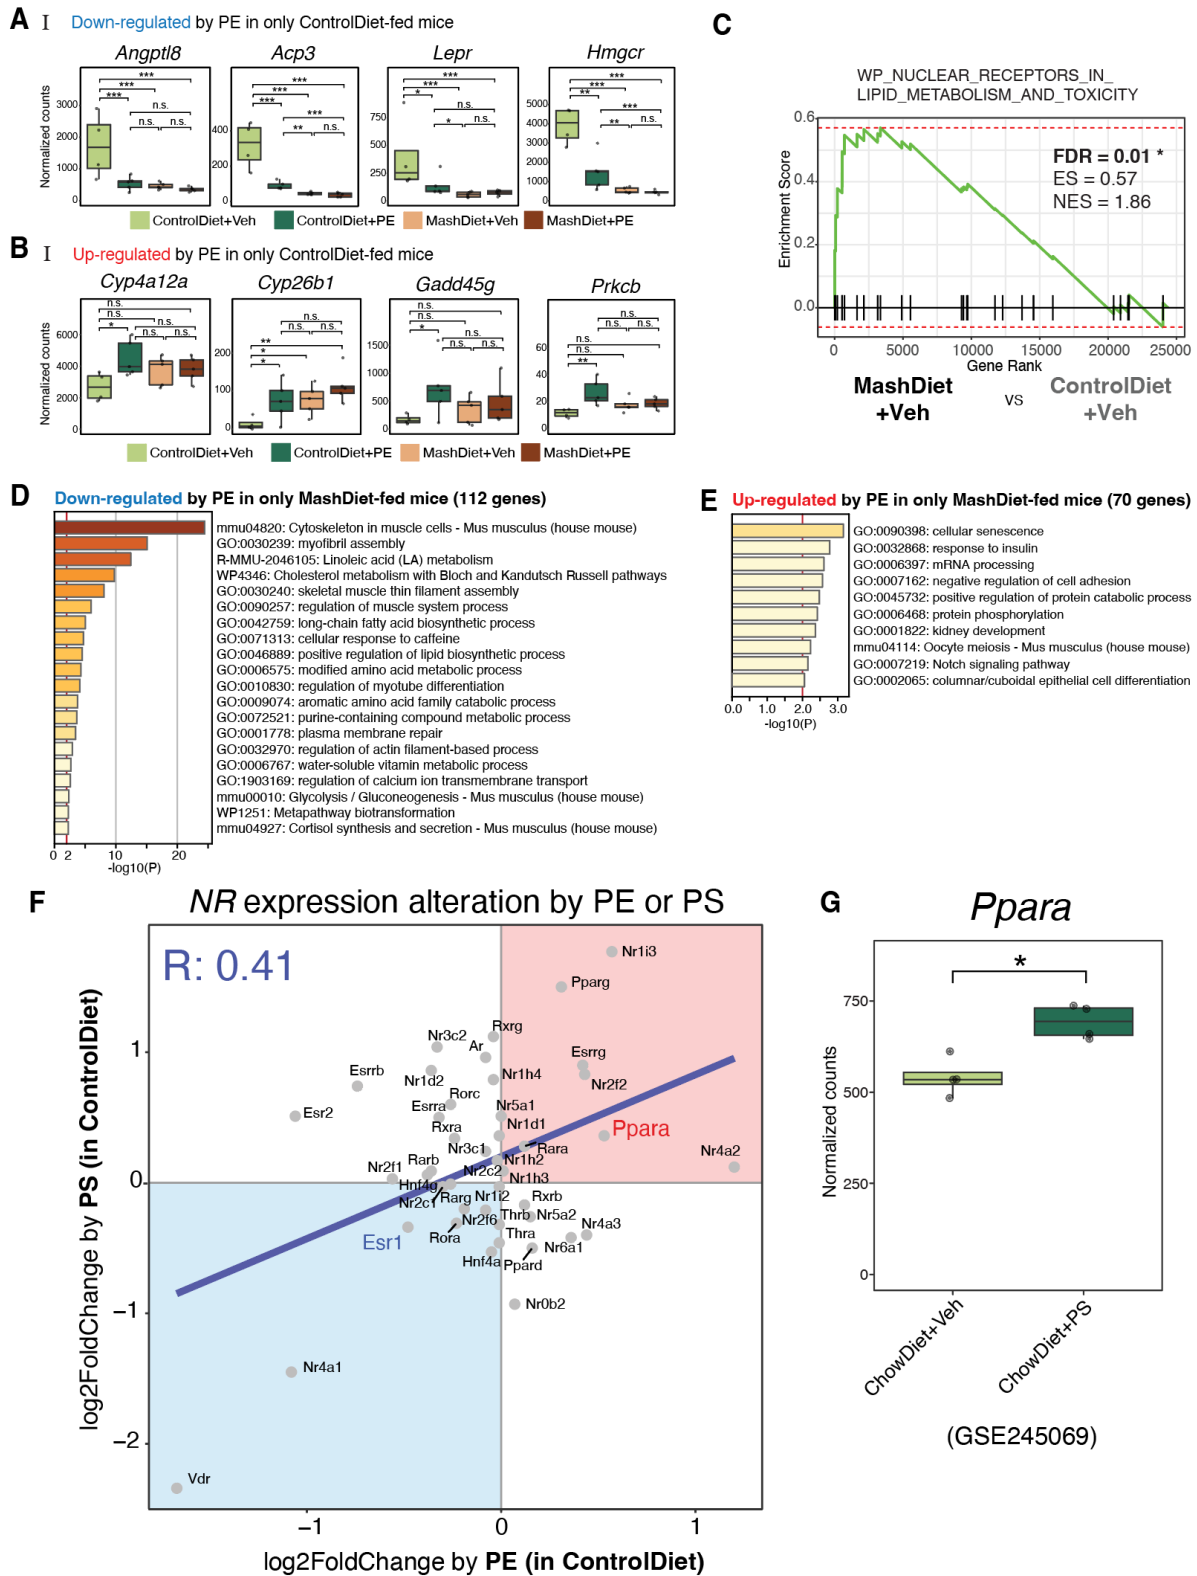

Fig. S2: High-fat diet and PE microplastics drive divergent gene expression profiles with cross-plastic

validation of *Ppara* as a key responsive nuclear receptor. RNA sequencing of liver tissues from mice

treated with PE microplastics under control or MASH diets reveals transcriptomic changes linked to disrupted lipid metabolism and activation of hepatic toxicity pathways. **(A-B)**, CD-specific DEGs that are either downregulated (A) or upregulated (B) in response to PE excluding genes also affected under MD conditions. Boxplots (ggplot2) represent median, interquartile range (IQR), and whiskers (1.5x IQR). **(C)**, GSEA of the nuclear receptor-regulated lipid metabolism and toxicity gene set comparing MD+Veh versus CD+Veh, highlighting transcriptional pathways altered by MD treatment. **(D-E)**, Using Enrichr, Gene Ontology (GO) enrichment analysis of the 182 differentially expressed genes from Figure 2C, which were separated into downregulated (D) and upregulated (E) sets. **(F)**, Fold change in nuclear receptor gene expression in response to PS or PE treatment, in CD condition. In order to compare PS and PE effect, GSE245069 fastq files including PS treated mouse liver were downloaded processed with the same pipeline. **(G)**, PS exposure significantly increased *Ppara* expression in CD-fed mice. Data were obtained from GSE245069, and the RNA-seq dataset was processed using the same analytical pipeline as applied in our study. Statistics and abbreviations: Data are presented as the means  $\pm$  SD. For all comparative analyses, significance was determined using DESeq2-derived FDR-adjusted *P* values. ns, not significant; \*, FDR <0.05; \*\*, FDR <0.01; \*\*\*, FDR <0.001. GSEA, Gene Set Enrichment Analysis; FDR, false discovery rate; ES, enrichment score; NES, normalized enrichment score; CD, control diet; MD, MASH diet; Veh, vehicle; PE, polyethylene; PS, polystyrene.

Fig. S3

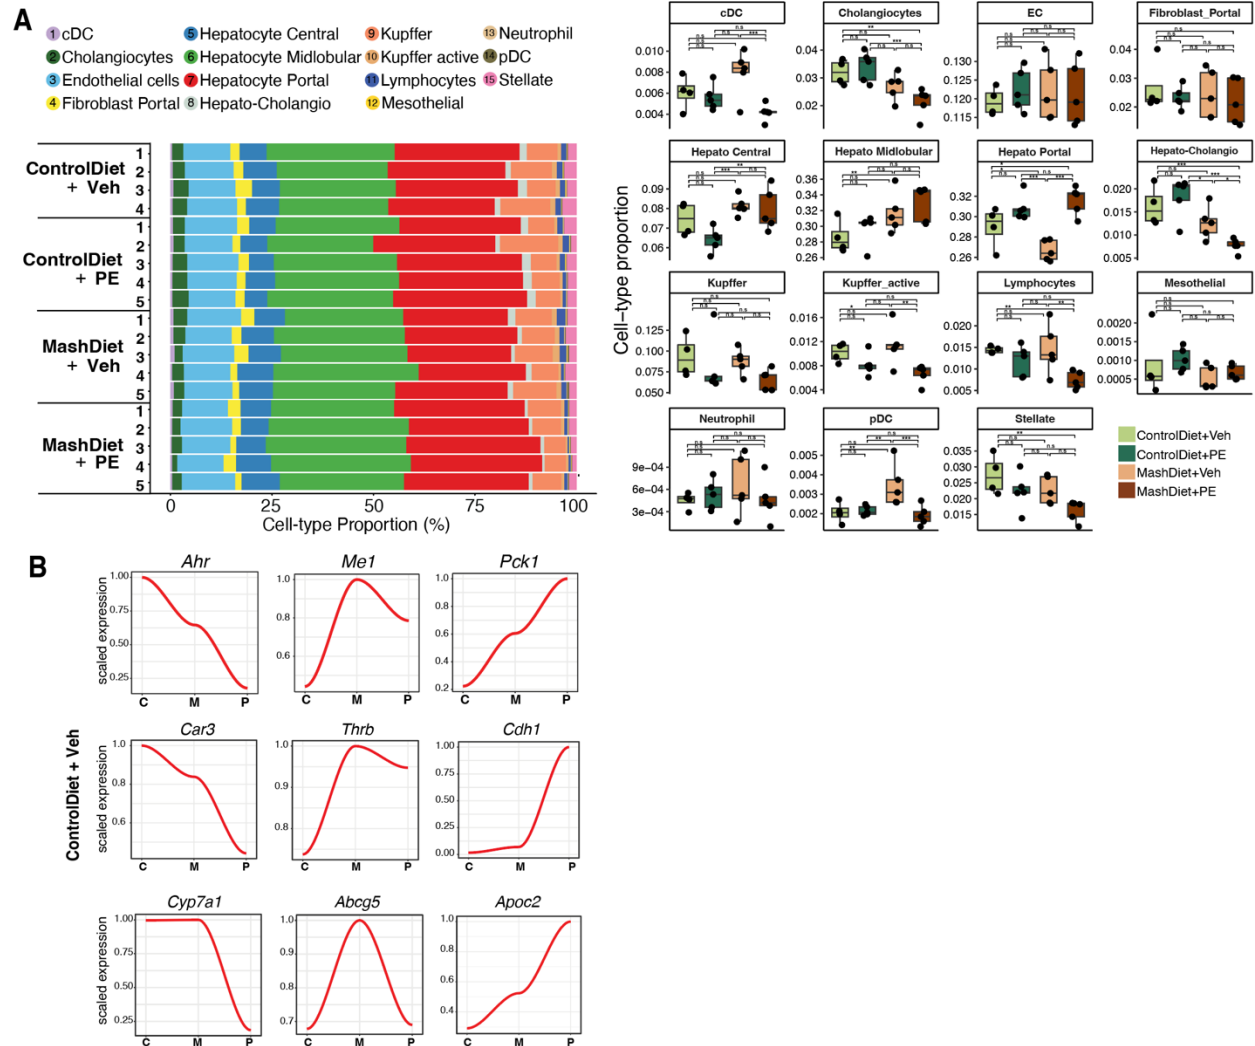

**Fig. S3: Characterization of hepatic cell-type proportions and zonal expression profiling of hepatocyte markers defined by spatial transcriptomics.** Spatial transcriptomic profiling of liver sections from mice fed either a microplastic-enriched CD or MD revealed distinct patterns of liver zonation and NR gene expression. (A), Proportions of identified cell types across experimental samples, including CD+Veh, CD+PE, MD+Veh, and MD+PE. Each bar represents the average cell type proportion derived from each sample. The same color code for cell types as in Figure 3C was applied. Cell type labels include abbreviations as follows: cDC, conventional dendritic cells; Hepato-Cholangio, intermediate cells with features of both hepatocytes and cholangiocytes; pDC, plasmacytoid dendritic cells. Changes in cell-type

proportions across experimental conditions. Proportional data, bounded between 0 and 1, were modeled using beta regression. Pairwise comparisons between conditions were performed using estimated marginal means (EMMs) derived from the fitted models, with  $P$  values adjusted for multiple testing using the Holm method. Individual points represent biological replicates (samples). Boxplots indicate the median, interquartile range (IQR), and whiskers extending to 1.5 time the IQR. **(B)**, Expression patterns of hepatocyte subtype marker genes across liver zones in the control group. Zonal hepatocyte identity was validated in central (C) with *Ahr*, *Car3*, and *Cyp7a1* expression, midlobular (M) with *Mel*, *Thrb*, and *Abcg5* expression, and portal (P) with *Pck1*, *Cdh1*, and *Apoc2* expression. Statistics and abbreviations: Data are presented as means  $\pm$  SD. ns, not significant; \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . CV, central vein; PV, portal vein. CD, control diet; MD, MASH diet; Veh, vehicle; PE, polyethylene.

**L)**, Comparison of NR gene expression across treatment groups in various cell types. Color indicates relative gene expression levels, while dot size reflects the proportion of cells expressing each gene. Cell type labels include abbreviations as follows: cDC, conventional dendritic cells; pDC, plasmacytoid dendritic cells. **(M)**, GSEA of the NR lipid metabolism and toxicity gene set across various liver cell types for three comparisons: (i) CD+PE vs. CD+Veh; (ii) MD+Veh vs. CD+Veh; and (iii) MD+PE vs. MD+Veh. Y-axis indicates normalized enrichment levels, while color reflects the significance in each cell type. Abbreviation: GSEA, Gene Set Enrichment Analysis; DEG: differentially expressed gene, FDR: false discovery rate, ES: enrichment score, NES: normalized enrichment score; CD, control diet; MD, MASH diet; Veh, vehicle; PE, polyethylene.

Fig. S5

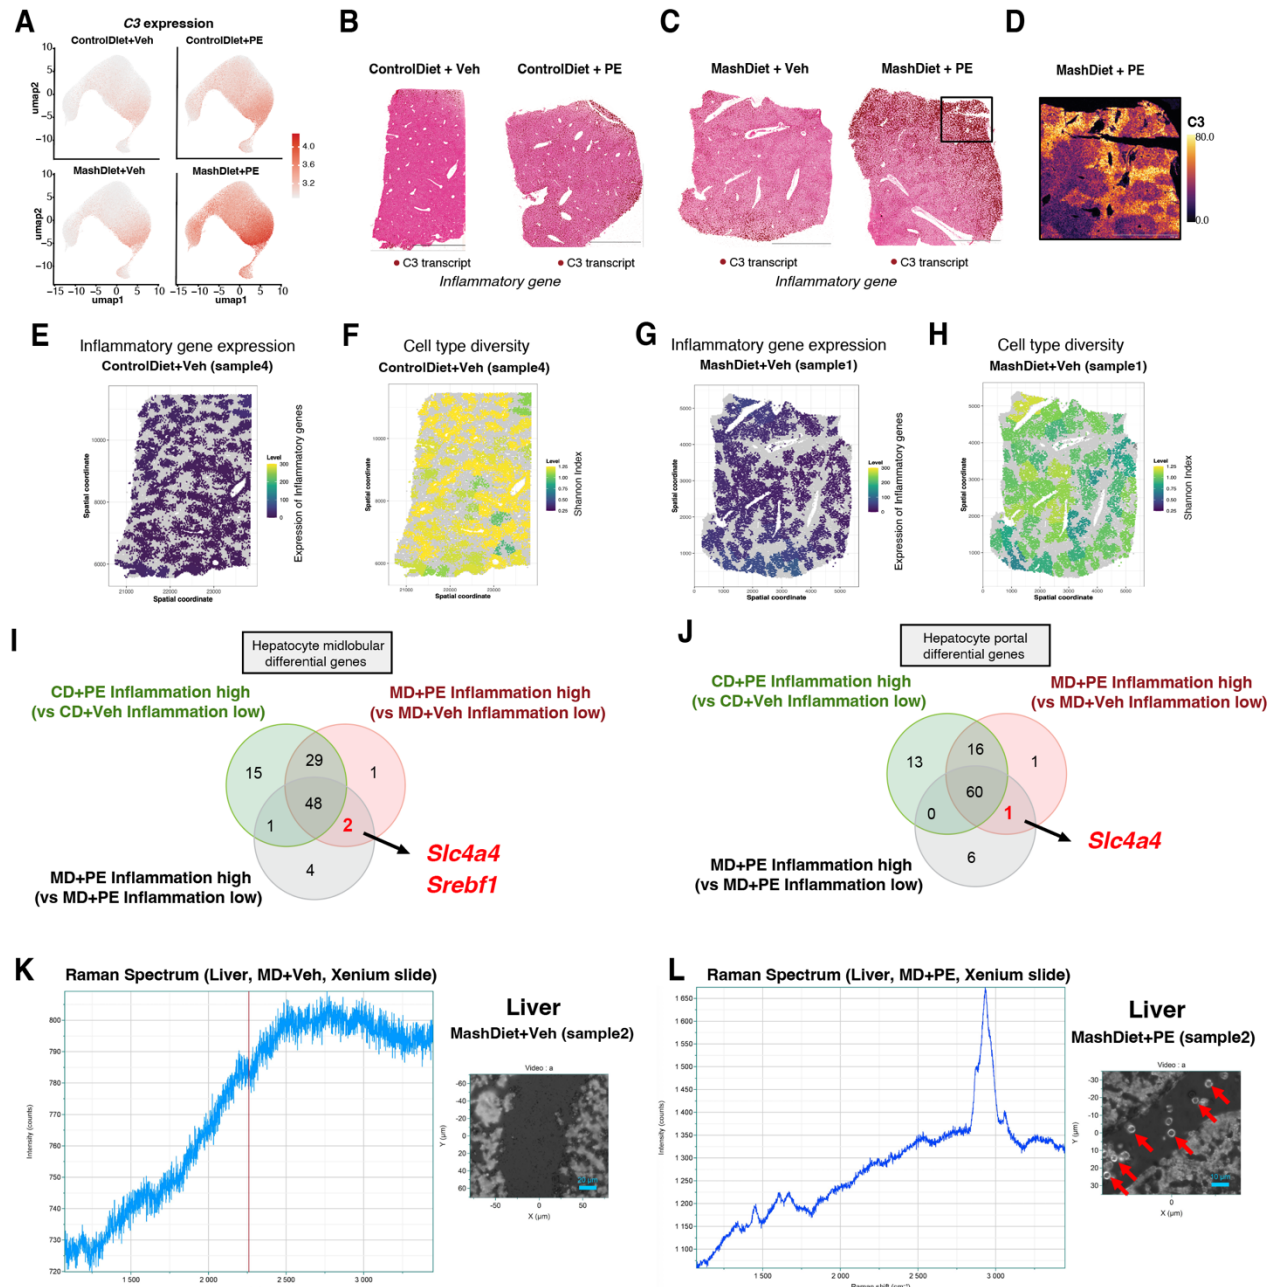

**Fig. S5: Spatial transcriptome analysis revealed regions of inflammation and tissue damage in mice treated with or without microplastics, uncovering altered cell type diversity and changes in gene expression patterns.** (A), UMAP visualization of spatial transcriptome-derived single cells, with color intensity indicating Complement Component 3 (C3) expression levels, a marker of inflammatory response, across distinct hepatocyte subtypes and cholangiocytes from all experimental conditions. (B-C),

Visualization of C3 transcripts on top of histological image in (B) CD with or without PE and (C) MD with or without PE conditions. (D), Density plot (20  $\mu\text{m}$  bin size) of C3 transcripts within a zoomed region of the MD+PE sample. (E-H), Identification of Inflammatory regions based on a multi-gene set (*Alox5ap*, *C3*, *Dnase1l3*, *F3*, *Hp*, *Nupr1*, *Reg3g*, *Ccr7*, and *Il6*) and cell-type diversity (Shannon index) within spatially clustered central and midlobular areas of CD+Veh and MD+Veh samples. (I-J), Venn diagram illustrating the overlap of DEGs among three inflammation-focused comparisons in midlobular hepatocyte cells (I) or portal hepatocytes (J). DEGs were identified using the *FindMarkers* function ( $|\log_2 \text{FC}| \geq 0.58$ ,  $\text{FDR} < 0.05$ , min. expressing cell proportion  $\geq 0.25$ ). (K-L), Raman spectroscopic analysis of liver tissue on Xenium slide. Representative spectra and optical micrographs show the absence of PE-associated Raman peaks in MD+Veh control (K) and the presence of prominent C-H stretching peaks characteristic of PE particles in MD+PE group (L). The corresponding optical image shows spherical particulate structures (red arrows) within the scanned region where spectra were collected. Scale bar: 20  $\mu\text{m}$  (K), 10  $\mu\text{m}$  (L). Abbreviation: CD, control diet; MD, MASH diet; Veh, vehicle; PE, polyethylene.

**Fig. S6**

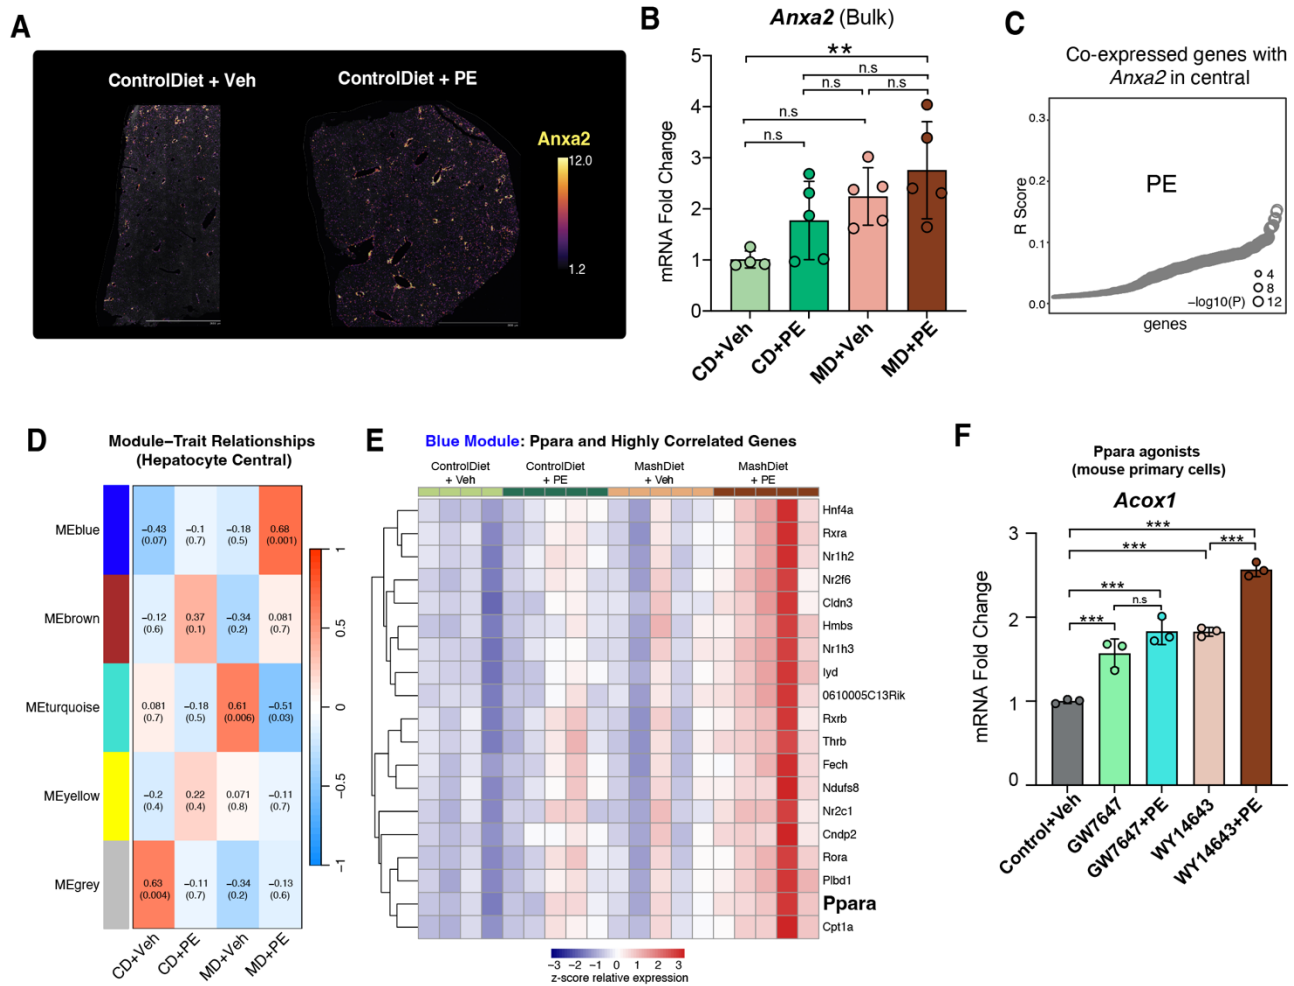

**Fig. S6: *Ppara* is correlated with *Anxa2* expression in the liver in response to microplastic and dietary interventions.** (A), Xenium-derived density plots of *Anxa2* transcripts in CD+Veh and CD+PE samples (bin size: 20  $\mu$ m). (B), RT-qPCR quantification of *Anxa2* expression in response to PE and diet-induced liver injury, normalized to the geometric mean of *Rplp0* and *18S*. (C), Spearman correlation analysis of *Anxa2* in central hepatocytes (CD+PE samples, relative to the CD+Veh group); circle size denotes  $-\log_{10}P$ . (D), Weighted Gene Co-expression Network Analysis (WGCNA) outcome showing a module-trait relationship heatmap with the correlation between identified gene co-expression modules (y-axis) and experimental conditions (x-axis). Each cell contains the Pearson correlation coefficient and the corresponding *P* value, with the color scale representing the strength of the correlation (red indicating

positive correlation; blue indicating negative). The Blue module exhibits a significant positive correlation specifically with the MD+PE condition ( $r=0.68$ ,  $p = 0.001$ ), indicating a distinct transcriptional program associated with this phenotype. (E), Expression profile of this Blue module (ME<sub>blue</sub>) across experimental groups, where the y-axis represents the Module Eigengene (ME) value, a summary measure of the gene expression profile for the module. The Blue module is significantly upregulated in the MD+PE group compared to Controls and CD+PE. Key driver genes within this module, including *Ppara*, are highlighted, confirming their central role in the gene regulatory network underlying the MD+PE phenotype. (F), Induction of *Acox1* (PPAR $\alpha$  target gene) by PPAR $\alpha$  agonists (GW7647 and WY14643, 10  $\mu$ M) in primary mouse cells after 24 hours. Statistics and abbreviations: Data are presented as mean  $\pm$  SD. Significance was determined using ordinary one-way ANOVA with Tukey's multiple comparisons test or Spearman correlation analysis. ns, not significant \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . CD, control diet; MD, MASH diet; Veh, vehicle; PE, polyethylene.

## Supplementary table captions

### Tables S1 to S18

|           |                                                                                                                      |
|-----------|----------------------------------------------------------------------------------------------------------------------|
| Table S1  | Mouse liver toxicity                                                                                                 |
| Table S2  | Multi mouse 100 add-on genes                                                                                         |
| Table S3  | ChIP-qPCR Primers and Antibody                                                                                       |
| Table S4  | RT-qPCR primers                                                                                                      |
| Table S5  | BULK RNA-seq G1vsG2, G1vsG3, G1vsG4 (pairwise)                                                                       |
| Table S6  | BULK RNA-seq G2vsG3, G2vsG4, G3vsG4 (pairwise)                                                                       |
| Table S7  | BULK RNA-seq Interaction Analysis                                                                                    |
| Table S8  | BULK Nuclear Receptor Expression (Sample-Based) with the heatmap                                                     |
| Table S9  | Spatial single-cell CD cell type marker genes                                                                        |
| Table S10 | Spatial single-cell G1vsG2, G1vsG3, G1vsG4 (pairwise, Sample-Based and Cell-Based)                                   |
| Table S11 | Spatial single-cell G2vsG3, G2vsG4, G3vsG4 (pairwise, Sample-Based and Cell-Based)                                   |
| Table S12 | Spatial single-cell Interaction Analysis                                                                             |
| Table S13 | Diversity and Proportion Statistics (Central/Midlobular region) (Sample-Based and Cluster-Based Regression Analysis) |
| Table S14 | Spatial DEG Kupffer (Central/Midlobular region)                                                                      |
| Table S15 | Spatial DEG Hepato Central (Central/Midlobular region)                                                               |
| Table S16 | Spatial DEG Hepato Midlobular (Central/Midlobular region)                                                            |
| Table S17 | Spatial DEG Hepato Portal (Portal region)                                                                            |
| Table S18 | Ppara ChIP-qPCR & Anxa2 RT-qPCR                                                                                      |

How the deposited data were processed for this re-analysis (not part of the article)

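Bulk liver RNA-seq of 19 mice was analysed, from CD + Veh (n = 4), CD + PE (n = 5), MD + Veh (n = 5) and MD + PE (n = 5), 1 library per mouse. The spatial transcriptomes, quantitative PCR, chromatin immunoprecipitation, histology and physiology of the article were not analysed here, nor were the liver data of mice exposed to polystyrene. The authors trimmed reads with fastp, aligned them to the GENCODE transcriptome of GRCm39 with Salmon, corrected for sequence bias and summed transcripts to genes with tximport. The deposited file holds the authors' estimated counts per gene as whole numbers, for 55836 genes and 19 libraries, with no normalization and no filter, and genes at 0 in every library are listed. Conditions were taken from the title and treatment label of each sample, with group names and the PE dose from the paper, and the description of each sample names its column. The column names give the library numbers. Columns were checked for copies: over 36 pairs of libraries of 1 group, the squared difference per gene in units of counting error had a mean between 11.2 and 85.5, and at most 1.85% of genes with at least 20 counts in the pair were identical. The depth was 10398820 to 15456729 counts per library, lower in the PE libraries, so that 1 CPM stands for 10 to 15 counts.

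Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. The edgeR fit used TMM normalization, the function filterByExpr by group, 1 coefficient per group and the quasi-likelihood F test, over all 19 libraries. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 0.38, both from the paper's methods. The comparisons were CD + PE, MD + Veh and MD + PE against CD + Veh, MD + PE against MD + Veh, and the interaction of PE and diet. SE of a log2 fold change is its size divided by the square root of F, and CPM are scaled by TMM. Components were computed on log2 CPM with a prior count of 2 from the 500 most variable genes, and groups were compared by pseudo-F on PC1 and PC2, with 100000 permutations over 4 groups and exact tests over pairs. The random seed of the 4-group test was changed after a first run, which had given a p of the same size. The stand-in gene set was tested with fgsea (10000 permutations, set sizes 1 to 500). The other lists were tested with limma's camera on log2 CPM at a preset correlation of 0.01, adjusted over 90 tests, and again with fry and with the correlation estimated. These 18 lists cover targets of Ppara and of CAR, lipogenesis, cholesterol synthesis, fasting, the circadian clock, skeletal muscle (2 lists that share no gene), gallbladder and duct epithelium, intestinal epithelium, exocrine pancreas, adipose tissue, red blood cells, Kupffer cells, lipid-associated macrophages, stellate cells with fibrosis, endothelium, and the paper's inflammatory signature. Positions are those of GENCODE vM39, whose names cover 13502 of 13597 genes tested (99.3%).

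The gene lists, comparisons, tests and rule for naming genes were fixed before the data were examined, and so were these alternatives: RLE normalization, DESeq2, no filter on low counts, a stricter filter, no minimum fold change, robust dispersion, only the 2 groups compared, the replicate number as a block, and each library left out in turn. The stricter filter asks for at least 10 counts in every library of a group and a mean of 1 CPM. For components, gene set, lists and correlation the alternatives also changed the transformation, the genes used, the ranking, the test and the controls. Thinning to equal depth, an offset for each library's trend on GC content and transcript length, the division between library numbers 45 and 46 as a covariate, the clock score as a covariate and the gene set test of the interaction were added after the data had been seen. The clock list was fixed with the others; which of its genes form each arm of the clock score was written down afterwards. The replicate number was tried as a block because the labels share it across groups; over 27 pairs of libraries with 1 number, residuals correlated with a median of 0.0331, above 0.1 in 10 of them, and the replicates were treated as unpaired. Named genes are those the paper names for these data, its inflammatory signature, the 3 called genes with the largest rise and fall per comparison (a mean of at least 5 CPM in the higher group and no overlap between groups), receptors of table S8 that are called or stand apart in 1 library, and up to 6 members of a list reported. Some genes that the paper names are not reported here. Bmal1, Clock, Npas2, Dbp, Marco, Cdx2 and Uck1 lie outside this rule and were chosen after their values were seen.

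The analysis was tested on simulated data with 200 genes changed by 1.5 on the log2 scale at these group sizes and depths, where edgeR recovered 82% of them in CD + PE and 87% in MD + Veh against CD + Veh, 83.5% in MD + PE against MD + Veh and 74% for the interaction. Between 1.33% and 6.29% of its calls there were false, and 8.81% and 9.14% of those of DESeq2 in the PE comparisons. Libraries apart from their group were looked for with Dixon's test, on log2 of CPM plus 0.5 for named genes with at least 1 CPM and on list means, at limits of 0.829 for 4 and 0.710 for 5 libraries. A fold against a group at 0 is a lower bound at 3 counts per library and covers counting error only. Each count of called genes was set beside those of up to 100 splits of the same libraries. Values of the paper were read from its text and supplementary tables; tables S5 and S6 were held in part, with 1999 genes each.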

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

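In this part the tests of intestinal epithelium, of blood and of a PE effect on Kupffer cells, and the levels of Cdx2 and Marco, were chosen only after the result was seen. Of 387 groups of 4 or 5 libraries screened (307 of genes, 80 of list means and totals), 42 held 1 library far from the others, where chance gives about 1 in 20 (19.4). CD + Veh 2 is the far library in 8 of them, CD + PE 1, CD + PE 2 and MD + PE 2 in 6 each, MD + Veh 5 in 4 and MD + Veh 1 in 3. The value in parentheses after each is the gap to the nearest library as a share of the range of the group, and list means are on the log2 scale of CPM.

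Genes of skeletal muscle, which the paper does not discuss, had a list mean of 7.70 in MD + Veh 1, where the other 18 libraries lay between -0.73 and 4.68. MD + Veh 2 and 3 were raised too, at 3.80 and 2.78, with 0.58 and -0.53 in MD + Veh 4 and 5, so that within this group the mean falls with the library numbers 43 to 47. Acta1, Myh1 and Ttn reached 775, 692 and 575 CPM in MD + Veh 1, and at most 155, 72.3 and 72.3 CPM elsewhere. CD + PE 1 was high in its group too: the list mean was 4.68 against -0.70 to 0.30 (0.813), that of the second muscle list 2.55 against -0.40 to -0.25 (0.948), with Mb at 24.4 CPM against 0 to 0.263 (0.892), Atp2a1 at 41.8 CPM against 0.0883 to 0.789 (0.816) and Tnnt3 at 58.9 CPM against 0.0988 to 1.49 (0.739). In CD + Veh 2 the 2 lists had means of 1.67 against -0.73 to -0.57 (0.932) and 0.66 against -0.48 to -0.37 (0.906), with Mb at 4.08 CPM against 0 (1), Atp2a1 at 5.23 CPM against 0 to 0.202 (0.861) and Tnnt3 at 5.59 CPM against 0 to 0.134 (0.905). In MD + PE 1 the first list stood at -0.45 against -0.70 to -0.65 (0.767), and in MD + Veh 1 Myom3 stood apart (0.793), with 28.0 CPM against 0.772 to 1.92. The 2 lists share no gene and rank the 19 libraries alike (Spearman 0.874); 11 of 20 and 4 of 20 of their genes reach 1 CPM in CD + Veh. A diet effect shared by the MD + Veh livers would raise all 5 libraries, and 2 of them lay within the CD + Veh range of the second list. Skeletal muscle tissue in single liver pieces is a candidate explanation: the second list spans 5.97 within MD + Veh, which single pieces allow. An effect of library order within MD + Veh was not tested and stays open beside it. The adipose list also stood apart in MD + Veh 1 (3.36 against 1.90 to 2.29, 0.733), with Adipoq at 4.18 CPM and at most 0.557 elsewhere; for it no explanation was tested. Which muscle the tissue came from stays open.

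Genes of the intestinal epithelium had a list mean of 4.00 in MD + PE 2 (0.823), where the other 18 libraries lay between -0.17 and 0.63. The gallbladder list stood at 2.96 against 0.27 to 0.87 (0.777), with Ctse at 49.3 CPM against 0.975 to 1.74 (0.881), Vdr at 6.91 CPM against 0 to 0.206 (0.872) and Hnf4g at 4.13 CPM against 0.0813 to 0.435 (0.771). Nr0b2 was low in the same library, at 26.1 CPM against 38.4 to 43.5 (0.757). A PE effect on nuclear receptors under MD would be shared by the group, and in 3 of the other 4 MD + PE libraries Vdr and Hnf4g were at or below the highest MD + Veh library. Gallbladder or bile duct epithelium in that liver piece leaves the intestinal list low, and its mean was 4.00. Intestinal epithelium in that liver piece may account for both lists: its mean lay 3.37 above the next library, Alpi stood at 73.1 CPM against at most 0.956, and Cdx2 at 2.02 CPM (24 counts) against 0 elsewhere. Fabp2, the most abundant gene of this list, was at 118 CPM there and up to 121 in the other libraries, so that liver hides a small share of it; 3 of 12 genes of the list, and 9 of 16 of the gallbladder list, reach 1 CPM in CD + Veh. Smaller gaps were those of the intestinal list in MD + Veh 4 (0.38 against -0.15 to -0.00268, 0.720), and in CD + Veh 2 of the gallbladder list (1.06 against 0.17 to 0.31, 0.847) and Ctse (1.72 CPM against 0 to 0.0674, 0.915); for these no explanation was tested.

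Kupffer cell genes had a list mean of 5.90 against 3.10 to 3.67 (0.794) in CD + PE 2, and at most 4.90 in the other 18 libraries; Marco was at 256 CPM, against at most 40.1, and Cd5l at 166 against at most 134. Liver expresses these genes: 12 of 12 reach 1 CPM in CD + Veh. In the same library the red blood cell list stood at 4.35 against 2.55 to 2.89 (0.811) and the paper's inflammatory signature at 3.63 against 3.26 to 3.34 (0.804), with Ppard at 16.2 CPM against 6.44 to 7.43 (0.849), Pnpla3 at 5.00 CPM against 0.706 to 1.28 (0.742) and Rara at 15.8 CPM against 23.6 to 27.2 (0.738). Blood in that liver piece would have to raise the Kupffer list wherever blood is high; MD + Veh 2 had the highest blood mean, 4.92, with a Kupffer mean of 4.59. Against a rise of Kupffer cell genes through PE under CD, 0 of the other 4 CD + PE libraries lay above the CD + Veh range of this list. This test cannot speak to a fall. The other 4 CD + PE libraries lay at 3.10 to 3.67, and CD + Veh at 3.32 to 4.19. An inflammation of the liver of the mouse of CD + PE 2 stays open and was not tested. In CD + Veh 2 the Kupffer list was low (3.32 against 4.09 to 4.19, 0.885), and no explanation was tested for it.

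Other genes stood apart in 1 library each. In CD + Veh these were Fads1 at 1095 CPM against 674 to 703 (0.914) and Nr2c2 at 31.6 CPM against 24.2 to 24.4 (0.977) in replicate 4. In MD + Veh they were Nr1h4 at 58.5 CPM against 74.7 to 79.3 (0.804) in replicate 1, Elovl5 at 1350.3 CPM against 791 to 919 (0.719) in replicate 2, Esrrg at 2.32 CPM against 3.80 to 4.40 (0.764) in replicate 3, and Acly at 443 CPM against 229.7 to 267 (0.773), Nr1d2 at 94.6 CPM against 60.1 to 68.2 (0.724) and Nr1i2 at 40.0 CPM against 48.1 to 49.8 (0.848) in replicate 5. MD + PE held Rxrg at 1.91 CPM against 3.50 to 4.14 (0.773) in replicate 3, Nr5a2 at 44.3 CPM against 53.3 to 56.2 (0.782) in replicate 4 and Nr1d1 at 112 CPM against at least 67.2 (0.731) in replicate 5. In CD + PE 1 the fasting list stood at 5.07 against 5.81 to 6.00 (0.794). Rpl10a-ps1 was at 0 in MD + Veh 5 against 11.8 to 34.9 CPM in the other 4 (0.751); this library lies after the division between library numbers 45 and 46, after which the gene had 0 to 152 counts, against 512 to 906 before it. About 1 such library in 20 groups is due by chance, the design gives no condition that sets these libraries apart, and no explanation was tested for the genes and the list before Rpl10a-ps1.

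By edgeR the response to PE differed between the diets for 1 gene, Uck1 (interaction -0.91, adjusted p = 0.0240); DESeq2 called 79 genes, the replicate block 41 and the division of libraries as a covariate 54. Among the 79 genes of DESeq2, 19 belong to the skeletal muscle list and 2 to the second muscle list. A count as large as edgeR's came up in 4 of 100 splits, the actual grouping among them, and 1 other split gave 47. A count of 1 was thus uncommon among the splits, but they do not exclude chance for a single gene. The call of Uck1 was lost without any 1 of 10 libraries (CD + PE 2, CD + Veh 1, CD + Veh 4, MD + PE 2, MD + PE 3, MD + PE 5, MD + Veh 2, MD + Veh 3, MD + Veh 4 and MD + Veh 5), with adjusted p from 0.0505 to 0.117, and with the clock score as a covariate (adjusted p = 0.222). Among the lists, camera gave an adjusted p for the interaction of 0.00571 for the Ppara targets list (mean -0.33, 4 of 24 genes higher), 0.0137 for the lipogenesis list (mean 0.32, 12 of 16 genes higher), 3.43e-14 for the skeletal muscle list (0 of 20 genes higher), 7.39e-08 for the second muscle list (0 of 16 genes higher), 0.00140 for the gallbladder list (9 of 10 genes higher) and 0.0410 for the endothelium list (mean 0.20, 9 of 10 genes higher). With fry their adjusted p was between 0.176 and 0.535, and with the correlation between genes estimated between 0.498 and 0.743. The muscle and gallbladder lists are those in which MD + Veh 1 and MD + PE 2 stand apart, as described above, and their interaction was not tested without these libraries. For Uck1, Ppara targets, lipogenesis and endothelium, a different PE effect on the 2 diets stays open beside the technical explanations of the PE changes (library order, with 0 PE libraries among the vehicle libraries), and was tested no further.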

How the results depend on the processing

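In this part thinning to equal depth, the offset for GC content and length, the division of libraries and the clock score as covariates, and every gene set test of the interaction were chosen only after the result was seen. Counts of called genes in the 5 comparisons and the 3 overlap counts stayed within 1.5 times their value with RLE normalization, no filter, the stricter filter, no minimum fold change, robust dispersion and thinning. DESeq2 gave 304 genes in MD + PE vs MD + Veh, 92 under both diets, 212 only under MD and 79 for the interaction, where edgeR gave 147, 54, 93 and 1. A fit of only the 2 groups compared, with fewer libraries, gave 73, 28 and 45 for the first 3, and the GC and length offset 87, 35 and 52. The replicate block gave 41 for the interaction. With the division of libraries as a covariate there were 37 genes in CD + PE vs CD + Veh, 33 in MD + PE vs MD + Veh, 930 in MD + PE vs CD + Veh and 54 for the interaction. The overlap counts were then 30 only under CD, 7 under both diets and 26 only under MD. With the clock score there were 256 in CD + PE vs CD + Veh, 382 in MD + Veh vs CD + Veh, 1244 in MD + PE vs CD + Veh and 219 only under CD. For the interaction edgeR then called 0 (1130 at an unadjusted p below 0.05; DESeq2 without the score called 79). Both covariates follow the groups in part, which widens the SE. The size of the division comes from the MD + Veh libraries alone and is carried over to the CD. Beyond this and the fewer libraries the cause was not tested.

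Leaving out 1 library at a time gave 215 to 426 genes in CD + PE vs CD + Veh (235 without CD + Veh 1, 215 without CD + Veh 4, 240 without CD + PE 3) and 1019 to 1652 in MD + Veh vs CD + Veh. It gave 56 to 243 in MD + PE vs MD + Veh (84 without MD + Veh 1, 89 without MD + Veh 2, 243 without MD + Veh 4, 85 without MD + PE 2, 56 without MD + PE 3, 84 without MD + PE 4), and in MD + PE vs CD + Veh 1618 to 2174. For the interaction edgeR called 0 to 3 (1193 at an unadjusted p below 0.05 with all libraries), with 0 without any of CD + Veh 1, CD + Veh 4, CD + PE 2, MD + Veh 2, MD + Veh 3, MD + Veh 4, MD + Veh 5, MD + PE 2, MD + PE 3 and MD + PE 5, 2 without CD + Veh 2 or MD + PE 4 and 3 without CD + Veh 3. Only under CD there were 179 to 393 (196 without CD + Veh 1, 179 without CD + Veh 4, 201 without CD + PE 3). Under both diets there were 27 to 70 (32 without MD + Veh 1, 35 without MD + PE 2, 27 without MD + PE 3, 33 without MD + PE 4), and only under MD 29 to 173 (52 without MD + Veh 1, 51 without MD + Veh 2, 60 without MD + Veh 3, 173 without MD + Veh 4, 147 without MD + Veh 5, 50 without MD + PE 2, 29 without MD + PE 3, 51 without MD + PE 4).

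Of the nuclear receptors edgeR called 1 in CD + PE vs CD + Veh, and 2 with no minimum fold change or after thinning; DESeq2 called 2. The edgeR count was 0 with no filter, only the 2 groups, the replicate block, the GC and length offset or either covariate (10 at an unadjusted p below 0.05 with none of these). Without 1 library it was 0 to 2, with 0 without any of CD + Veh 1, CD + Veh 3, CD + Veh 4, CD + PE 1, CD + PE 3, CD + PE 4, MD + Veh 2, MD + Veh 4, MD + PE 1, MD + PE 2 and MD + PE 5 and 2 without CD + Veh 2 or CD + PE 5. In MD + Veh vs CD + Veh edgeR called 7 (5 to 8 without 1 library), and 0 with the clock score (12 at an unadjusted p below 0.05; DESeq2 without the score called 7). In MD + PE vs CD + Veh it called 6 (4 to 8 without 1 library) and 3 with the division of libraries. Each alternative gave 0 in MD + PE vs MD + Veh and for the interaction, DESeq2 among them (3 and 2 at an unadjusted p below 0.05 in edgeR). The cause of these changes was not tested.

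The stand-in gene set had an adjusted p of 0.0372 in CD + PE vs CD + Veh, 0.0615 ranked by log2 fold change, 0.0638 with camera and 0.246 with fry. Without 1 library it was 0.000739 to 0.101, above 0.05 without CD + Veh 1 (0.0871), CD + Veh 2 (0.0984), CD + PE 3 (0.0950) and CD + PE 5 (0.101). In MD + Veh vs CD + Veh it was 0.00275, 0.0585 ranked by log2 fold change and 0.000475 to 0.0151 without 1 library. In MD + PE vs MD + Veh it was 0.118, with 0.00871 to 0.236 without 1 library, below 0.05 without MD + Veh 2 (0.0317), MD + Veh 3 (0.0427), MD + Veh 4 (0.0307) and MD + PE 4 (0.00871); in MD + PE vs CD + Veh it was 0.00275, with 0.000475 to 0.00601. For the interaction the score pointed upward (fgsea permutation p = 0.727; 12 of 32 members higher) and turned downward with target genes alone (0.677), camera (0.716), fry (0.749) and the division of libraries (0.649). It also turned without any of CD + Veh 4, CD + PE 2, CD + PE 4, MD + Veh 1, MD + Veh 5 and MD + PE 2, and without 1 library p lay between 0.114 and 0.848. The cause was not tested.

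Pseudo-F over 4 groups was 9.16 after DESeq2's transformation, 10.1 with all genes, 13.8 without the muscle lists, 14.7 with the replicate block and 5.37 to 11.2 without 1 library, each past the threshold. The replicate block takes out spread within groups before the test, so that its value is not evidence of a clearer separation. The correlation of PE and diet changes, 0.532, was not above the 95th percentile of simulated groups with shared controls. The Spearman coefficient (0.541) was, as were all 6 choices of separate controls (0.238, 0.389, 0.424, 0.263, 0.268, 0.473). Without 1 library it lay between 0.304 and 0.703, above that percentile without CD + Veh 2 alone; the cause was not tested.

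Among results for genes and lists named in the text, 108 of 110 kept direction and side of the threshold with RLE normalization, 85 of 96 with DESeq2 (the other 11 newly past it), 96 of 98 with no filter, 91 of 93 with the stricter filter and 98 of 98 with no minimum fold change. They were 92 of 98 with robust dispersion, 70 of 79 with 2 groups, 104 of 110 with the block, 97 of 98 after thinning and 89 of 98 with the GC and length offset. With the division of libraries 74 of 110 kept both (29 lost the threshold), with the clock score 81 of 110 (19 lost and 5 gained) and without 1 library 1939 of 2090 (109 lost and 23 gained). Signs turned with the division of libraries for mt-Nd6 (-0.30), Fubp3 (-0.0148), Ppara (-0.0313) and Anxa2 (0.74) in CD + PE vs CD + Veh. They turned in MD + PE vs MD + Veh for Ppara (-0.0729) and for the fasting and clock lists (adjusted p = 0.856 and 0.459; 0.994 and 0.994 with fry, which turned them too). With the clock score they turned for Ppara in MD + PE vs MD + Veh (-0.00283), the interaction of Pask (0.13), the fasting list in CD + PE vs CD + Veh (adjusted p = 0.834) and the clock list in CD + PE vs CD + Veh (0.0103) and MD + PE vs MD + Veh (0.688). Without 1 library Ppara in MD + PE vs MD + Veh lay between -0.0143 and 0.14 (below 0 without any of MD + Veh 3, MD + Veh 5, MD + PE 3 and MD + PE 5) and Anxa2 there between -0.30 and 0.33 (below 0 without any of MD + Veh 4, MD + Veh 5 and MD + PE 4). The interaction of Pask lay between -0.34 and 0.14 (above 0 without any of CD + Veh 4, CD + PE 2, MD + Veh 1, MD + Veh 3, MD + Veh 5, MD + PE 3 and MD + PE 4). The fasting list turned without CD + Veh 3 or CD + PE 1 in CD + PE vs CD + Veh (adjusted p = 0.537 to 0.956 over the libraries) and without MD + Veh 3 or MD + PE 5 in MD + PE vs MD + Veh (0.765 to 0.990), and the clock list there without MD + PE 5 (0.662 to 0.999). The cause was not tested, except that the score takes the clock list's own change away.

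Pask, Mb, Atp2a1 and Tnnt3 gave no value with the stricter filter, nor with a fit of 2 groups, which has no interaction either. DESeq2 set no adjusted p for Ctse and Myom3. The lists were not run with no filter, the stricter filter, robust dispersion, 2 groups, thinning, the GC and length offset or DESeq2, and the gene set, components and correlation only with those alternatives that are named with them. Depth limits genes near 0: a fall to 0 is known only down to 3 counts per library, 0.275 CPM in CD + PE.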

Differences from the paper's values

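In this part thinning, the GC and length offset, the division of libraries and the clock score were chosen only after the values were seen, and the other alternatives were set before the data were examined. The paper's methods name DESeq2 as the tool for these tests. Here DESeq2 was run on the deposited whole-number counts, without a factor for transcript length per library, so it need not repeat the paper's test. The paper counts 600 genes called in CD + PE vs CD + Veh, and 397 are counted here. Of the alternatives set before the data were examined, DESeq2 (566), the stricter filter (416), no minimum fold change (515), the replicate block (419) and the fits without CD + PE 2 (410), MD + Veh 5 (402) and MD + PE 4 (426) come within 1.5 times the paper's count. RLE normalization (394), no filter (300), robust dispersion (388) and a fit of only 2 groups (289) do not, nor do the other 16 fits without 1 library (215 to 393). Moved by over 1.5 times were the fits without CD + Veh 1 (235), CD + Veh 4 (215) and CD + PE 3 (240). In its text the paper counts 279 in MD + PE vs MD + Veh, and 147 are counted here. Among the same alternatives, DESeq2 (304), no minimum fold change (207) and the fits without MD + Veh 4 (243) and MD + Veh 5 (207) come within 1.5 times the paper's count. RLE normalization (140), no filter (167), the stricter filter (139), robust dispersion (119), a fit of only 2 groups (73) and the replicate block (178) do not, nor do the other 17 fits without 1 library (56 to 176). Here the count moved by over 1.5 times without MD + Veh 1 (84), MD + Veh 2 (89), MD + Veh 4 (243), MD + PE 2 (85), MD + PE 3 (56) and MD + PE 4 (84). For the overlap the paper counts 182 called after PE only under MD, and 93 are counted here. For this count DESeq2 (212), no minimum fold change (131) and the fits without MD + Veh 4 (173) and MD + Veh 5 (147) come within 1.5 times the paper's count. RLE normalization (90), no filter (113), the stricter filter (82), robust dispersion (73), a fit of only 2 groups (45) and the replicate block (117) do not, nor do the other 17 fits without 1 library (29 to 118). It moved by over 1.5 times without MD + Veh 1 (52), MD + Veh 2 (51), MD + Veh 3 (60), MD + Veh 4 (173), MD + Veh 5 (147), MD + PE 2 (50), MD + PE 3 (29) and MD + PE 4 (51). It also counts 97 called after PE under both diets, and 54 are counted here. Of these alternatives, DESeq2 (92), no minimum fold change (76) and the fit without MD + Veh 4 (70) come within 1.5 times the paper's count. RLE normalization (50), no filter (54), the stricter filter (57), robust dispersion (46), a fit of only 2 groups (28) and the replicate block (61) do not, nor do the other 18 fits without 1 library (27 to 64). That count moved by over 1.5 times without MD + Veh 1 (32), MD + PE 2 (35), MD + PE 3 (27) and MD + PE 4 (33).

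The paper counts 76 genes for the interaction of PE and diet in its supplementary table, and 1 is counted here. Among the alternatives set before the data were examined, DESeq2 (79, of which 19 and 2 lie in the 2 muscle lists) comes within 1.5 times the paper's count. RLE normalization (1), no filter (1), the stricter filter (1), no minimum fold change (1), robust dispersion (1) and the replicate block (41) do not, nor do the 19 fits without 1 library (0 to 3). Here 0 is the count of edgeR (1193 at an unadjusted p below 0.05 with all libraries) without any of CD + Veh 1, CD + Veh 4, CD + PE 2, MD + Veh 2, MD + Veh 3, MD + Veh 4, MD + Veh 5, MD + PE 2, MD + PE 3 and MD + PE 5; it is 2 without CD + Veh 2 or MD + PE 4 and 3 without CD + Veh 3. With the division of libraries as a covariate, chosen after the values were seen, 54 are called, and this setting drops 46 of the 68 named gene comparisons that the paper calls, against 10 with DESeq2. The counts in MD + Veh vs CD + Veh (the paper's 1437, 1410 here) and only under CD (the paper's 503, 343 here) lie within 1.5 times each other.

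Ppara in CD + PE vs CD + Veh stands at 0.53 in the paper's table and at 0.16 here (SE 0.147, adjusted p = 0.650). None of the 8 alternatives set beforehand that gave a value (0.13 to 0.17) and no fit without 1 library (0.09 to 0.27) comes within the larger error of it. The paper's table has Ppara in MD + Veh vs CD + Veh at 0.41, and the value here is 0.25 (SE 0.146, adjusted p = 0.264). A fit of only 2 groups (0.27) and the fits without CD + Veh 4, CD + PE 1, CD + PE 4, MD + Veh 1, MD + Veh 3, MD + Veh 5 and MD + PE 4 (0.26 to 0.36) come within the larger error of the paper's value, and the other 7 alternatives set beforehand and 12 fits without 1 library do not. The lowest of these 12 fits gave 0.15, without MD + Veh 4. For Ppara in MD + PE vs MD + Veh the paper's value is 0.34 and the value here 0.0372 (SE 0.137, adjusted p = 0.933). Neither the 8 alternatives set beforehand that gave a value (0.03 to 0.05) nor the fits without 1 library (-0.01 to 0.14) reach it within the larger error. In MD + PE vs CD + Veh the paper's value of Ppara is 0.75 and the value here 0.29 (SE 0.147, adjusted p = 0.173). With 8 alternatives set beforehand it was 0.28 to 0.31 and without 1 library 0.23 to 0.41, outside the larger error throughout. With the clock score as a covariate, chosen after the values were seen, Ppara was 0.44 in CD + PE vs CD + Veh (adjusted p = 0.146) and 0.68 in MD + PE vs CD + Veh (adjusted p = 0.0190), within the larger error of the paper's values. With the same covariate Ppara was 0.68 in MD + Veh vs CD + Veh (adjusted p = 0.0541) and -0.00283 in MD + PE vs MD + Veh (adjusted p = 0.994), farther from the paper's values than without it, 0.25 and 0.0372. This setting drops 31 of the 68 gene comparisons the paper calls.

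Fubp3 in CD + PE vs CD + Veh stands at 0.51 in the paper's table and at 0.0781 here (SE 0.102, adjusted p = 0.767). None of the 8 alternatives set beforehand that gave a value (0.07 to 0.11) and no fit without 1 library (0.00444 to 0.12) comes within the larger error of it. In MD + PE vs MD + Veh the paper's value of Fubp3 is 0.46 and the value here 0.15 (SE 0.0969, adjusted p = 0.503). With 8 alternatives set beforehand it was 0.14 to 0.17 and without 1 library 0.09 to 0.22, outside the larger error throughout. The paper's table has Pask in MD + PE vs MD + Veh at 2.07, and the value here is 0.41 (SE 0.455, adjusted p = 0.725). It lay at 0.41 to 0.43 over 6 alternatives set beforehand and at 0.15 to 0.64 without 1 library, never within the larger error of the paper's value. For Nkap in MD + PE vs MD + Veh the paper's value is 0.8 and the value here 0.33 (SE 0.123, adjusted p = 0.186). Neither the 8 alternatives set beforehand that gave a value (0.32 to 0.35) nor the fits without 1 library (0.28 to 0.38) reach it within the larger error. No alternative added after the values were seen comes within the larger error for these 3 genes.

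Over 75 named gene comparisons that the paper's tables also give, the sign was the same in 75. The paper calls 68 of them, of which 48 were called here and 58 with DESeq2, and 0 were called here alone. Of the paper's calls not made here, 7 lie in CD + PE vs CD + Veh. Lepr (-1.36, adjusted p = 0.125) is called without CD + PE 5. Cyp26b1 (2.38, adjusted p = 0.0778) becomes a called gene with DESeq2, and without CD + Veh 1 or CD + PE 2. Plin4 (1.04, adjusted p = 0.105) passes with DESeq2, and without MD + Veh 5. mt-Nd6 (0.94, adjusted p = 0.0601) is called with DESeq2 and a fit of only 2 groups, and with the GC and length offset and the clock score, chosen after the values were seen, and without any of CD + PE 2, MD + Veh 1, MD + Veh 2 and MD + Veh 5. Esr1 (-0.48, adjusted p = 0.0988) becomes a called gene without CD + Veh 2. Fubp3 (0.0781, adjusted p = 0.767) and Ppara (0.16, adjusted p = 0.650) are called with no setting run. A further 9 lie in MD + PE vs MD + Veh. Plin4 (0.99, adjusted p = 0.0894) is called with DESeq2. mt-Nd6 (0.94, adjusted p = 0.0634) becomes a called gene with DESeq2 and the replicate block, and with the clock score, chosen after the values were seen, and without any of MD + Veh 4, MD + Veh 5 and MD + PE 1. Cyb5a (0.33, adjusted p = 0.158) passes with the GC and length offset, chosen after the values were seen. Pnpla3 (-2.46, adjusted p = 0.0584) is called with DESeq2 and the replicate block, and without CD + PE 2 or MD + Veh 4. Oit3 (0.45, adjusted p = 0.0657) becomes a called gene with DESeq2. Mylip (0.64, adjusted p = 0.0511) passes with RLE normalization, DESeq2, the stricter filter and a fit of only 2 groups, and with thinning, chosen after the values were seen, and without CD + PE 1 or CD + PE 2. Fubp3 (0.15, adjusted p = 0.503), Pask (0.41, adjusted p = 0.725) and Nkap (0.33, adjusted p = 0.186) are called with no setting run. The rest are 2 in MD + PE vs CD + Veh, and for the interaction 2. Ppara (0.29, adjusted p = 0.173) is called with the clock score, chosen after the values were seen. Nr1i3 (0.77, adjusted p = 0.0528) becomes a called gene with RLE normalization, DESeq2, the stricter filter and a fit of only 2 groups, and with the GC and length offset and the clock score, chosen after the values were seen, and without any of CD + Veh 4, CD + PE 2, CD + PE 3, MD + Veh 1 and MD + PE 4. The interaction of Elovl5 (-1.24, adjusted p = 0.216) is called with DESeq2. The interaction of Acp3 (1.43, adjusted p = 0.223) is called with no setting run. Of the paper's 68 calls, thinning drops 19, the GC and length offset 21 and the clock score 31.

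The paper describes profiles of the experimental groups on its components as separate from each other. Here 4 of 6 pairs of groups lie apart on PC1 and PC2 at an adjusted p below 0.05 (exact permutation tests, two-sided by construction), while CD + PE vs CD + Veh (pseudo-F 3.13, exact p = 0.0635) and MD + Veh against CD + PE (pseudo-F 3.84, exact p = 0.0635) do not. Without the muscle lists both pairs do (exact p = 0.00794 and 0.0238), and MD + PE vs MD + Veh does not (exact p = 0.0635). The paper links the gene set of nuclear receptors in lipid metabolism and toxicity to PE on both diets. With the stand-in set the adjusted p was 0.0372 in CD + PE vs CD + Veh (score 1.52, 18 of 32 genes higher) and 0.118 in MD + PE vs MD + Veh (score 1.28, 22 of 32 higher), with fgsea and 10000 permutations. There the alternatives set beforehand gave 0.0585 to 0.281, and the fits without MD + Veh 2 (0.0317), MD + Veh 3 (0.0427), MD + Veh 4 (0.0307) and MD + PE 4 (0.00871) fell below 0.05. The difference between the diets itself gave a score of 0.849 (fgsea permutation p = 0.727), in a test chosen after the values were seen. The score was highest in MD + PE vs CD + Veh (2.05, adjusted p = 0.00275), the comparison in which the paper sees the strongest induction. For the receptors of its heatmap the paper describes a large shift in treated livers. Of 38 receptors tested, edgeR called 1 in CD + PE vs CD + Veh and 0 in MD + PE vs MD + Veh (10 and 3 at an unadjusted p below 0.05; DESeq2 called 2 and 0), 7 in MD + Veh vs CD + Veh and 6 in MD + PE vs CD + Veh; over alternatives the count in CD + PE vs CD + Veh was 0 to 2.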

Other observations

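In this part the tests of library order, of the division between libraries 45 and 46, of the ribosomal pseudogenes, of table S8, of the clock genes under MD and of the genes that both fits call with the GC and length offset were chosen only after the result was seen, as were thinning, that offset and the clock score. Chance can be excluded as the source of the counts of called genes in CD + PE vs CD + Veh, MD + Veh vs CD + Veh, MD + PE vs MD + Veh and MD + PE vs CD + Veh, where a count as large came up in 1 of 100 splits each, the actual grouping. Fewer counts in the PE libraries than in the vehicle libraries are argued against as the source of the PE calls: after thinning to equal depth edgeR called 386 genes in CD + PE vs CD + Veh and 172 in MD + PE vs MD + Veh, where it had called 397 and 147. Log2 fold changes followed GC content and transcript length in MD + PE vs MD + Veh (Spearman -0.294 and 0.190 over 13502 genes) and less so in CD + PE vs CD + Veh (-0.165 and 0.0560). With these trends removed, 386 genes were called in CD + PE vs CD + Veh, 341 of them shared with the 397, and 87 in MD + PE vs MD + Veh. GC content or transcript length bias may account for the MD + PE vs MD + Veh calls that were lost, while 75 of 147 genes were called both ways. A PE effect on GC-rich or short transcripts themselves stays open for the lost calls and was not tested.

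The library numbers put every PE library after every vehicle library: 0 PE libraries lie among the vehicle libraries, in either diet. PE and library order therefore cannot be told apart for the called genes of CD + PE vs CD + Veh and MD + PE vs MD + Veh, since no library breaks the order. The MD + Veh libraries likewise carry higher numbers than all CD + Veh libraries, but the CD + PE libraries carry higher numbers than all MD + Veh libraries, so that the order does not follow the diet over the 4 groups. Cfd had 2 to 23 counts in CD + Veh, 1056 to 3286 in MD + Veh, 5 to 24 in CD + PE and 996 to 2464 in MD + PE. A second division lies between library numbers 45 and 46, within MD + Veh. The ribosomal pseudogene Rps6-ps4 had 70.1 to 105 CPM in the 7 libraries before it and 0 counts in the 12 after it, and Rps12-ps3 had 19.5 to 39.5 CPM and 0. PE administration leaves vehicle libraries as they are, and 2 libraries of mice without PE are at 0. Against fewer counts in the PE libraries, at least 884 counts of Rps6-ps4 would be due at the depth of the libraries at 0. A technical split between library numbers 45 and 46 is a candidate explanation, with 0 libraries out of order; 4 of 10812 genes screened change completely there (Gm12338, H2ac19, Rps12-ps3, Rps6-ps4), and 0 at any of the 13 other places that leave at least 3 libraries on each side. Rps6, whose reads Rps6-ps4 can share, was at 123 to 147 CPM in the MD + Veh libraries before and 213 to 219 CPM in those after it. Rps12 showed no such rise, with 96.3 to 109 CPM in the MD + Veh libraries before the division and 97.9 to 110 CPM in those after it. mt-Nd6, which the paper reports as raised by PE, was 1.25 higher (log2) in MD + Veh 4 and 5 than in MD + Veh 1 to 3, with 166 to 229.6 CPM in all libraries before the division and 294 to 742 after it. For its rise this division may be the source, and a PE effect on mt-Nd6 stays open, with 0.30 between MD + PE and MD + Veh 4 and 5.

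As the whole source of the genes called in CD + PE vs CD + Veh the division between libraries 45 and 46 is argued against. In the 289 genes called from the CD libraries alone, the median difference between MD + Veh 4 and 5 and MD + Veh 1 to 3, in the direction of the PE change, was 0.10 (0.73 after PE), and the other 9 choices of 2 of the 5 libraries gave -0.12 to 0.12. For MD + PE vs MD + Veh the division may be the source of a part of the calls. In the 268 genes called between MD + PE and MD + Veh 1 to 3, MD + Veh 4 and 5, which took no part in the call, lay 0.45 from MD + Veh 1 to 3 in the direction of the PE change (0.72), where the other 9 choices of 2 libraries gave -0.15 to 0.25 in 9 to 47 genes. Between MD + PE and MD + Veh 4 and 5 a median of 0.23 was left in these genes. Tissue content runs along with the division here. The skeletal muscle list mean was 2.78 to 7.70 in MD + Veh 1 to 3, 0.58 and -0.53 in MD + Veh 4 and 5, and -0.70 to -0.45 in MD + PE. This test cannot tell the division from such a difference between liver pieces. As the whole source the division is argued against by 31 of the 147 genes, which are called with the division in the fit too. For the others a PE effect stays open beside the division and tissue content. With the division as a covariate 37 genes were called in CD + PE vs CD + Veh (28 shared) and 33 in MD + PE vs MD + Veh (31 shared), at a median change of 0.62 and 0.65 and a median SE of 0.224 and 0.169 (without it 0.141 and 0.144). Among libraries 46 to 57 alone, with 5 MD + PE and 2 MD + Veh libraries, edgeR called 0 genes in MD + PE vs MD + Veh (991 at an unadjusted p below 0.05). DESeq2 called 92, 52 of them among the 147. Those of the 147 tested in this fit kept their sign in 100%, at a median change of 0.61 (0.80 with all libraries). They had been called with these libraries among others. For libraries 39 to 45 alone edgeR called 1842 in MD + Veh vs CD + Veh, 1134 of them among the 1410 of all libraries. The division itself carried 14 genes at an adjusted p below 0.05 (1642 unadjusted).

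Clock genes differed between groups: 11 of 17 had an adjusted p below 0.05 in MD + Veh vs CD + Veh, 10 in MD + PE vs CD + Veh and 2 in CD + PE vs CD + Veh (10 at an unadjusted p below 0.05; DESeq2 gave 3). The score from this list was 1.84 higher in CD + PE than in CD + Veh (exact permutation test, two-sided, p = 0.0317; -1.14 to 2.25 against -2.52 to -1.19) and 2.58 higher in MD + Veh (exact p = 0.00794). In MD + PE it was 2.39 higher than in CD + Veh (exact p = 0.00794), and the difference from MD + Veh was -0.19 (exact p = 0.714). As a mean of the list, which holds both arms, camera gave adjusted p of 0.630, 0.455, 0.851 and 0.630 in CD + PE vs CD + Veh, MD + Veh vs CD + Veh, MD + PE vs MD + Veh and MD + PE vs CD + Veh; 16 of 17 clock genes reach 1 CPM in CD + Veh. A different time of day at sacrifice is argued against as the whole source of the called genes: with the score in the fit their median change in its direction was 0.60 in CD + PE vs CD + Veh (0.65 without it), 0.59 in MD + Veh vs CD + Veh (0.70) and 0.79 in MD + PE vs MD + Veh (0.80). The score took 396 genes past an adjusted p of 0.05 itself, and it left 256 called genes in CD + PE vs CD + Veh (155 shared), 382 in MD + Veh vs CD + Veh (310 shared) and 136 in MD + PE vs MD + Veh (126 shared), with a wider SE in the first 2. Diet and PE effects on the clock, and a part of the changes that goes with the time of day, stay open.

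Lipogenic genes, of which 16 of 16 reach 1 CPM in CD + Veh, fell after PE: the list mean was -1.30 in CD + PE vs CD + Veh (16 of 16 lower; camera 2.66e-20, fry 1.05e-05, with estimated correlation 0.0348) and -0.97 in MD + PE vs MD + Veh (15 of 16 lower; 2.5e-15, 8.51e-05 and 0.0363). It was -1.21 in MD + Veh vs CD + Veh (camera 2.44e-10, with estimated correlation 0.0941) and -2.19 in MD + PE vs CD + Veh (1.58e-16 and 0.0348). The cholesterol synthesis list, with 21 of 21 at 1 CPM, fell by 0.73 in CD + PE vs CD + Veh (camera 2.94e-14, with estimated correlation 0.175), 1.90 in MD + Veh vs CD + Veh (1.31e-26 and 0.0372), 0.88 in MD + PE vs MD + Veh (1.1e-23 and 0.0491) and 2.78 in MD + PE vs CD + Veh (2.24e-32 and 0.0348). A different time of day at sacrifice would move the clock genes, of which 2 passed in CD + PE vs CD + Veh (10 at an unadjusted p below 0.05) and, for the fall under MD, 0 passed in MD + PE vs MD + Veh with edgeR (1 at an unadjusted p below 0.05; DESeq2 gave 0). A different clock phase of the livers in CD + PE vs CD + Veh leaves the fall as well: with the clock score in the fit the list mean was -1.38. A technical split between library numbers 45 and 46 would lower MD + Veh 4 and 5, whose list means were 7.86 and 8.32, against 7.70 to 7.98 in MD + Veh 1 to 3 and 6.88 to 7.27 in MD + PE. A different feeding state of the groups at sacrifice cannot be told apart from PE, because the fasting list holds genes that moved both ways (9 up and 4 down in CD + PE vs CD + Veh, camera adjusted p = 0.899; 8 up and 5 down in MD + PE vs MD + Veh, 0.899); 13 of 13 of its genes reach 1 CPM in CD + Veh. Its camera values in MD + Veh vs CD + Veh and MD + PE vs CD + Veh were 0.170 and 0.304. A PE effect on lipogenesis stays open beside feeding state and library order, and so does a part under CD that goes with the time of day, since the clock score differs there.

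Targets of Ppara rose in CD + PE vs CD + Veh (mean 0.52, 20 of 24 genes higher; camera 1.01e-05). Whether their target programmes change with Ppara and Nr1i3 stays open, since fry gave 0.176 for the same list and an estimated correlation 0.619. In MD + Veh vs CD + Veh, MD + PE vs MD + Veh and MD + PE vs CD + Veh the mean of this list was 0.72, 0.20 and 0.92 (camera 1.44e-06, 0.135 and 3.19e-07; fry 0.0202, 0.785 and 0.00554). Targets of CAR had camera values of 0.150, 0.00140, 0.127 and 0.000252 in CD + PE vs CD + Veh, MD + Veh vs CD + Veh, MD + PE vs MD + Veh and MD + PE vs CD + Veh; 24 of 24 and 11 of 15 genes of the 2 lists reach 1 CPM in CD + Veh, and 6 and 2 lie in another list too. Anxa2 was 1.57 higher in MD + Veh than in CD + Veh (SE 0.402, adjusted p = 0.0130). That PE raises Anxa2 under MD in whole liver cannot be told apart from no change: its change was 0.13, with an adjusted p of 0.912 at an SE of 0.354 (exact permutation test, two-sided, p = 0.992). Anxa2 was 1.19 lower in MD + Veh 4 and 5 than in MD + Veh 1 to 3, and 0.73 higher in MD + PE than in MD + Veh 4 and 5. With the division of libraries in the fit its change after PE under MD was 0.96 (adjusted p = 0.530), and with the clock score its rise in MD + Veh was 0.60 (adjusted p = 0.664). The spread within MD + Veh keeps it open, as does a rise in some hepatocytes alone, which was not tested. The changes after PE under CD went with those of the diet (Pearson 0.532), where simulated groups without change that share controls reach 0.616 at their 95th percentile. The CD + Veh libraries shared by both comparisons are argued against as the whole source: with separate controls the lowest of 6 correlations was 0.238, and the simulated 95th percentile 0.101. Library order parts CD + Veh from both CD + PE and MD + Veh, so that an effect of the order stays open here beside the hypothesis of a change that PE and MD have in common. The skeletal muscle list was higher in both comparisons (mean 2.88 in CD + PE and 5.97 in MD + Veh), and so was the clock score (by 1.84 and 2.58). Separate controls remove neither, so that both stay open as well.

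Ppara in the paper's table S8 departs from the deposited counts library by library, while 22 of 34 abundant receptors have a ratio with an SD below 0.1 (log2) and the library medians lie between -0.02 and 0.02. The SD was 0.218 for Ppara, 0.226 for Nr6a1, 0.188 for Esrrg and 0.174 for Nr4a1, so that Ppara is not the only abundant receptor that departs. Another scaling of whole libraries would leave Ppara in step with most other receptors, and its ratio to their median ranged over 0.730. A factor for mean transcript length per gene and library, as tximport can supply, cannot be told apart from other changes to single genes, because lengths per library were not part of the values used; the ratio was 0.385 higher in CD + PE than in CD + Veh. It was 0.28 higher in MD + PE than in MD + Veh. On log2 values the exact permutation test of Ppara (two-sided) gave p = 0.389 from the counts and 0.0317 from the paper's table in CD + PE vs CD + Veh, and 0.730 and 0.0159 in MD + PE vs MD + Veh. For this difference the design gives no condition to test as a biological explanation, and none was tested.

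The remaining lists gave these values, with camera's adjusted p over 90 tests. Kupffer cell genes were higher in MD + Veh vs CD + Veh (mean 0.72, 12 of 12 genes higher; camera 0.00982, fry 0.291), with camera 0.978, 0.304 and 0.141 in CD + PE vs CD + Veh, MD + PE vs MD + Veh and MD + PE vs CD + Veh. The value in CD + PE vs CD + Veh depends on CD + PE 2, at a list mean of 5.90 against 3.10 to 3.67 in the other CD + PE libraries: without it, a library left out after the values were seen, 0 of 12 genes were higher (mean -0.49), with an unadjusted p of 6e-05 with camera, 0.122 with the correlation estimated and 0.0228 with fry. Endothelial genes were higher in MD + PE vs MD + Veh (mean 0.24, 10 of 10 genes higher; camera 0.00140, fry 0.260) and MD + PE vs CD + Veh (mean 0.28, 9 of 10 genes higher; 0.0434, 0.240), with camera 0.718 in CD + PE vs CD + Veh; 10 of 10 reach 1 CPM in CD + Veh. Adipose genes passed with fry in MD + Veh vs CD + Veh (4.11e-05; camera 0.0841) and MD + PE vs CD + Veh (0.000104; camera 0.277), with 2 and 3 of 5 genes higher and 4 of 11 at 1 CPM. The skeletal muscle and second muscle lists passed with camera in MD + Veh vs CD + Veh (7.47e-06 and 0.000695, all genes tested higher) and MD + PE vs MD + Veh (5.88e-13 and 1.85e-07, all lower), and with fry in neither (0.214 and 0.260, 0.0770 and 0.183). The gallbladder list passed with camera in MD + PE vs MD + Veh (0.0367, 9 of 10 higher; fry 0.336) and the intestinal list with fry in MD + PE vs CD + Veh (0.0317, 3 of 3 higher; camera 0.129). Over the 4 comparisons without the interaction, the lowest camera values were 0.0766 for red blood cells (in MD + Veh vs CD + Veh, 6 of 8 at 1 CPM), 0.0789 for lipid-associated macrophages (in CD + PE vs CD + Veh, 6 of 10 at 1 CPM), 0.0524 for stellate cells with fibrosis (in MD + Veh vs CD + Veh, 9 of 11 at 1 CPM), 0.283 for the paper's inflammatory signature (in MD + PE vs MD + Veh, 6 of 9 at 1 CPM) and 0.630 for exocrine pancreas (in MD + Veh vs CD + Veh, 1 of 12 at 1 CPM), the last with 1 gene tested, and none passed with camera or fry. No explanation was tested for the Kupffer cell, endothelial and adipose values as group differences.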
